# Wnt signaling promotes inflammation and EMT-associated gene expression in mesenchymal TNBC

**DOI:** 10.1038/s41598-026-43678-3

**Published:** 2026-04-02

**Authors:** Ramón García-Areas, Elodie Girard, Hamza Lasla, Virginie Raynal, Amit Kumar Pandey, Nicolas Servant, Pascal Jézéquel, Thierry Dubois

**Keywords:** Cancer, Cell biology, Computational biology and bioinformatics, Molecular biology

## Abstract

Aberrant activation of the Wnt signaling pathway in triple-negative breast cancer (TNBC) is linked to treatment resistance and recurrence, yet its role in tumoral heterogeneity remains unclear. We developed Wnt reporter cell lines from two mesenchymal TNBC models (MDA-MB-231 and MDA-MB-436) using a Tcf/Lef-eGFP vector and observed intra- and inter-cellular variation in Wnt activity. Paired Wnt-positive and Wnt-negative TNBC cell lines were established and profiled by RNA-Seq. Integrative analyses revealed that Wnt-positive cells consistently upregulate genes involved in epithelial-to-mesenchymal transition, inflammation (e.g., IL6/JAK/STAT3, TNFα via NF-κB), and extracellular matrix remodeling. A 55-gene Wnt signature common to both low and standard serum conditions captured these features. Wnt-related gene sets were also enriched in the mesenchymal-like immune-altered (MLIA) subtype of 699 primary TNBC tumors. These findings highlight the role of basal Wnt activity in driving pro-tumorigenic transcriptional programs in TNBC and provide new insight into its contribution to subtype-specific disease features.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-43678-3.

## Introduction

Triple-negative breast cancer (TNBC) is the most aggressive breast cancer compared to other breast cancer subgroups^1^. TNBC tumors exhibit a lack of expression of estrogen and progesterone receptors, as well as an absence of gene amplification of *HER2*^2^. It has been estimated that TNBC patients constitute about 15% of the overall breast cancer patient population^3^. Paradoxically, patients diagnosed with TNBC often have a higher initial response rate to chemotherapy treatments compared to patients with other types of breast cancer^4^. This initial enhanced response may be attributed to TNBC tumors often being highly proliferative, and hence, being more responsive to chemotherapies targeting rapidly dividing cells. TNBC tumors also exhibit a complex cellular composition that yields strong intra- and inter-tumoral heterogeneity^5^. Lehmann et al. (2011) described different TNBC molecular subtypes, including basal-like 1 and 2, immunomodulatory, mesenchymal, mesenchymal stem-like, and luminal androgen receptor, each exhibiting distinct biological characteristics and therapeutic sensitivities^6^. Subsequent analyses refined this classification into four tumor-intrinsic subgroups: basal-like immune-activated, basal-like immune-suppressed, mesenchymal, and luminal androgen receptor^7^. Burstein et al. (2015) proposed an alternative four-subtype classification integrating RNA and DNA profiles: basal-like immune-activated, basal-like immune-suppressed, mesenchymal, and luminal androgen receptor^8^. Our analysis of RNA-sequencing (RNA-Seq) data obtained from 699 TNBC led to the classification of four main distinct TNBC subtypes: luminal androgen receptor (LAR), mesenchymal-like immune-altered (MLIA), basal-like immune-activated (BLIA), and basal-like immune-suppressed (BLIS)^9^. The tumoral heterogeneity in TNBC has been identified as a potential factor influencing treatment resistance, relapse, and the development of metastatic lesions, which contributes to poor clinical outcomes^10,63^.

The pronounced tumor heterogeneity and dynamic treatment responses characteristic of TNBC have posed significant challenges in the identification of overarching therapeutic targets for TNBC. Nonetheless, notable progress has been achieved with the use of poly(ADP-ribose) polymerase (PARP) inhibitors for the treatment of TNBC harboring mutations in the *BRCA1* or *BRCA2* genes^11,12^. Concurrently, the rapidly growing field of immunotherapy has become a compelling therapeutic approach for combating highly aggressive solid tumors such as TNBC^13^. The combination therapy involving the anti-PD-L1 antibody atezolizumab and nab-paclitaxel was previously granted approval for the treatment of locally advanced or metastatic TNBC^14^. While the approval of atezolizumab plus nab-paclitaxel for TNBC was voluntarily withdrawn in 2021, pembrolizumab remains an approved option, used with chemotherapy for PD-L1-positive metastatic TNBC and as neoadjuvant/adjuvant therapy for high-risk, early-stage TNBC based on KEYNOTE-355 and KEYNOTE-522 trials^15,16^. However, given the heterogeneous nature of TNBC, further research into the mechanisms regulating immune responses is critical for the development of more effective immunotherapeutic strategies.

Given the limited treatment options against TNBC, there is significant interest in deciphering the underlying signaling pathways that sustain TNBC tumorigenesis^17^, such as the Wnt signaling pathway. This pathway emerged from foundational discoveries in both developmental biology and cancer genetics. In *Drosophila melanogaster*, the wingless (*wg*) gene was identified as a key regulator of embryonic segment polarity^18^. Independently, the *Int‑1* locus was found as a proto-oncogene frequently activated by mouse mammary tumor virus in mammary tumors^19^. Later, it was shown that *Drosophila wg* and murine *Int‑1* are homologous, giving rise to the conserved Wnt gene family^20,21^. The Wnt signaling pathway controls cell fate, proliferation, and stem cell function, and its dysregulation is implicated in cancer and other pathological conditions^22^. In TNBC, the Wnt signaling pathway plays a crucial role in promoting tumorigenesis and metastasis^23^, and notably, it has been shown to mediate cancer cell stemness^24^ and resistance to chemotherapies and immunotherapies^25^. Because targeting the Wnt pathway could overcome treatment resistance and relapse, our group is actively evaluating it as an actionable target in TNBC^26–29^.

Activation of the β-catenin-dependent (canonical) Wnt pathway occurs through the binding of Wnt ligands to Wnt transmembrane receptors, for example, Frizzled receptors (e.g. FZD7) and co-receptors low-density-lipoprotein-related proteins 5 and 6 (LRP5/6)^22^. In various cancer types, including melanoma, colorectal, and pancreatic cancer, aberrant Wnt activity is often driven by mutations in Wnt pathway components^30^. In contrast, aberrant Wnt signaling in TNBC has been associated with an overexpression of Wnt ligands and Wnt receptors such as LRP5, LRP6, and FZD7^27,31^. Upon ligand-receptor engagement, the canonical Wnt pathway inhibits β-catenin degradation by the destruction complex, leading to its cytosolic accumulation and nuclear translocation^22^. In the nucleus, β-catenin associates with T-cell factor/lymphoid enhancer factor (Tcf/Lef) transcription factors, including TCF7, TCF7L1, TCF7L2, and LEF1, to co-activate the expression of Wnt target genes, thereby driving the Wnt transcriptional program^32^. The identification of a human Tcf/Lef binding DNA sequence (5′-AGATCAAAGG-3′)^33^, known as a Wnt Response Element (WRE), enabled the development of Tcf/Lef reporter vectors containing multiple WRE sequences linked to a reporter gene (e.g., Firefly luciferase or eGFP)^34,35^. These Tcf/Lef reporter assays have provided robust readouts to detect Wnt activity, although β-catenin-independent mechanisms may also contribute to Wnt signaling^36,37^.

Given the importance of Wnt signaling in TNBC, we developed a system to measure Wnt activity in TNBC cell lines that captures variability in pathway activation both between cell lines and within each cell line. To achieve this, we established Wnt activity reporter TNBC cell lines that utilize eGFP as a readout for Wnt activity. Specifically, we stably transfected two TNBC cell lines, MDA-MB-231 and MDA-MB-436, with the 7TGP Tcf/Lef vector (7xTcf-eGFP). Subsequently, two distinct populations, Wnt-positive and Wnt-negative, were isolated based on eGFP expression using fluorescence-activated cell sorting (FACS). These cell lines were cultured under low (0.5%) or standard (10%) serum conditions, and their transcriptomic profiles were determined by RNA sequencing (RNA-Seq). Bioinformatic analyses identified genes and signaling pathways associated with Wnt activity in these TNBC cells, and their expression levels were subsequently evaluated in a large cohort of TNBC patients.

## Results

### Wnt reporter activity highlights inter- and intra-cell line heterogeneity in mesenchymal TNBC cellular models

The Wnt pathway has been shown to be activated in TNBC and to regulate tumorigenic processes in this highly aggressive type of breast cancer. To characterize Wnt activity while accounting for TNBC heterogeneity, we utilized the mesenchymal MDA-MB-231 and MDA-MB-436 TNBC cell lines, exhibiting enriched expression of WNT-related genes^6^. To assess Wnt activity, we used the 7TGP Tcf/Lef Wnt activity reporter vector^35^, which contains seven repeats of a consensus Tcf sequence (5′-AGATCAAAGG-3) upstream of an eGFP reporter sequence, and a puromycin N-acetyltransferase selection cassette (Fig. 1a). The Tcf sequence in the 7TGP vector is considered as WRE and shares high homology with the consensus sequences bound by LEF1, TCFL1, and TCFL2 (Fig. 1b). Stable MDA-MB-231^7TGP^ and MDA-MB-436^7TGP^ cell lines were obtained by transfecting the 7TGP vector followed by puromycin selection (Fig. 1c).

To validate this cellular assay, MDA-MB-231^7TGP^ and MDA-MB-436^7TGP^ cells were treated with DMSO or 3 µM CHIR99021, a GSK3β inhibitor known to activate canonical Wnt/β-catenin signaling, for 24 h. Next, eGFP-positive cell frequency and mean fluorescence intensity (MFI) were assessed by flow cytometry. Treatment with CHIR99021 significantly increased both the frequency of eGFP-positive cells (*P* = 0.0003) and eGFP MFI (*P* = 0.004) in MDA-MB-231^7TGP^ cells (Fig. 1d). Similarly, CHIR99021 treatment of MDA-MB-436^7TGP^ cells resulted in a significant increase in the frequency of eGFP-positive cells (*P* = 0.002) and eGFP MFI (*P* < 0.0001) (Fig. 1e). These results validate the use of the 7TGP reporter plasmid as a robust tool for evaluating Wnt activity in TNBC cells.

Next, we evaluated the basal Wnt activity in MDA-MB-231^7TGP^ and MDA-MB-436^7TGP^ cells by flow cytometry. Our analysis revealed that the percentage of eGFP-positive cells was 2.5-fold higher in MDA-MB-231^7TGP^ cells compared to MDA-MB-436^7TGP^ cells (*P* = 0.0013), and the eGFP MFI in MDA-MB-231^7TGP^ cells was 1.9-fold greater than that observed in MDA-MB-436^7TGP^ cells (*P* = 0.0002) (Fig. 1f).

Together, these results demonstrate both inter- and intra-cell line heterogeneity in Wnt signaling activity across these mesenchymal TNBC cellular models.

**Fig. 1:**
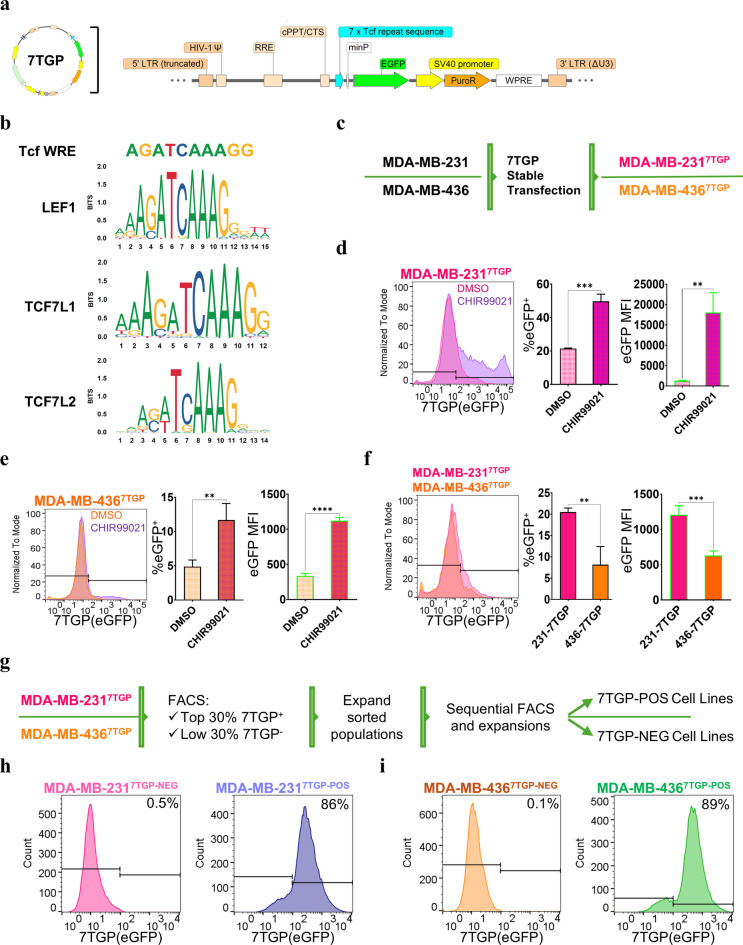
Assessment of Wnt activity and generation of Wnt-positive and Wnt-negative TNBC cell lines using the 7TGP reporter system. **(a)**, Schematic of the 7TGP Tcf/Lef Wnt activity reporter vector. (**b)**, DNA sequence of the Wnt Response Element (WRE) within the 7xTcf promoter of the 7TGP vector, with consensus binding sites for LEF1, TCF7L1, and TCF7L2 (logos sourced from JASPAR). (**c)**, Workflow for generating MDA-MB-231^7TGP^ and MDA-MB-436^7TGP^ stable cell lines following puromycin selection. (**d**,** e)** Flow cytometry analysis of eGFP fluorescence in MDA-MB-231^7TGP^ (**d**) and MDA-MB-436^7TGP^ (**e**) cells treated with DMSO or CHIR99021 (3 µM) for 24 h. Left, eGFP histograms; middle, frequency of eGFP-positive cells; right, mean fluorescence intensity (MFI); *n* = 2 independent experiments. (**f)**, Comparative flow cytometry analysis of basal eGFP expression in MDA-MB-231^7TGP^ and MDA-MB-436^7TGP^ cells, shown as histograms (left), frequency (middle), and MFI (right); *n* = 2. **(g)**, Schematic of the sorting strategy used to generate Wnt-negative (NEG) and Wnt-positive (POS) sublines based on eGFP expression by FACS. (**h**,** i)** Flow cytometry histograms showing eGFP fluorescence intensity in MDA-MB-231^7TGP-NEG^ (pink, h, left), MDA-MB-231^7TGP-POS^ (blue, h, right), MDA-MB-436^7TGP-NEG^ (orange, i, left), and MDA-MB-436^7TGP-POS^ (green, i, right) cell lines. Numbers indicate the percentage of eGFP-positive cells. Error bars represent mean ± s.d. *P* values were calculated using an unpaired two-tailed t-test (**P < 0.01; ***P < 0.001; **P < 0.0001) in d–f.

### Establishment of paired Wnt-positive and Wnt-negative TNBC cell lines

Given the observed intra-cell line heterogeneity in Wnt activity in MDA-MB-231^7TGP^ and MDA-MB-436^7TGP^ cells, we next sought to isolate subpopulations with distinct Tcf/Lef activity statuses. Cells were sorted by FACS based on eGFP fluorescence detected on the FL1 channel, designating the brightest third of eGFP-positive cells as Wnt-positive and the left-most third of eGFP-negative cells as Wnt-negative (Fig. 1g). This sorting procedure was repeated seven times to enrich each population.

From the MDA-MB-231^7TGP^ cell line, we established the MDA-MB-231^7TGP−NEG^ cell line (> 99% eGFP-negative) and the MDA-MB-231^7TGP−POS^ cell line (> 86% eGFP-positive) (Fig. 1h). Similarly, MDA-MB-436^7TGP−NEG^ and MDA-MB-436^7TGP−POS^ sublines were generated with > 99% eGFP-negative cells and > 89% eGFP-positive cells, respectively (Fig. 1i). These results demonstrate that subpopulations differing in Wnt activity can be reliably isolated using the 7TGP reporter system.

### RNA-Seq analysis reveals transcriptomic differences between Wnt-positive and Wnt-negative TNBC cells

Cancer cells adapt to nutrient deprivation by activating transcriptional programs that enhance metabolic plasticity, stress tolerance, and resistance to therapy, all of which contribute to tumor progression. To investigate how Wnt activity intersects with these adaptive responses, we characterized the transcriptomic profiles of Wnt-positive and Wnt-negative TNBC cell lines under both nutrient-limited and nutrient-rich conditions. 

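Bulk RNA-Seq covered sublines of MDA-MB-231 and of MDA-MB-436 that carry the 7TGP reporter (eGFP driven by Tcf/Lef binding sites) and had been sorted by eGFP into 7TGP-negative and 7TGP-positive cells. Each serum condition held 4 groups with 2 biological replicates each, which makes 16 libraries in all. Cells in low serum (0.5% FBS) were harvested on day 3 and cells in standard serum (10% FBS) on day 6. According to the paper's methods, RNA from low serum cultures was depleted of ribosomal RNA and prepared with a NEBNext directional kit, whereas RNA from standard serum cultures was selected for polyadenylated transcripts with the TruSeq Stranded mRNA kit. The labels deposited with the samples name the TruSeq kit for all 16 libraries. The methods also give a different sequencer and read length for each serum condition. Serum condition, days in culture, library preparation and sequencing run therefore cannot be told apart, and no gene was tested for a difference between serum conditions. The authors aligned the reads to hg19 (GRCh37) with STAR, counted read pairs on Gencode v19 genes, and deposited these whole counts, without normalization or filtering, together with TPM values. In low serum, replicates 1 and 2 held 30659369 and 29960529 counts for MDA-MB-231 7TGP-NEG, 29923529 and 28357682 for MDA-MB-231 7TGP-POS, 32667756 and 28636599 for MDA-MB-436 7TGP-NEG, and 31650034 and 27918418 for MDA-MB-436 7TGP-POS. In standard serum, the totals were 36246783 and 31827130 for MDA-MB-231 7TGP-NEG, 33741312 and 35867599 for MDA-MB-231 7TGP-POS, 33770432 and 39163520 for MDA-MB-436 7TGP-NEG, and 46044073 and 36441875 for MDA-MB-436 7TGP-POS. The paper's stated depths are around 80 M clusters per sample in low serum and 50 M in standard serum, and all values here use the counts on genes. Protein-coding genes with at least 10 counts summed over the 8 libraries of a serum condition were tested, 16069 in low serum and 15414 in standard serum. Counts were normalized with edgeR's TMM factors, 1 model with 4 groups was fitted per serum condition, and 7TGP-positive was compared with 7TGP-negative within each cell line. Genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test and an absolute log2 fold change of at least 1 are called DEGs, which is the paper's threshold. Expression is given as CPM (counts scaled to the library total), the mean ± SD over n = 2 replicates. Where every library of a group held 3 counts or fewer, the fold change is given as a lower bound against that floor, which covers counting error only.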

MDA-MB-231^7TGP−POS^, MDA-MB-231^7TGP−NEG^, MDA-MB-436^7TGP−POS^, and MDA-MB-436^7TGP−NEG^ cells were cultured in low serum (0.5% FBS, 3 days; Supplementary Fig. 1a) or standard serum (10% FBS, 6 days; Supplementary Fig. 1b), followed by total RNA extraction and bulk RNA-Seq for transcriptomic profiling (workflow in Fig. 2a). Examining both low and standard serum conditions enabled us to distinguish Wnt-specific transcriptional programs from nutrient stress responses, assess context-dependent Wnt activity, and identify robust gene expression signatures conserved across metabolic states.

**Fig. 2:**
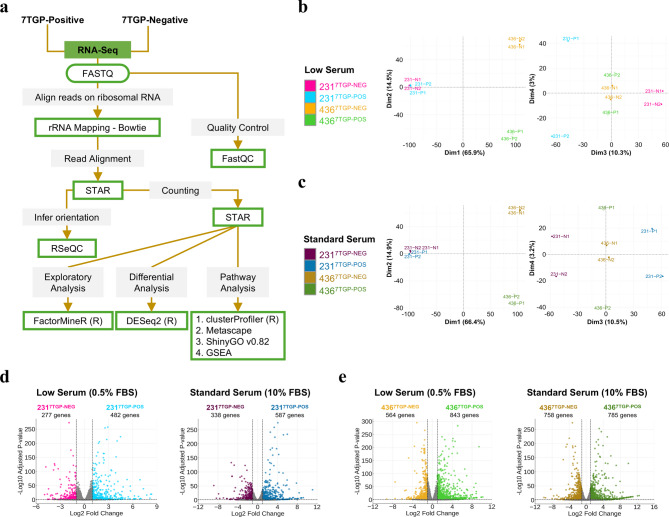
Transcriptomic analysis of Wnt-negative and Wnt-positive TNBC cell lines. **(a)**, Schematic representation of the workflow used to profile the transcriptomes of MDA-MB-231^7TGP-NEG^, MDA-MB-231^7TGP-POS^, MDA-MB-436^7TGP-NEG^, and MDA-MB-436^7TGP-POS^ cell lines. (**b**,** c)** Principal component analysis (PCA) plots showing sample variance among Wnt-negative and Wnt-positive TNBC cell lines cultured under low serum (**b**) and standard serum (**c**) conditions. (**d**,** e)** Volcano plots illustrating differential gene expression between MDA-MB-231^7TGP-NEG^ and MDA-MB-231^7TGP-POS^ cells (**d**) and between MDA-MB-436^7TGP-NEG^ and MDA-MB-436^7TGP-POS^ cells (**e**), under low serum (left) and standard serum (right) conditions. Differential expression was defined using an absolute log₂ fold change ≥ 1.

Principal component analysis (PCA) was performed to evaluate variance between samples. 

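The principal components of the 8 low serum libraries were computed from counts of 16069 protein-coding genes after the variance-stabilizing transformation of DESeq2, with each gene centred and scaled. The first 3 components held 65.8%, 14.3% and 10.2% of the variance. Of the variance along component 1, 99.7% lay between the cell lines. Of the variance along component 2, 99.7% lay between MDA-MB-436 7TGP-POS and MDA-MB-436 7TGP-NEG, and of that along component 3, 98.3% lay between MDA-MB-231 7TGP-POS and MDA-MB-231 7TGP-NEG. The choice that moved these shares most was the set of genes: with only the 500 most variable genes, component 1 held 95.0%. Over all components together, 65.7% of the variance lay between the cell lines, 14.4% between MDA-MB-436 7TGP-POS and MDA-MB-436 7TGP-NEG, and 10.1% between MDA-MB-231 7TGP-POS and MDA-MB-231 7TGP-NEG.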

Under low serum conditions, 65.9% of the variance was attributed to differences between MDA-MB-231- and MDA-MB-436-derived cell lines, 14.5% to differences between MDA-MB-436^7TGP−POS^ and MDA-MB-436^7TGP−NEG^ cells, 10.3% to differences between MDA-MB-231^7TGP−POS^ and MDA-MB-231^7TGP−NEG^ cells, and less than 3% to variance between biological duplicates (Fig. 2b). Under standard serum conditions, similar patterns were observed: 66.4% variance between MDA-MB-231- and MDA-MB-436-derived cell lines, 14.9% between MDA-MB-436^7TGP−POS^ and MDA-MB-436^7TGP−NEG^ cells, 10.5% between MDA-MB-231^7TGP−POS^ and MDA-MB-231^7TGP−NEG^ cells, and less than 3.2% between biological duplicates (Fig. 2c). These analyses demonstrate that inter-cell line heterogeneity contributes more significantly to transcriptomic variability than differences in Wnt activity status. 

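In the 8 standard serum libraries, processed the same way with 15414 genes, the first 3 components held 66.3%, 14.8% and 10.5% of the variance. Component 1 lay between the cell lines for 99.9% of its variance. For component 2, 99.0% of the variance lay between MDA-MB-436 7TGP-POS and MDA-MB-436 7TGP-NEG, and for component 3, 99.2% lay between MDA-MB-231 7TGP-POS and MDA-MB-231 7TGP-NEG. Summed over all components, the cell lines accounted for 66.2% of the variance, the pair of MDA-MB-436 sublines for 14.7%, and the pair of MDA-MB-231 sublines for 10.5%.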

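The fourth component, which lay between replicates for 98.3% of its variance in low serum and for 99.1% in standard serum, held 3.07% and 3.24% of the variance. Differences between replicates were spread over components 4 to 7, and together they made up 9.75% of the total variance in low serum and 8.64% in standard serum. Replicates correlated across genes with Pearson's r between 0.994 and 0.996 on the log2 CPM scale (genes are not independent replicates). The median SD between replicates on this scale was 0.0976 in MDA-MB-436 7TGP-POS in standard serum and 0.0437 to 0.0693 in the other 7 groups. In MDA-MB-436 7TGP-POS in standard serum, the log2 ratio of replicate 1 to replicate 2 followed the GC content of the genes (r = -0.629 across the 12616 genes with a GC value). In the other 7 groups this r lay between -0.149 and 0.272.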

Importantly, the low variances (~ 3%) observed between biological duplicates under both serum conditions underscore the robustness of our analysis and the capture of biologically meaningful signals.

Differentially expressed genes (DEGs) between Wnt-positive and Wnt-negative cell lines were identified using the DESeq2 R package (v1.26.0). Genes were considered differentially expressed if they exhibited an adjusted *P* value < 0.05 and an absolute log_2_ fold change (Wnt-positive/Wnt-negative) ≥ 1, under either low or standard serum conditions.

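In low serum, 948 of the 16069 genes tested were DEGs between MDA-MB-231 7TGP-POS and MDA-MB-231 7TGP-NEG, 563 of them higher and 385 lower in MDA-MB-231 7TGP-POS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In standard serum, 1185 of 15414 genes were DEGs, 765 higher and 420 lower. The choice that moved these numbers most was the threshold on the fold change: with an adjusted p under 0.05 alone, 6250 and 5084 genes passed. With the DESeq2 Wald test, 769 and 943 genes passed both thresholds. In 142 of the low serum DEGs and 196 of the standard serum DEGs, 1 of the groups was at or under the floor of 3 counts per library. The largest increases were chosen among genes with at least 10 counts in every library and CPM values that did not overlap between the groups. *LRMDA* (ENSG00000148655, chromosome 10, 77191382 to 78319926 on GRCh37) rose from 0.561 ± 0.0442 to 21.9 ± 0.522 CPM (SD, n = 2 each) in low serum, a log2 fold change of 5.27 (standard error 0.162, adjusted p = 3.55e-27), and by 5.97 (standard error 0.175, adjusted p = 1.5e-14 from the same test) in standard serum. *C3* (ENSG00000125730, chromosome 19, 6677715 to 6730573) rose by 4.17 in low serum and 5.14 in standard serum (standard errors 0.0738 and 0.136, adjusted p = 4.54e-35 and 3.54e-15). *KRT81* (ENSG00000205426, chromosome 12, 52679697 to 52685318) rose by 6.01 in standard serum (standard error 0.13, adjusted p = 1.75e-15), a value that is uncertain because reads of paralogous keratin genes can be shared with it. Among the decreases, *PPP2R2C* (ENSG00000074211, chromosome 4, 6322305 to 6565327) went from 31.1 ± 0.391 to 1.12 ± 0.0428 CPM in low serum, a log2 fold change of -4.79 (standard error 0.119, adjusted p = 2.96e-30), and had a log2 fold change of -5.29 in standard serum (standard error 0.13, adjusted p = 1.81e-15).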

Between MDA-MB-231^7TGP−POS^ and MDA-MB-231^7TGP−NEG^ cells, 759 and 925 DEGs were identified under low and standard serum conditions, respectively (Fig. 2d). Similarly, 1,407 and 1,543 DEGs were identified between MDA-MB-436^7TGP−POS^ and MDA-MB-4367^TGP−NEG^ cells under low and standard serum conditions, respectively (Fig. 2e). 

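Between MDA-MB-436 7TGP-POS and MDA-MB-436 7TGP-NEG, 1694 genes were DEGs in low serum, 1047 higher and 647 lower in MDA-MB-436 7TGP-POS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In standard serum, 1932 genes were DEGs, 998 higher and 934 lower. The DESeq2 Wald test gave 1425 and 1573. Among these DEGs, 285 in low serum and 305 in standard serum had 1 group at or under the floor. With every library thinned to the smallest library's count on tested genes, MDA-MB-436 had 1665 DEGs and MDA-MB-231 had 944 in low serum, and 1889 and 1173 in standard serum. *ALDH1L2* (ENSG00000136010, chromosome 12, 105413562 to 105501421) rose from 0.535 ± 0.0312 to 17.9 ± 0.76 CPM (SD, n = 2 each) in low serum, a log2 fold change of 5.06 (standard error 0.185, adjusted p = 5.3e-25), and by 7.10 in standard serum (standard error 0.208, adjusted p = 4.21e-12 from the same test). *ZNF320* (ENSG00000182986, chromosome 19, 53364104 to 53400946) rose by 6.56 in low serum (standard error 0.139, adjusted p = 4.73e-33), a value that is uncertain because related zinc finger genes nearby can share reads with it. *SH3BGRL* (ENSG00000131171, chromosome X, 80457601 to 80554046) fell by 4.76 on the log2 scale in low serum, from 39.5 ± 1.89 to 1.44 ± 0.421 CPM, and by 4.69 in standard serum (standard errors 0.114 and 0.108, adjusted p = 2.22e-31 and 2.11e-15).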

In all comparisons, DEGs included both genes upregulated and downregulated when comparing each 7TGP-positive cell line to its corresponding 7TGP-negative counterpart.

The complete lists of DEGs are provided in Supplementary File 1, and the top 100 DEGs are shown in heatmaps in Supplementary Figs. 2 and 3. Profiling both Wnt-positive and Wnt-negative populations in two mesenchymal TNBC cell lines allowed us to uncover transcriptional programs associated with differential Wnt pathway activation. Collectively, these findings demonstrate that Wnt-positive and Wnt-negative TNBC cell lines exhibit distinct transcriptomic profiles.

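Across 15286 genes tested in both serum conditions, the log2 fold changes between 7TGP-positive and 7TGP-negative cells correlated between low and standard serum with r = 0.504 in MDA-MB-231 and r = 0.743 in MDA-MB-436. Between the cell lines, r was 0.0410 across the 16069 genes of low serum and 0.0418 across the 15414 genes of standard serum. These are correlations across genes, which are not independent replicates. The log2 transformation of TPM moved the first of these values most, to 0.766 with log2(TPM + 1). Neighbouring genes changed together in all 4 comparisons. The log2 fold change of a gene with a mean of at least 1 CPM correlated with that of the next gene on its chromosome with r = 0.215 and 0.204 in low serum (MDA-MB-231 and MDA-MB-436) and 0.216 and 0.208 in standard serum. None of 1000 shuffles of gene positions reached these values (permutation p = 0.000999, the smallest that 1000 shuffles can give). In windows of 50 consecutive genes, the medians of the log2 fold change in low and standard serum correlated with r = 0.916 across 240 windows in MDA-MB-231 and r = 0.853 in MDA-MB-436. In MDA-MB-231, 23 windows had medians beyond 0.3 on the log2 scale with the same sign in both serum conditions, 10 higher and 13 lower in MDA-MB-231 7TGP-POS. In MDA-MB-436, 25 windows did so, 17 higher and 8 lower in MDA-MB-436 7TGP-POS, and no shuffle gave any such window in either cell line. The lowest medians were -1.37 in both serum conditions, for genes starting between 92283 and 32227100 on chromosome 5 in MDA-MB-436. In MDA-MB-231, genes starting between 54834032 and 71521488 on chromosome X had medians of 0.62 in low serum and 0.78 in standard serum. After the median of the 50 neighbouring genes was subtracted from each gene, between 76.4% and 84.1% of the DEGs that had such a median kept an absolute log2 fold change of at least 1. The paper reasons from the components and from the DEGs of the 4 comparisons, and concludes that the profile of reporter-positive cells differs from that of reporter-negative cells.

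**Figure D1:**
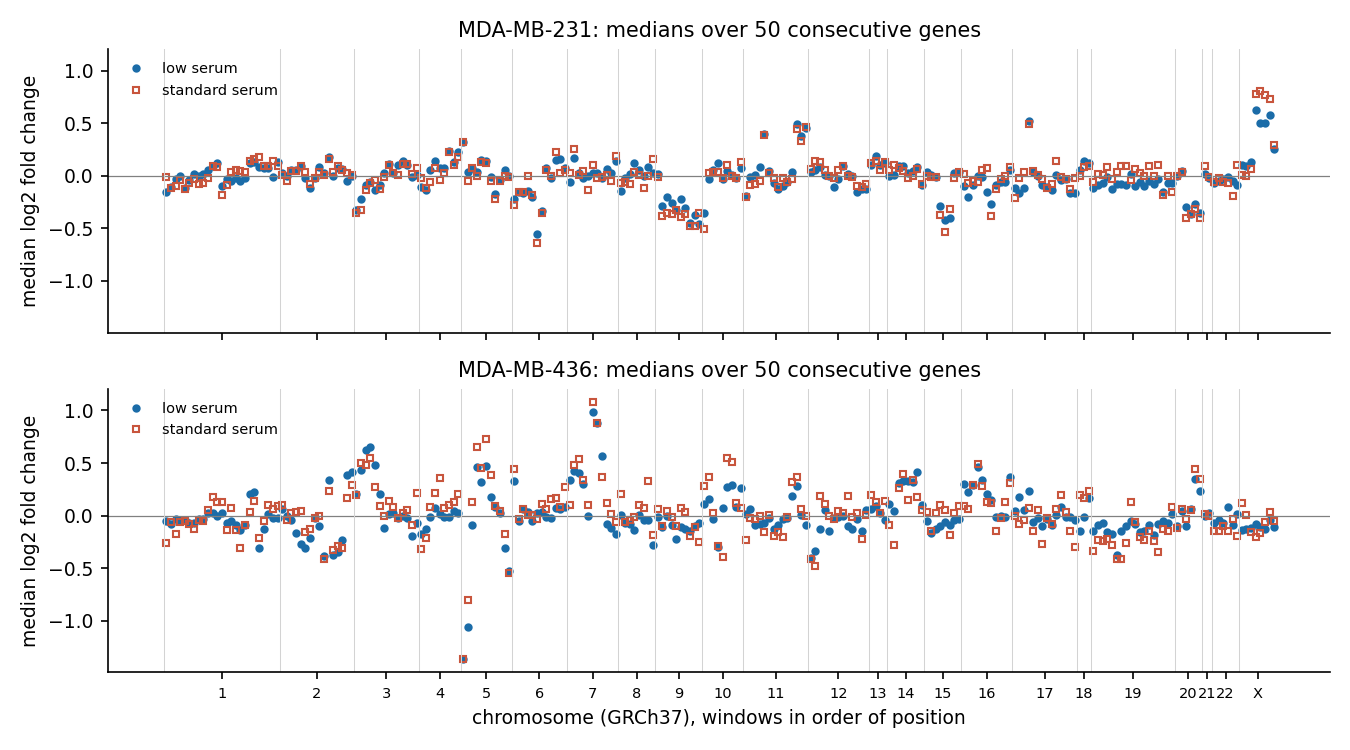
Median log2 fold change (7TGP-positive against 7TGP-negative) over windows of 50 consecutive genes along the chromosomes of GRCh37, in low serum (filled symbols) and standard serum (open squares), with 1 panel per cell line. Low and standard serum medians follow each other (r = 0.916 for MDA-MB-231 and 0.853 for MDA-MB-436), and the lowest values lie on chromosome 5 in MDA-MB-436.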

### GO Biological Process analysis: Wnt activity enriches immune, developmental, and ECM terms under low and standard serum in TNBC cells

To explore the biological significance of DEGs between Wnt-positive and Wnt-negative TNBC cells, Gene Ontology Biological Process (GO BP) enrichment analyses were conducted using clusterProfiler v3.14.0. DEGs (upregulated and downregulated in Wnt-positive versus Wnt-negative) with an absolute log₂ fold change ≥ 1 were included, and GO terms with an adjusted *P* value < 0.05 were considered significant.

For GO BP analysis, DEGs between MDA-MB-231^7TGP−POS^ and MDA-MB-231^7TGP−NEG^ cells revealed significant enrichment of 473 and 367 terms under low and standard serum conditions, respectively, with 236 shared between conditions (Fig. 3a, left panels). 

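Member genes that the paper's supplement lists for GO BP terms were examined in the deposited counts, and the enrichment itself was not recomputed. Since the paper selected these members as DEGs in the same libraries, their calls here are not independent evidence. Of the 30 listed genes of myeloid leukocyte migration in low serum, 29 were higher in MDA-MB-231 7TGP-POS. In standard serum, 24 of 25 were higher. For response to lipopolysaccharide, 31 of the 36 genes tested were higher in low serum and 27 of 34 in standard serum. The members of epithelial cell proliferation were more divided, with 28 of 38 higher in low serum and 25 of 45 higher in standard serum.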

Among the top shared terms were processes related to immune and inflammatory signaling (e.g., response to lipopolysaccharide, myeloid leukocyte migration), as well as developmental regulation (e.g., nervous system development, epithelial cell proliferation), suggesting consistent activation of immune and developmental transcriptional programs. 

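Of the 22 genes that the supplement lists for mononuclear cell migration in low serum, 20 were higher in MDA-MB-231 7TGP-POS. For homophilic cell adhesion in standard serum, 14 of 21 genes were higher and 7 lower.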

Unique enrichments under low serum included mononuclear cell migration and second-messenger-mediated signaling, while standard serum-specific terms featured processes such as homophilic cell adhesion and SMAD protein phosphorylation (Fig. 3a, right panel). A full list of enriched terms is available in Supplementary File 3.

For DEGs between MDA-MB-436^7TGP−POS^ and MDA-MB-436^7TGP−NEG^ cells, 804 and 1,028 GO BP terms were enriched under low and standard serum conditions, respectively, with 529 shared between conditions (Fig. 3b, left panels). 

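Among the 62 tested genes that the supplement lists for extracellular matrix organization in low serum, 57 were higher in MDA-MB-436 7TGP-POS and 5 lower. The genes of axon guidance, a term close to axonogenesis, went both ways, with 30 of 49 higher and 19 lower.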

Shared enrichment patterns included processes related to structural organization and neurodevelopment, such as extracellular matrix (ECM) organization, axonogenesis, and regulation of nervous system development, highlighting biological programs associated with differential Wnt activity. 

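Antiviral genes in MDA-MB-436 were examined with a hand-written list of 30 interferon-stimulated genes. In standard serum, 28 of them were lower in MDA-MB-436 7TGP-POS than in MDA-MB-436 7TGP-NEG and 27 were DEGs, all lower. In low serum, 16 were lower and 14 higher, and 5 were DEGs, all higher. *IFI27* (ENSG00000165949, chromosome 14, 94571182 to 94583032) went from 30.1 ± 1.87 to 0.732 ± 0.0983 CPM (SD, n = 2 each) in standard serum, a log2 fold change of -5.34 (standard error 0.128, adjusted p = 2.74e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *OAS1* (ENSG00000089127, chromosome 12, 113343661 to 113371024) had a log2 fold change of -4.11 (standard error 0.17, adjusted p = 1.52e-12). *IFI44L* (ENSG00000137959, chromosome 1, 79085587 to 79111830) went from 152 ± 3.97 to 9.90 ± 1.17 CPM in standard serum, a log2 fold change of -3.93 (standard error 0.112, adjusted p = 2.82e-14). In low serum it rose from 191 ± 12.8 to 290 ± 17.4 CPM, by 0.60 (standard error 0.062, adjusted p = 2.73e-08). These genes were named after their values were seen.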

Under low serum, uniquely enriched terms emphasized developmental and morphogenic processes (e.g., digestive tract morphogenesis, autonomic nervous system development), while standard serum-specific enrichments were characterized by antiviral and cytokine signaling pathways (e.g., defense response to virus, cytokine-mediated signaling pathway) (Fig. 3b, right panel). The full list of enriched terms is provided in Supplementary File 3.

**Fig. 3:**
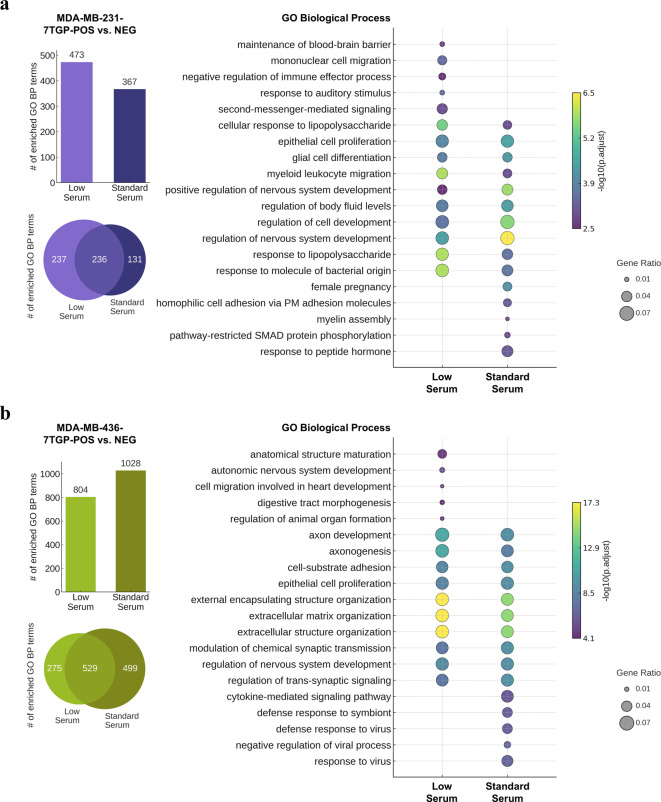
Gene Ontology Biological Process analyses of differentially expressed genes between Wnt-positive and Wnt-negative TNBC cell lines. **(a)**, GO Biological Process (GO BP) terms significantly enriched (adjusted *P* < 0.05) among DEGs (log₂ fold change ≥ 1) between MDA-MB-231^7TGP-POS^ and MDA-MB-231^7TGP-NEG^ cultured in low or standard serum. Bar graph (top left) shows the number of enriched terms per condition; Venn diagram (bottom left) illustrates the overlap. Bubble plot (right) presents the top five condition-specific GO BP terms ranked by adjusted *P* value, and the top ten shared terms selected using Stouffer’s method for combined adjusted *P* values. **(b)**, GO BP terms significantly enriched (adjusted *P* < 0.05) among DEGs (log₂ fold change ≥ 1) between MDA-MB-436^7TGP-POS^ and MDA-MB-436^7TGP-NEG^ under low or standard serum. Bar graph (top left) and Venn diagram (bottom left) show the number and overlap of enriched terms. Bubble plot (right) presents the top five unique terms ranked by adjusted *P* value and the top ten shared terms selected using Stouffer’s method.

Across both TNBC cellular models, GO BP enrichment analysis identified overlapping categories related to developmental and immune-associated processes among DEGs between Wnt-positive and Wnt-negative cells. However, the composition of enriched GO BP terms differed by cell line and serum condition. 

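The cell lines were compared by testing whether the log2 fold changes of a gene list differed between them (the interaction contrast, limma's camera test with Benjamini-Hochberg adjustment over 28 tests). Each cell line had 1 pair of sorted sublines, so the p-values do not cover the spread between sorts or between clones. In low serum, the change of a hand-written list of NF-κB target genes was greater in MDA-MB-231 for 22 of 24 genes, by a median of 1.59 on the log2 scale (adjusted p = 2.3e-33). The change of a mesenchymal and ECM gene list was greater in MDA-MB-436 for 30 of 42 genes, and the median difference, MDA-MB-231 minus MDA-MB-436, was -0.60 (adjusted p = 1.92e-05).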

In MDA-MB-231 cells cultured under low serum, enriched terms were predominantly related to immune and inflammatory processes, whereas in the MDA-MB-436 cells, enriched terms were more frequently associated with morphogenetic and ECM-related processes. 

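In standard serum, the changes of interferon-stimulated genes differed between the cell lines by a median of 2.25 on the log2 scale, with the change in MDA-MB-231 above that in MDA-MB-436 for 28 of 30 genes (adjusted p = 1.06e-34, limma's camera test on the interaction contrast). For *IFI44L*, the log2 fold change was 2.13 in MDA-MB-231 (standard error 0.187, adjusted p = 1.2e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its interaction had an adjusted p of 6.58e-13 from the same test. For the NF-κB list the difference was 0.98 (22 of 24 genes, adjusted p = 1.76e-15). Here too, with 1 pair of sublines per cell line, the p-values leave out the spread between sorts or clones.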

Under standard serum conditions, immune-related GO BP terms were more prominently represented in MDA-MB-436 cells.

Together, these analyses highlight patterns of transcriptional differences associated with Wnt reporter status under varying nutrient conditions.

### GO molecular function analysis: serum-specific enrichment of ECM, receptor, and ion transport functions linked to Wnt activity in TNBC cells

To investigate how Wnt activity shapes molecular functions under distinct nutrient conditions, we performed GO Molecular Function (GO MF) enrichment analysis on DEGs from each Wnt-positive TNBC cell line, relative to its Wnt-negative counterpart, under low and standard serum conditions. We then examined the functional overlap between MDA-MB-231^7TGP−POS^ and MDA-MB-436^7TGP−POS^ cells within each condition to identify molecular functions consistently associated with Wnt activity.

MDA-MB-231^7TGP−POS^ and MDA-MB-436^7TGP−POS^ cells were cultured in low or standard serum conditions, and differential expression analysis was performed to compare their transcriptomic profiles with those of their respective 7TGP-negative counterparts (1 log₂ fold-change cutoff). Under low serum conditions, 759 DEGs were identified in the MDA-MB-231^7TGP−POS^ cell line, and 1407 DEGs were identified in the MDA-MB-436^7TGP−POS^ cell line (Circos Plot, Fig. 4a). Across the two 7TGP-positive cell lines cultured in low serum, 216 genes overlapped (Circos plot, Fig. 4a), with 138 consistently regulated (105 up, 33 down) and 78 showing opposite trends (Upset Plot, Fig. 4a).

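In low serum, 261 genes were DEGs in both cell lines, against 99.9 expected if the DEGs of each cell line were drawn independently from the genes tested (Fisher's exact test, one-sided p = 3.88e-52). Of these, 168 changed in the same direction, 126 of them higher and 42 lower in the 7TGP-positive cells. The other 93 changed in opposite directions, 54 higher in MDA-MB-231 7TGP-POS and lower in MDA-MB-436 7TGP-POS and 39 the reverse. The share with the same direction was 64.4% against 55.0% expected from the share of higher genes among them in each cell line (Fisher's exact test of the directions, two-sided p = 0.000875, a test chosen after the values were seen). It was not distinguishable from the expected share with a test against a fold change of 2 (65.8% against 61.8%, Fisher's exact p = 0.353), with log2(TPM + 1) (58.7% against 54.0%, p = 0.534) or with an adjusted p under 0.05 alone (50.5% against 50.0%, p = 0.536). The alternative that moved the overlap most among those that keep the threshold on the fold change was log2(TPM + 1), with 46 shared DEGs.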

To characterize the functional landscape of these DEGs, GO MF analysis was performed using Metascape. This approach selects the most significant terms within each cluster of related annotations, allowing for broader interpretation of functional patterns.

The top 20 GO MF clusters derived from DEGs in MDA-MB-231^7TGP−POS^ and MDA-MB-436^7TGP−POS^ cells under low serum conditions are displayed in a *P* value–ranked heatmap (Fig. 4b), and the complete list of 138 terms encompassing the top 20 cluster groups is provided in Supplementary File 4. A corresponding network diagram visualizes the cluster relationships (Fig. 4c). Among these, the 10 most recurrent genes in the enriched GO MF categories were: *FGFR2*, *EPHA7*, *ALK*, *KIT*, *NTRK1*, *PDGFRB*, *FGFR3*, *FLT1*, *ERBB4*, and *NTRK2*, all receptor tyrosine kinases (Supplementary File 4).

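In low serum, all 10 of these receptor tyrosine kinases were DEGs between MDA-MB-436 7TGP-POS and MDA-MB-436 7TGP-NEG, 6 higher and 4 lower in MDA-MB-436 7TGP-POS. Between MDA-MB-231 7TGP-POS and MDA-MB-231 7TGP-NEG, 3 of the 10 were DEGs, 2 higher and 1 lower, and 4 passed when adjusted over the list alone. The study chose this list on the same libraries, so these counts are not independent evidence. *FGFR3* (ENSG00000068078, chromosome 4, 1795020 to 1810599) was lower in MDA-MB-231 7TGP-POS (1.29 ± 0.496 against 3.11 ± 0.154 CPM, SD, n = 2 each), with a log2 fold change of -1.28 (standard error 0.224, adjusted p = 9.24e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In MDA-MB-436 7TGP-POS it was higher, by 1.46 (standard error 0.124, adjusted p = 3.22e-13 from the same test), and the interaction had an adjusted p of 5.7e-12. *FLT1* (ENSG00000102755, chromosome 13, 28874483 to 29069282) was higher in both, with log2 fold changes of 2.92 in MDA-MB-231 7TGP-POS (standard error 0.499, adjusted p = 6.5e-06) and 2.78 in MDA-MB-436 7TGP-POS (standard error 0.259, adjusted p = 4.28e-12). *PDGFRB* (ENSG00000113721, chromosome 5, 149493402 to 149535435) rose by 2.52 in MDA-MB-436 7TGP-POS (standard error 0.217, adjusted p = 4.64e-13) and fell by 0.34 in MDA-MB-231 7TGP-POS (standard error 0.111, adjusted p = 0.0137). *EPHA7* (ENSG00000135333, chromosome 6, 93949738 to 94129405) fell by 1.59 in MDA-MB-436 7TGP-POS (standard error 0.145, adjusted p = 1.23e-11), and *FGFR2* (ENSG00000066468, chromosome 10, 123237846 to 123357972) fell by 1.01 (standard error 0.0876, adjusted p = 5.58e-13). *KIT* (ENSG00000157404, chromosome 4, 55523434 to 55606949) was at or under the floor in MDA-MB-436 7TGP-NEG and at least 6.03-fold higher in MDA-MB-436 7TGP-POS. In MDA-MB-231 7TGP-POS its log2 fold change was 1.35 (standard error 0.524, adjusted p = 0.038), a call that was lost with the DESeq2 Wald test (log2 fold change 1.37). Without replicate 1 of MDA-MB-231 7TGP-POS, *FGFR3* had a log2 fold change of -0.92 in MDA-MB-231 7TGP-POS, and without replicate 2 of MDA-MB-436 7TGP-NEG, *FGFR2* had -0.94 in MDA-MB-436 7TGP-POS.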

**Fig. 4:**
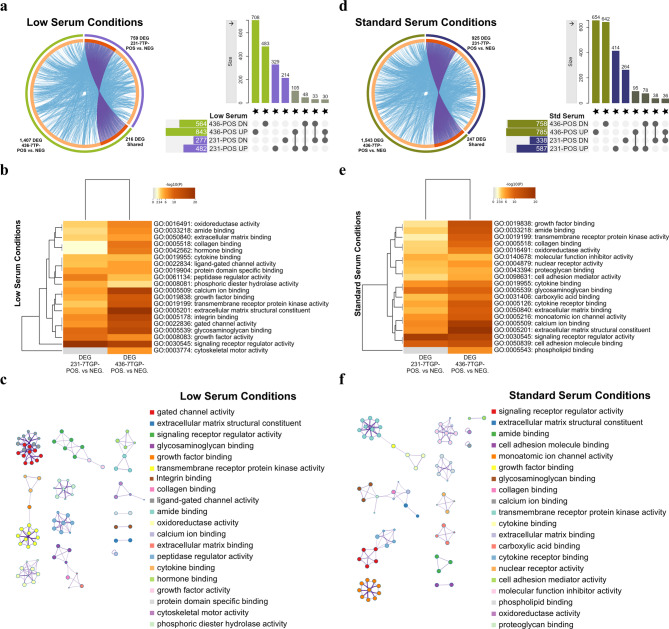
Overlap and functional enrichment analysis of Wnt-regulated gene signatures in TNBC cells under low and standard serum conditions. **(a–c)** DEGs identified between Wnt-positive and Wnt-negative TNBC cell lines cultured under low serum (0.5% FBS) conditions. (**a)**,** left** Circos plot generated by Metascape showing overlap between DEGs from MDA-MB-231^7TGP-POS^ versus MDA-MB-231^7TGP-NEG^ (759 DEGs) and MDA-MB-436^7TGP-POS^ vs. MDA-MB-436^7TGP-NEG^ (1,407 DEGs). Purple links indicate shared 216 DEGs; blue connections represent known interactions. (**a)**,** right** UpSet plot illustrating intersections among upregulated and downregulated DEGs from MDA-MB-231^7TGP-POS^ (482 up, 277 down) and MDA-MB-436^7TGP-POS^ (843 up, 564 down) comparisons. (**b)**, Heat map of the top 20 enriched GO MF categories identified by Metascape analysis, clustered by Kappa-statistical similarity and colored by *P* value. (**c)**, Network visualization of enriched GO MF categories from Metascape analysis, with node size proportional to gene number and node color reflecting cluster identity. (**d–f)** DEGs identified between Wnt-positive and Wnt-negative TNBC cell lines cultured under standard serum (10% FBS) conditions. (**d)**,** left** Circos plot generated by Metascape showing overlap between DEGs from MDA-MB-231^7TGP-POS^ versus MDA-MB-231^7TGP-NEG^ (925 DEGs) and MDA-MB-436^7TGP-POS^ versus MDA-MB-436^7TGP-NEG^ (1,543 DEGs). Purple links indicate shared 247 DEGs; blue connections represent known interactions. (**d)**,** right** UpSet plot illustrating intersections among upregulated and downregulated DEGs from MDA-MB-231^7TGP-POS^ (587 up, 388 down) and MDA-MB-436^7TGP-POS^ (785 up, 758 down) comparisons. (**e)**, Heat map of the top 20 enriched GO MF categories identified by Metascape analysis under standard serum conditions. (**f)**, Network visualization of enriched GO MF categories from Metascape analysis, with node size indicating gene number and node color reflecting cluster identity.

Under low serum conditions, DEGs from MDA-MB-231^7TGP−POS^ and MDA-MB-436^7TGP−POS^ cells were enriched for GO MF terms related to ECM organization, adhesion, and ligand-receptor signaling (Fig. 4b). Shared terms included collagen binding, glycosaminoglycan binding, and signaling receptor regulator activity, alongside additional enrichments in enzymatic functions, ion transport, and protein binding. Cytoskeletal motor activity was unique to MDA-MB-436^7TGP−POS^ cells. Among the top-ranked terms, MDA-MB-231^7TGP−POS^ DEGs were most associated with signaling receptor regulator activity, glycosaminoglycan binding, and growth factor activity, while MDA-MB-436^7TGP−POS^ DEGs were enriched for ECM structural constituent, calcium ion binding, and signaling receptor regulator activity.

To assess transcriptional responses under nutrient-rich conditions, we also examined DEGs in both cell lines cultured in standard serum. In the MDA-MB-231^7TGP−POS^ cell line, 925 DEGs were differentially expressed, while the MDA-MB-436^7TGP−POS^ cell line showed 1,543 DEGs expressed, compared to their 7TGP-negative counterparts (Circos Plot, Fig. 4d). 

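In standard serum, 320 genes were DEGs in both cell lines, against 149 expected (Fisher's exact test, one-sided p = 4.94e-45). Of these, 173 changed in the same direction (130 higher, 43 lower) and 147 in opposite directions, 95 of them higher in MDA-MB-231 7TGP-POS and lower in MDA-MB-436 7TGP-POS. The share with the same direction, 54.1%, was not distinguishable from the 52.8% expected from the share of higher genes among them in each cell line (Fisher's exact test of the directions, two-sided p = 0.623). None of the alternative settings passed this test, with a smallest p of 0.193 for DEGs by an adjusted p alone.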

Across the two lines, 247 DEGs overlapped (Circos plot, Fig. 4d), with 133 consistently regulated (95 up, 38 down) and 114 showing opposite trends (Upset Plot, Fig. 4d).

The top 20 GO MF clusters enriched by DEGs of the MDA-MB-231^7TGP−POS^ and MDA-MB-436^7TGP−POS^ cell lines cultured in standard serum are shown in a *P* value–ranked heatmap (Fig. 4e), with the full list of 105 terms encompassing the top 20 cluster groups in Supplementary File 4. The top 20 enriched GO MF terms for the standard serum conditions are also displayed in a network diagram to visualize the cluster relationships (Fig. 4f). The 10 most frequent genes in the enriched GO MF terms for the differentially expressed genes under standard serum conditions were: *EPHA7*, *ALK*, *KDR*, *KIT*, *FLT4*, *NTRK2*, *PDGFRB*, *RET*, *AXL*, and *FLT1*, which are also receptor tyrosine kinases involved in growth factor, angiogenic, and neurotrophic signaling (Supplementary File 4).

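In standard serum, all 10 genes of this list were DEGs between MDA-MB-436 7TGP-POS and MDA-MB-436 7TGP-NEG, 6 higher and 4 lower, and none was a DEG between MDA-MB-231 7TGP-POS and MDA-MB-231 7TGP-NEG. In MDA-MB-231, 4 of the 10 were at or under the floor in both groups, too few counts to read a missing call as no change. This list was chosen on the same libraries as well. *RET* (ENSG00000165731, chromosome 10, 43572512 to 43625799) had a log2 fold change of -2.69 in MDA-MB-436 7TGP-POS (standard error 0.16, adjusted p = 4.35e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 14.8 ± 0.098 to 2.29 ± 0.251 CPM (SD, n = 2 each). *EPHA7* was lower by -2.02 (standard error 0.252, adjusted p = 2.96e-06 from the same test). *AXL* (ENSG00000167601, chromosome 19, 41725128 to 41767671) rose by 1.12 in MDA-MB-436 7TGP-POS (standard error 0.0772, adjusted p = 1.34e-09) and changed by -0.16 in MDA-MB-231 7TGP-POS (standard error 0.0745, adjusted p = 0.11; -0.098 without replicate 2 of MDA-MB-231 7TGP-POS), in which it stood at 1501 ± 95.3 CPM. *FLT1* rose by 3.18 in MDA-MB-436 7TGP-POS (standard error 0.308, adjusted p = 1.35e-07) and by 0.86 in MDA-MB-231 7TGP-POS (standard error 0.221, adjusted p = 0.00514), or by 1.06 without replicate 2 of MDA-MB-231 7TGP-NEG. *PDGFRB* rose by 1.83 in MDA-MB-436 7TGP-POS (standard error 0.32, adjusted p = 0.000122). *KIT* was at least 2.09-fold higher in MDA-MB-436 7TGP-POS, against a floor in MDA-MB-436 7TGP-NEG.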

Under standard serum conditions, GO MF enrichment analysis of DEGs from MDA-MB-231^7TGP−POS^ and MDA-MB-436^7TGP−POS^ cells highlighted functions related to ECM organization, ligand-receptor signaling, and molecular binding (Fig. 4f). Shared enrichments included ECM structural constituent, collagen and glycosaminoglycan binding, growth factor binding, and signaling receptor regulator activity. Additional terms included phospholipid binding (specific to MDA-MB-436^7TGP−POS^), oxidoreductase activity, and calcium ion binding. Among the top-ranked terms, DEGs from MDA-MB-231^7TGP−POS^ cells were most enriched for signaling receptor regulator activity, cell adhesion molecule binding, and glycosaminoglycan binding, whereas MDA-MB-436^7TGP−POS^ cells showed strongest enrichment for ECM structural constituent, calcium ion binding, and signaling receptor regulator activity.

Comparison of GO MF profiles across serum conditions revealed both shared and distinct features. Signaling receptor regulator activity ranked highly in both cell lines and conditions, indicating a common reliance on receptor-mediated signaling. Low serum favored matrix remodeling and enzymatic functions, while standard serum emphasized ligand binding, ion transport, and adhesion, reflecting nutrient-dependent transcriptional adaptations.

### KEGG analysis: nutrient-dependent immune and oncogenic pathways associated with Wnt activity in TNBC cells

To investigate which signaling pathways may be modulated by Wnt activation in TNBC cells, KEGG pathway enrichment analyses were performed using the ShinyGO v0.82 bioinformatics tool. Genes differentially expressed in each Wnt-positive cell line relative to its Wnt-negative counterpart, with an absolute log₂ fold change ≥ 1 and a false discovery rate (FDR) < 0.05, were included.

Under low serum conditions, 21 and 41 KEGG pathways were enriched in DEGs from MDA-MB-231^7TGP−POS^ and MDA-MB-436^7TGP−POS^ cells, respectively, with 8 shared pathways, including cytokine-cytokine receptor interaction, PI3K-Akt signaling, and Wnt signaling (Supplementary File 5). These pointed to common Wnt-associated activation of immune, ligand-receptor, and oncogenic pathways under nutrient-limited conditions. 

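The supplement's member genes of these KEGG pathways were examined in the same way as those of the GO BP terms. These members were selected as DEGs in the same libraries, so only the counts by direction are given. For cytokine-cytokine receptor interaction, 33 of 35 members were higher in MDA-MB-231 7TGP-POS, whereas in MDA-MB-436 21 of 41 were higher in MDA-MB-436 7TGP-POS and 20 lower. For PI3K-Akt signaling, 20 of 28 members were higher in MDA-MB-231 7TGP-POS and 37 of 56 in MDA-MB-436 7TGP-POS. In MDA-MB-231 7TGP-POS, all 17 members of IL-17 signaling and all 18 of TNF signaling were higher. In MDA-MB-436 7TGP-POS, 27 of 35 members of focal adhesion and 18 of 21 of ECM-receptor interaction were higher.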

Under standard serum, 25 pathways were enriched in MDA-MB-231^7TGP−POS^ cells and 52 in MDA-MB-436^7TGP−POS^ cells, with 19 shared, including pro-inflammatory signaling (e.g., IL-17, TNF, JAK-STAT, NF-κB) and cancer-related pathways. 

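In standard serum, members of the inflammatory pathways were mostly higher in MDA-MB-231 7TGP-POS: 18 of 21 for IL-17 signaling, 16 of 17 for TNF signaling, 16 of 19 for JAK-STAT signaling and all 12 for NF-kappa B signaling. In MDA-MB-436 7TGP-POS, the members were divided: 8 of 15 were higher for IL-17 signaling, 12 of 22 for TNF signaling, 9 of 15 for NF-kappa B signaling and 9 of 20 for JAK-STAT signaling.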

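For axon guidance in standard serum, 12 of the supplement's 20 members were higher in MDA-MB-231 7TGP-POS and 17 of 28 in MDA-MB-436 7TGP-POS. ECM-receptor interaction had 6 of 11 members higher in MDA-MB-231 7TGP-POS and 17 of 21 in MDA-MB-436 7TGP-POS. Of the focal adhesion members, 11 of 17 were higher in MDA-MB-231 7TGP-POS and 23 of 34 in MDA-MB-436 7TGP-POS.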

Additional overlaps in axon guidance, ECM-receptor interaction, and focal adhesion suggest coordinated regulation of migration, matrix remodeling, and cytoskeletal dynamics in nutrient-rich environments.

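Of the 134 tested genes of the KEGG Wnt list in the paper's supplement, 11 were DEGs between MDA-MB-231 7TGP-POS and MDA-MB-231 7TGP-NEG in low serum, 6 higher and 5 lower, against 7.91 expected from all tested genes (Fisher's exact test, one-sided p = 0.168, adjusted over 12 tests 0.503). Between MDA-MB-436 7TGP-POS and MDA-MB-436 7TGP-NEG, 20 were DEGs, 15 higher and 5 lower, against 14.1 expected (p = 0.0695, adjusted 0.417, Fisher's exact test). In standard serum, 13 of 133 genes were DEGs in each cell line, 5 higher and 8 lower in MDA-MB-231 7TGP-POS (10.2 expected, p = 0.222, adjusted 0.503) and 10 higher and 3 lower in MDA-MB-436 7TGP-POS (16.7 expected, p = 0.866, adjusted 0.944, Fisher's exact test). The threshold moved these values most: with DEGs defined by an adjusted p alone, the list passed in MDA-MB-436 in low serum (87 genes against 69.6 expected, adjusted Fisher p = 0.0047) and in standard serum (78 against 65.8, adjusted Fisher p = 0.0413). The supplement's table of enriched pathways names 13 members for MDA-MB-231 and 20 for MDA-MB-436 in low serum, which were selected as DEGs in these libraries, and all were DEGs here (8 higher and 5 lower, and 15 higher and 5 lower). Of these, 4 and 5 are not in the list of 134 genes, so the list tested is not the same as the enriched pathway. When adjusted over the list alone, 12, 20, 13 and 13 genes were DEGs, in the order given. In GO's Wnt signaling term, 28 of 423 genes were DEGs in MDA-MB-231 7TGP-POS and 57 in MDA-MB-436 7TGP-POS in low serum (expected 25.0 and 44.6, Fisher's exact p = 0.290 and 0.0312, adjusted 0.503 and 0.374). A hand-written list of 15 canonical Wnt target genes had a median log2 fold change of 0.29 in MDA-MB-231 7TGP-POS and 0.26 in MDA-MB-436 7TGP-POS in low serum and of 0.02 and 0.17 in standard serum, and none of the 4 list tests passed (limma's camera test, adjusted p between 0.133 and 0.926). With genes at the floor set to their bound, the median in MDA-MB-231 7TGP-POS was 0.21 in low serum and 0.03 in standard serum. The mean in MDA-MB-231 7TGP-POS in low serum was -0.11, or 0.23 with genes at the floor set to their bound. Leaving out 1 library moved these medians: they ranged from 0.12 to 0.29 in MDA-MB-231 7TGP-POS and from 0.13 to 0.25 in MDA-MB-436 7TGP-POS in low serum, and from -0.043 to 0.099 and from 0.0055 to 0.20 in standard serum. *AXIN2* (ENSG00000168646, chromosome 17, 63524681 to 63557766) rose in MDA-MB-231 7TGP-POS in low serum by 0.65 on the log2 scale (standard error 0.112, adjusted p = 8.29e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was 0.36 in MDA-MB-436 7TGP-POS in low serum, and 0.33 in MDA-MB-231 7TGP-POS and -0.12 in MDA-MB-436 7TGP-POS in standard serum (standard errors 0.185, 0.192 and 0.222, adjusted p = 0.106, 0.21 and 0.684 from the same test). *DKK1* (ENSG00000107984, chromosome 10, 54074041 to 54077802) rose by 2.11 and 1.78 in MDA-MB-436 7TGP-POS in low and standard serum (standard errors 0.0596 and 0.0823, adjusted p = 7.9e-29 and 6.21e-12), and in MDA-MB-231 7TGP-POS changed by 0.29 and -0.34 (standard errors 0.0505 and 0.0731, adjusted p = 7.39e-06 and 0.00134). *TNFRSF19* (ENSG00000127863, chromosome 13, 24144509 to 24250243) rose in all 4 comparisons, by 0.77 and 1.08 in MDA-MB-231 7TGP-POS and by 1.38 and 2.47 in MDA-MB-436 7TGP-POS (standard errors 0.134, 0.225, 0.271 and 0.266, adjusted p = 8.37e-06, 0.001, 3.53e-05 and 5.15e-07). *LGR5* (ENSG00000139292, chromosome 12, 71833578 to 71980090) rose by 1.40 in MDA-MB-231 7TGP-POS in low serum (standard error 0.221, adjusted p = 1.75e-06). *NKD1* (ENSG00000140807, chromosome 16, 50582307 to 50683160) fell by 1.21 in MDA-MB-436 7TGP-POS in low serum and *SP5* (ENSG00000204335, chromosome 2, 171571847 to 171574588) fell by 1.13 in MDA-MB-436 7TGP-POS in standard serum (standard errors 0.218 and 0.237, adjusted p = 1e-05 and 0.000644). Without 1 library, some of these values changed their sign or their side of 1: *AXIN2* was 0.079 in MDA-MB-436 7TGP-POS in standard serum without replicate 1 of MDA-MB-436 7TGP-NEG, *TNFRSF19* was 0.88 in MDA-MB-231 7TGP-POS in standard serum without replicate 1 of MDA-MB-231 7TGP-NEG, and *SP5* was -0.87 without replicate 1 of MDA-MB-436 7TGP-POS. For *AXIN2*, leaving out 1 library also gave 0.13 to 0.47 in MDA-MB-436 7TGP-POS in low serum, with the lowest value without replicate 1 of MDA-MB-436 7TGP-POS, and 0.20 to 0.47 in MDA-MB-231 7TGP-POS in standard serum, with the lowest value without replicate 1 of MDA-MB-231 7TGP-POS. The genes printed were chosen from this list after their values were seen.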

Notably, the Wnt signaling pathway (KEGG: hsa04310) was significantly enriched under low serum conditions by DEGs from MDA-MB-231^7TGP−POS^ versus MDA-MB-231^7TGP−NEG^, and MDA-MB-436^7TGP−POS^ versus MDA-MB-436^7TGP−NEG^ (pathway enrichment shown in Supplementary Figs. 4 and 5, respectively), but not under standard serum conditions, suggesting the emergence of a distinct subset of Wnt-related genes in serum-rich environments.

Together, these findings support the role of Wnt activation in regulating diverse signaling pathways relevant to tumor progression, immune modulation, and extracellular communication in TNBC cells.

### Gene set enrichment analysis: contrasting enrichment of EMT, inflammatory, and metabolic gene programs defined by Wnt activity in TNBC cells

To explore how Wnt signaling aligns with established transcriptomic programs, we performed Gene Set Enrichment Analysis (GSEA) using Hallmark gene sets from the Molecular Signatures Database (MSigDB). The analysis was conducted on all detected genes ranked by log₂ fold change (Supplementary File 6), and gene sets were considered significantly enriched at *P* < 0.05 and FDR < 0.25 (Supplementary File 7).

In the comparison between MDA-MB-231^7TGP−POS^ and MDA-MB-231^7TGP−NEG^ cells, GSEA identified gene sets differentially enriched based on Wnt activity under both serum conditions. Gene sets enriched at the top of the ranked list correspond to higher expression in MDA-MB-231^7TGP−POS^ cells, while those enriched at the bottom indicate higher expression in MDA-MB-231^7TGP−NEG^ cells. 

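Hallmark gene sets were not among the data, so gene programs were examined with 11 hand-written lists and 3 Wnt lists from pathway databases, each tested in the 4 comparisons with limma's camera (preset correlation 0.01) and Benjamini-Hochberg adjustment over the 56 tests. Of these tests, 20 had an adjusted p under 0.05. The list test and its settings moved this number most: 35 passed with fry, a different test, and 7 with an estimated correlation between genes. The 7 were the NF-κB list in both MDA-MB-231 comparisons, the mesenchymal list in both MDA-MB-436 comparisons, the cholesterol and Notch lists in MDA-MB-436 in low serum, and the interferon list in MDA-MB-436 in standard serum, and all 20 also passed with fry. In MDA-MB-231 in low serum, 18 of 23 cholesterol synthesis genes were lower in MDA-MB-231 7TGP-POS, with a median log2 fold change of -0.23 and no DEG (adjusted p = 0.00566). In standard serum, 17 of 25 genes of ribosome biogenesis, which include MYC targets, were lower in MDA-MB-231 7TGP-POS, with a median of -0.14 and an adjusted p of 0.255. Of the DNA replication genes in standard serum, 20 of 29 were lower in MDA-MB-231 7TGP-POS (median -0.29, adjusted p = 0.00206). Without replicate 2 of MDA-MB-231 7TGP-POS, these medians in standard serum were -0.076 for ribosome biogenesis and -0.18 for DNA replication.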

Under low serum, the expression profile of MDA-MB-231^7TGP−NEG^ cells was enriched for *cholesterol homeostasis* (Fig. 5a), while under standard serum, these cells showed enrichment of *MYC targets V2* and *estrogen response late* gene sets (Fig. 5b). In contrast, the expression profile of MDA-MB-231^7TGP−POS^ cells exhibited enrichment of *Epithelial-to-Mesenchymal Transition (EMT)*,* KRAS signaling up*, *inflammatory response*, *TNFα signaling via NF-κB*, and *IL6/JAK/STAT3 signaling* across both serum conditions. 

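The list of 24 NF-κB target genes was higher in MDA-MB-231 7TGP-POS for 22 genes in low serum and 23 in standard serum, with mean log2 fold changes of 1.57 and 1.70 and 14 and 13 DEGs, all higher (limma's camera test with Benjamini-Hochberg adjustment, adjusted p = 1.22e-66 and 5.11e-38). *IL1B* (ENSG00000125538, chromosome 2, 113587328 to 113594393) rose by 4.05 in low serum, from 3.43 ± 1.09 to 56.8 ± 0.152 CPM (SD, n = 2 each), and by 4.10 in standard serum (standard errors 0.1 and 0.0997, adjusted p = 6.26e-28 and 1.75e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PTGS2* (ENSG00000073756, chromosome 1, 186640923 to 186650054) rose by 2.89 and 3.37 (standard errors 0.0698 and 0.085, adjusted p = 8.38e-22 and 2.45e-15 from the same test). Of the 25 genes of IL6/JAK/STAT3 signaling, 19 were higher in low serum (median 0.21, 5 DEGs, adjusted p = 0.00379) and 15 in standard serum (median 0.15, 6 DEGs, adjusted p = 0.142). The mesenchymal list was higher for 29 of 42 genes in low serum (median 0.44, 5 DEGs higher and 2 lower, adjusted p = 0.0086, 8 DEGs when adjusted over the list alone) and for 24 of 40 in standard serum (median 0.25, or 0.22 with genes at the floor set to their bound, 6 DEGs higher and 4 lower, adjusted p = 0.648). The median of the mesenchymal list in low serum was 0.24 without replicate 1 of MDA-MB-231 7TGP-NEG, and that of the IL6/JAK/STAT3 list in standard serum was 0.083 without replicate 1 of MDA-MB-231 7TGP-POS. For the other hand-written lists, adjustment over the list alone left the number of DEGs unchanged.

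**Figure D2:**
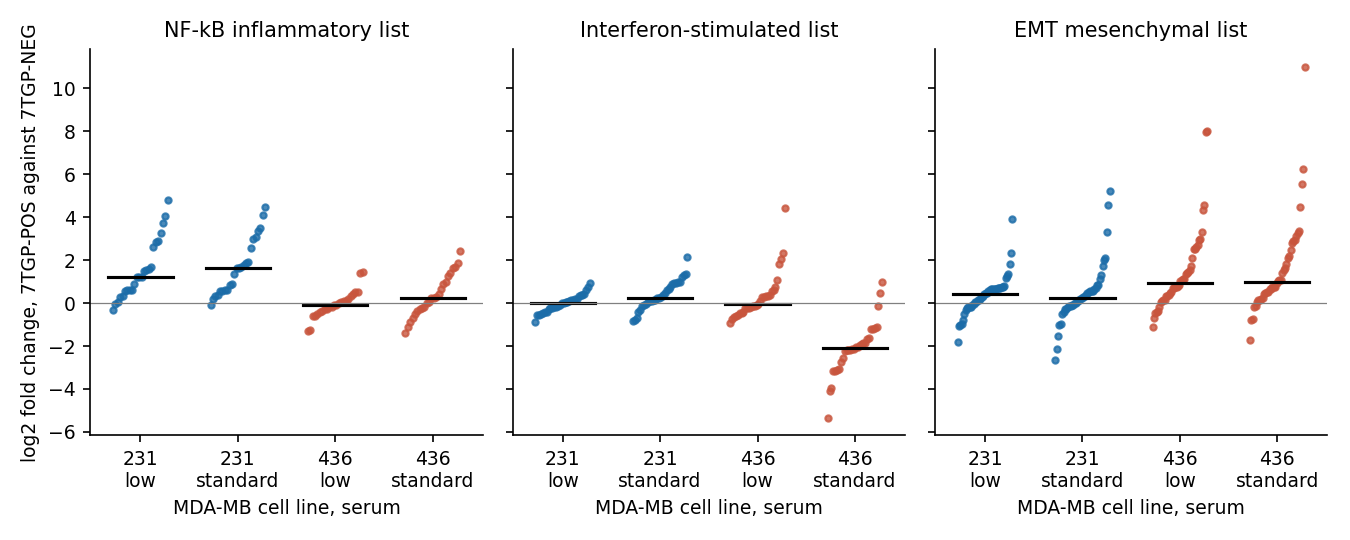
Log2 fold change (7TGP-positive against 7TGP-negative) of each member of the NF-κB, interferon-stimulated and mesenchymal gene lists, with 1 panel per list and 1 column per cell line and serum condition. Points are genes and bars are medians, which for the NF-κB list in standard serum are 1.65 in MDA-MB-231 and 0.25 in MDA-MB-436.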

Additional enrichment under standard serum in MDA-MB-231^7TGP−POS^ cells included *interferon-α response*, *interferon-γ response*, *complement*, and *allograft rejection* gene sets (Fig. 5b), indicating context-specific activation of immune and inflammatory pathways in the presence of Wnt activity.

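In standard serum, 22 of 30 interferon-stimulated genes were higher in MDA-MB-231 7TGP-POS, with a median log2 fold change of 0.25 and 3 DEGs, all higher (limma's camera test with Benjamini-Hochberg adjustment, adjusted p = 0.0136). Their mean was 0.38, or 0.21 without replicate 1 of MDA-MB-231 7TGP-POS. In low serum, 14 of the 30 were higher, with a median of -0.01 and an adjusted p of 0.921, and without replicate 1 of MDA-MB-231 7TGP-POS this median was 0.042.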

**Fig. 5:**
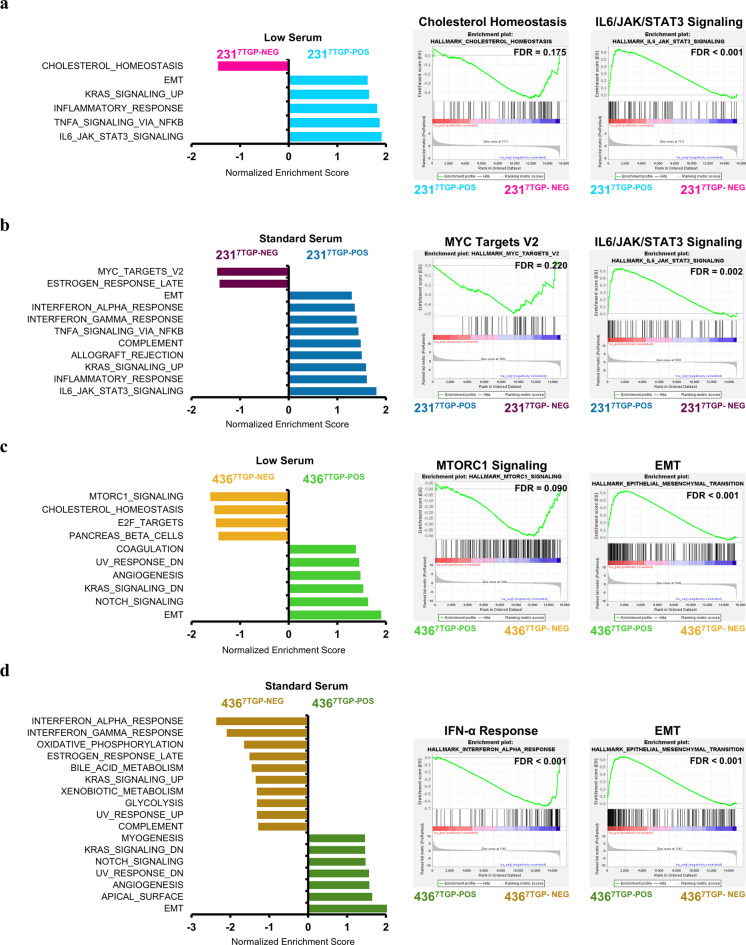
Gene Set Enrichment Analysis (GSEA) of transcriptional programs associated with Wnt activity in TNBC cell lines. GSEA was performed using all detected genes ranked by log₂ fold change between Wnt-positive and Wnt-negative TNBC cells, using MSigDB Hallmark gene sets (*P* value < 0.05 and FDR < 0.25). **a**,** b** GSEA results for MDA-MB-231^7TGP−POS^ and MDA-MB-231^7TGP−NEG^ cells cultured under low serum (**a**) or standard serum (**b**) conditions. (**c**,** d)** GSEA results for MDA-MB-436^7TGP−POS^ and MDA-MB-436^7TGP−NEG^ cells cultured under low serum (**c**) or standard serum (**d**) conditions. Panels display the enriched Hallmark gene sets (left), the top enriched gene set in Wnt-negative cells (middle), and the top enriched gene set in Wnt-positive cells (right).

GSEA was also performed on all detected genes ranked by log₂ fold change from the comparison of MDA-MB-436^7TGP−POS^ and MDA-MB-436^7TGP−NEG^ cells. Similarly, gene sets enriched at the top of the ranked list indicate higher expression in MDA-MB-436^7TGP−POS^ cells, whereas gene sets enriched at the bottom reflect higher expression in MDA-MB-436^7TGP−NEG^ cells. Under low serum conditions, the expression profile of MDA-MB-436^7TGP−NEG^ cells was enriched for *mTORC1 signaling*, *cholesterol homeostasis*, *E2F targets*, and *pancreas beta cells* (Fig. 5c). 

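In MDA-MB-436 in low serum, 20 of 23 cholesterol synthesis genes were lower in MDA-MB-436 7TGP-POS, with a median log2 fold change of -0.77 and 5 DEGs, all lower (limma's camera test with Benjamini-Hochberg adjustment, adjusted p = 3.89e-18). Of 28 genes of G2/M and mitosis, 27 were lower (median -0.47, 1 DEG, adjusted p = 1.44e-08). Of 29 DNA replication genes, which include E2F targets, 23 were lower and 6 higher, with a median of -0.09, 2 DEGs, both higher, and an adjusted p of 0.648. Without replicate 1 of MDA-MB-436 7TGP-POS, the median of this list was -0.17.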

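For the list of interferon-stimulated genes in MDA-MB-436 7TGP-POS in standard serum, the median log2 fold change was -2.08 (limma's camera test with Benjamini-Hochberg adjustment, adjusted p = 2.98e-56). Of 31 genes of oxidative phosphorylation, 25 were lower in MDA-MB-436 7TGP-POS in standard serum, with a median of -0.37 and 1 DEG (adjusted p = 0.00159). In low serum, 23 were lower, with a median of -0.20 and an adjusted p of 0.104, and this median was -0.12 without replicate 2 of MDA-MB-436 7TGP-NEG and -0.32 without replicate 1 of MDA-MB-436 7TGP-POS. Of the 25 genes of IL6/JAK/STAT3 signaling, 19 were lower in standard serum (median -0.47, 3 DEGs higher and 7 lower, adjusted p = 9.35e-06). Among the higher DEGs, *TLR2* was at or under the floor in MDA-MB-436 7TGP-NEG and no higher than it on average in MDA-MB-436 7TGP-POS.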

Under standard serum, additional gene sets enriched in MDA-MB-436^7TGP−NEG^ cells included *interferon-α response*, *interferon-γ response*, *oxidative phosphorylation*, *estrogen response (late)*, *bile acid metabolism*, *KRAS signaling up*, *xenobiotic metabolism*, *glycolysis*, *UV response up*, and *complement* (Fig. 5d). In contrast, the expression profile of MDA-MB-436^7TGP−POS^ cells showed consistent enrichment of *UV response down*, *angiogenesis*, *KRAS signaling down*, *Notch signaling*, and *EMT* under both serum conditions. 

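The mesenchymal list was higher in MDA-MB-436 7TGP-POS for 36 of 42 genes in low serum and 35 of 40 in standard serum, with median log2 fold changes of 0.93 and 0.97, or 0.83 and 0.91 with genes at the floor set to their bound (limma's camera test with Benjamini-Hochberg adjustment, adjusted p = 1.24e-19 and 4.69e-19). It held 20 DEGs higher and 1 lower in low serum, and 19 higher and 1 lower in standard serum. All 14 Notch pathway genes tested were higher in MDA-MB-436 7TGP-POS in low serum (median 0.98, 7 DEGs, adjusted p = 3.43e-07), and 10 of 14 in standard serum (median 0.89, 6 DEGs, all higher, adjusted p = 0.00223).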

Additional enrichment in MDA-MB-436^7TGP−POS^ cells included *coagulation* under low serum and *myogenesis* and *apical surface* under standard serum (Fig. 5c–d).

Together, these results demonstrate that 7TGP-positive TNBC cell lines are linked to activated transcriptional programs associated with EMT, inflammatory signaling, and KRAS-related pathways. In contrast, their 7TGP-negative counterparts tend to enrich pathways related to metabolic regulation, cholesterol homeostasis, cell proliferation, and immune responses, with broader pathway diversity observed in MDA-MB-436^7TGP−NEG^ cells. These findings underscore that Wnt activity delineates distinct transcriptional profiles in TNBC cell lines.

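Not all of the gene lists changed alike in the cell lines. The NF-κB list in MDA-MB-436 7TGP-POS had a median log2 fold change of -0.09 in low serum (11 of 24 genes higher, adjusted p = 0.717, limma's camera test with Benjamini-Hochberg adjustment) and 0.25 in standard serum (14 of 24 higher, 6 DEGs higher and 2 lower, adjusted p = 0.0115). In standard serum the list did not pass with the replicate number as a block, nor with an estimated correlation between genes. The low serum median was -0.17 without replicate 2 of MDA-MB-436 7TGP-NEG and -0.16 without replicate 2 of MDA-MB-436 7TGP-POS. Within it, *IL1B* rose by 1.28 in MDA-MB-436 7TGP-POS in standard serum and *PTGS2* fell by 1.12 (standard errors 0.0827 and 0.093, adjusted p = 5.89e-10 and 1.87e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 14 lists, 6 had changes that differed between the cell lines in low serum and 7 in standard serum in the interaction contrast (camera, adjusted p under 0.05 over 28 tests). For the mesenchymal list in standard serum, the median difference between MDA-MB-231 and MDA-MB-436 was -0.96 (adjusted p = 1.73e-06), so its rise was the greater in the MDA-MB-436 sublines. With 1 pair of sublines per cell line, these tests do not cover the spread between sorts or clones.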

### A Wnt-driven 55-gene expression signature highlights EMT, immune signaling, and ECM functions in TNBC cells

To define a shared transcriptional signature associated with Wnt activity in TNBC models, we identified 42 genes consistently upregulated and 13 genes consistently downregulated in both MDA-MB-231^7TGP−POS^ and MDA-MB-436^7TGP−POS^ cell lines relative to their Wnt-negative counterparts under low and standard serum conditions (Fig. 6a).

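Here, 112 of 15286 genes tested in both serum conditions were DEGs in all 4 comparisons (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in each). Of these, 69 changed in 1 direction, 55 higher and 14 lower in the 7TGP-positive cells. Another 42 changed in opposite directions in the cell lines with the same direction in both serum conditions, 32 higher in MDA-MB-231 7TGP-POS and lower in MDA-MB-436 7TGP-POS and 10 the reverse, and 1 gene was mixed. When the calls of MDA-MB-436 were shuffled over genes 1000 times, the number with 1 direction averaged 21.6 and reached at most 38 (permutation p = 0.000999, the smallest that 1000 shuffles can give). The shuffle also removes the sharing of DEGs between the cell lines. It therefore cannot tell agreement in direction from that sharing alone. Of the paper's 55 signature genes, 53 were DEGs in all 4 comparisons with the paper's direction, 42 higher and 11 lower. They were chosen on these libraries, so this count is not independent evidence. The remaining genes were *LRRN1*, with a log2 fold change of -0.97 in MDA-MB-436 7TGP-POS in low serum, and *ESYT3* (ENSG00000158220, chromosome 3, 138153428 to 138200528), with -0.999. Among the 53, the call of *TLR2* in MDA-MB-436 in standard serum rests on a 7TGP-positive mean no higher than the floor. The alternative that moved the number of signature genes most was the threshold: 728 genes had 1 direction with an adjusted p under 0.05 alone. Among the 42 genes with opposite directions, *NNMT* (ENSG00000166741, chromosome 11, 114128509 to 114184258) rose in MDA-MB-231 7TGP-POS by 1.71 and 1.10 (standard errors 0.0733 and 0.0835, adjusted p = 2.85e-22 and 1.06e-08), with regional medians of 0.40 and 0.35, and fell in MDA-MB-436 7TGP-POS by 1.48 and 1.38 (standard errors 0.0782 and 0.0857, adjusted p = 1.4e-19 and 3.68e-10). *PDZK1IP1* (ENSG00000162366, chromosome 1, 47649254 to 47656716) rose in MDA-MB-231 7TGP-POS by 1.99 and 2.67 (standard errors 0.122 and 0.19, adjusted p = 4e-17 and 6.87e-09) and fell in MDA-MB-436 7TGP-POS by 1.63 and 2.63 (standard errors 0.0674 and 0.112, adjusted p = 3.64e-23 and 4.21e-12).

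**Figure D3:**
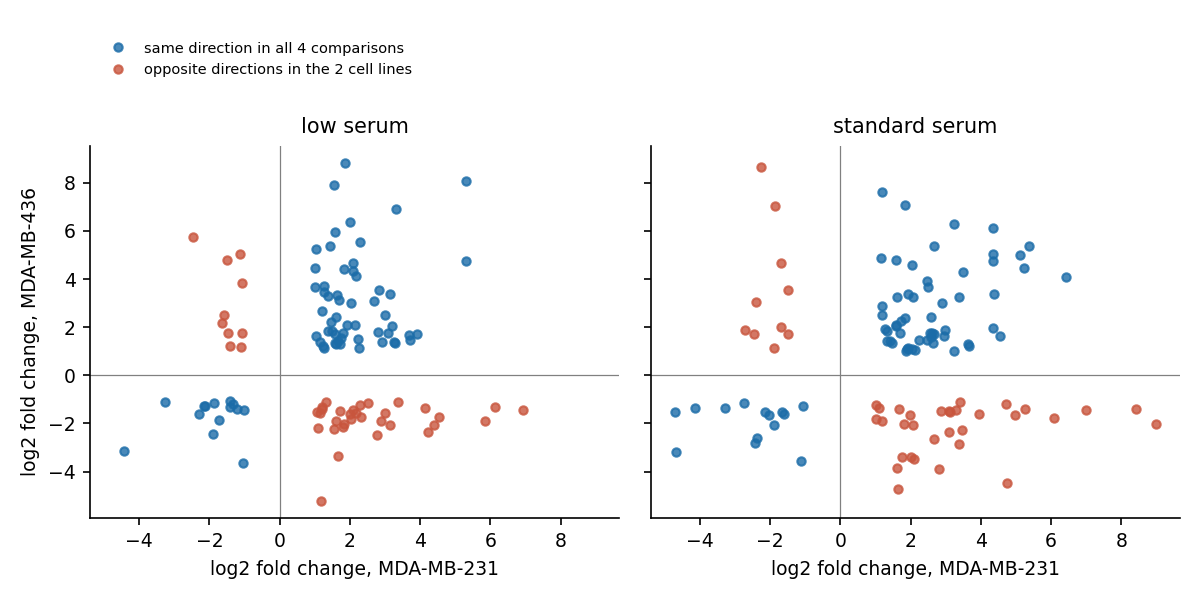
Log2 fold change in MDA-MB-436 against that in MDA-MB-231 (7TGP-positive against 7TGP-negative) for the genes that were DEGs in all 4 comparisons, with low and standard serum in separate panels. The 69 genes with 1 direction are blue and the 42 with opposite directions are red.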

To assess whether this 55-gene expression signature recapitulated the pathway-level trends identified in the broader DEG datasets, we performed Metascape enrichment analysis using the MSigDB Hallmark and Reactome databases (Fig. 6b). This analysis identified five significantly enriched Hallmark pathways (*EMT*, *NABA core matrisome*,* inflammatory response*,* TNF*α *signaling via NF-κB*, *UV response down*, and *apical junction*) and two significantly enriched Reactome pathways (*GPCR downstream signaling* and *regulation of IGF transport and uptake by IGFBPs*). Among these, EMT showed the strongest enrichment, highlighting its association with Wnt-driven mesenchymal programs in TNBC. In addition, several enriched pathways, including inflammatory response, TNFα signaling via NF-κB, and GPCR downstream signaling, reflected the involvement of inflammatory and immune-related processes.

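Of the 42 hand-written mesenchymal genes, 3 belong to the 55-gene signature. *INHBA* (ENSG00000122641, chromosome 7, 41706766 to 41745432) rose in MDA-MB-231 7TGP-POS by 3.92 in low serum, from 4.03 ± 0.354 to 61.0 ± 1.63 CPM (SD, n = 2 each), and by 5.23 in standard serum (standard errors 0.1 and 0.119, adjusted p = 7.05e-30 and 7.64e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In MDA-MB-436 7TGP-POS it rose by 1.72 and 4.46 (standard errors 0.161 and 0.148, adjusted p = 4.87e-12 and 6.48e-14 from the same test), in a region whose median was 0.43 in low serum and 0.49 in standard serum. *FBLN1* (ENSG00000077942, chromosome 22, 45898118 to 45997015) rose by 1.36 and 2.08 in MDA-MB-231 7TGP-POS and by 3.30 and 3.24 in MDA-MB-436 7TGP-POS (standard errors 0.172, 0.253, 0.061 and 0.0931, adjusted p = 1.45e-08, 3.96e-06, 4.83e-35 and 1.33e-14). *VCAN* (ENSG00000038427, chromosome 5, 82767437 to 82878122) rose by 1.27 and 2.03 in MDA-MB-231 7TGP-POS and by 1.14 and 1.08 in MDA-MB-436 7TGP-POS (standard errors 0.228, 0.549, 0.109 and 0.154, adjusted p = 1.38e-05, 0.0081, 8.24e-12 and 1.62e-05), where the regional median in standard serum was 0.34. Its log2 fold change in MDA-MB-436 7TGP-POS was 0.993 in low serum without replicate 2 of MDA-MB-436 7TGP-NEG, and 0.83 in standard serum without replicate 1 of MDA-MB-436 7TGP-POS.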

**Fig. 6:**
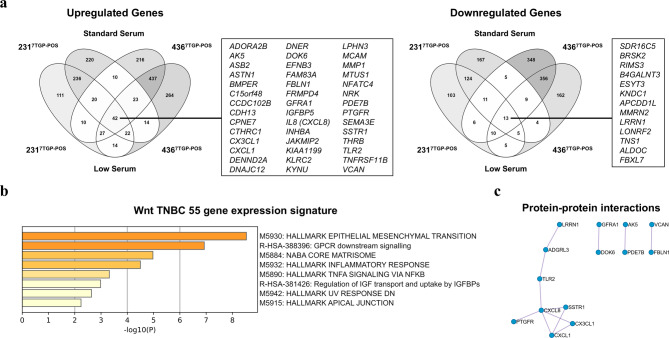
Shared Wnt-regulated transcriptional programs across TNBC cell lines and serum conditions. **(a)**, Venn diagrams showing the overlap of DEGs in MDA-MB-231^7TGP-POS^ and MDA-MB-436^7TGP-POS^ cells cultured under low or standard serum conditions. Left: upregulated DEGs; right: downregulated DEGs. A total of 55 DEGs (42 upregulated, 13 downregulated) were shared across both cell lines and serum conditions. (**b)**, Metascape enrichment analysis of Hallmark and Reactome pathway terms derived from the 55 shared DEGs (–log₁₀(*P*) values). (**c)**, Protein–protein interaction (PPI) network of the 55 shared DEGs constructed using integrated PPI databases in Metascape.

Next, we performed protein–protein interaction (PPI) analysis of the 55-gene expression signature using Metascape (Fig. 6c). 

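Among the signature genes for chemokines and receptors, *CXCL8* (ENSG00000169429, chromosome 4, 74606236 to 74609433) rose in MDA-MB-231 7TGP-POS by 3.71 in low serum, from 59.8 ± 1.77 to 785 ± 88.7 CPM (SD, n = 2 each), and by 2.58 in standard serum, and in MDA-MB-436 7TGP-POS by 1.46 and 2.43 (standard errors 0.0642, 0.0758, 0.0603 and 0.0758, adjusted p = 4.72e-27, 1.5e-14, 3.14e-18 and 2.85e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CXCL1* (ENSG00000163739, chromosome 4, 74735110 to 74737025) rose by 3.26 and 2.98 in MDA-MB-231 7TGP-POS and by 1.40 and 1.87 in MDA-MB-436 7TGP-POS (standard errors 0.0602, 0.0859, 0.0541 and 0.0809, adjusted p = 1.04e-34, 1.37e-14, 3.98e-24 and 2.59e-12 from the same test), values that are uncertain because reads can be shared with its paralogs *CXCL2* and *CXCL3*. *CX3CL1* (ENSG00000006210, chromosome 16, 57406389 to 57418956) rose by 2.03 and 1.84 in MDA-MB-231 7TGP-POS and by 3.00 and 2.39 in MDA-MB-436 7TGP-POS (standard errors 0.215, 0.267, 0.363 and 0.348). *ADGRL3* (ENSG00000150471, chromosome 4, 62066044 to 62944053) rose by 3.09 and 4.33 in MDA-MB-231 7TGP-POS and by 1.77 and 1.98 in MDA-MB-436 7TGP-POS (standard errors 0.127, 0.14, 0.118 and 0.161). *PTGFR* (ENSG00000122420, chromosome 1, 78769568 to 79006386) rose by 1.57 and 2.23 in MDA-MB-231 7TGP-POS and by 1.36 and 1.46 in MDA-MB-436 7TGP-POS (standard errors 0.186, 0.227, 0.176 and 0.191). *LRRN1* (ENSG00000175928, chromosome 3, 3841115 to 3891518) fell by 1.89 and 2.72 in MDA-MB-231 7TGP-POS, with regional medians of -0.31 and -0.36, and by 0.97 and 1.91 in MDA-MB-436 7TGP-POS (standard errors 0.231, 0.34, 0.0975 and 0.129), and its change in MDA-MB-436 7TGP-POS in low serum became a DEG with DESeq2's size factors and was -1.08 without replicate 1 of MDA-MB-436 7TGP-POS. *TLR2* (ENSG00000137462, chromosome 4, 154605222 to 154627412) rose by 1.59 and 2.05 in MDA-MB-231 7TGP-POS (standard errors 0.11 and 0.115). In MDA-MB-436 7TGP-NEG it was at or under the floor of 3 counts, and in MDA-MB-436 7TGP-POS it was at least 2.75-fold higher in low serum. In standard serum MDA-MB-436 7TGP-POS was not at the floor in every library, but its mean was no higher than the floor in MDA-MB-436 7TGP-NEG. The lower bound there shows no increase, and the DEG call of *TLR2* in standard serum rests on very few counts. *SSTR1* (ENSG00000139874, chromosome 14, 38677109 to 38682272) was at or under the floor in the 7TGP-negative cells of all 4 comparisons. It was at least 1.58-fold and 4.05-fold higher in MDA-MB-231 7TGP-POS (low and standard serum) and at least 56.1-fold and 18.9-fold higher in MDA-MB-436 7TGP-POS.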

MCODE clustering identified four enriched modules, with the largest cluster comprising chemokines, immune-related receptors, and GPCR- and receptor-associated proteins, including LRRN, ADGRL3, TLR2, CXCL8, SSTR1, PTGFR, CXCL1, and CX3CL1 (Fig. 6c).

Together, these findings demonstrate that the 55-gene expression signature captures Wnt-driven transcriptional programs linked to mesenchymal transition, immune modulation, ECM remodeling, growth factor signaling, cellular stress responses, and epithelial organization, key processes implicated in TNBC progression.

### Wnt-related gene expression signatures from TNBC cell lines are preferentially enriched in MLIA TNBC tumors

To evaluate the clinical relevance of the Wnt-related transcriptional programs identified in TNBC cell lines, we next investigated their expression patterns in primary tumor samples from TNBC patients. We assessed the expression of four Wnt-related gene sets derived from differential expression analysis between Wnt-positive and Wnt-negative TNBC cell lines. GES1 consists of DEGs between MDA-MB-231^7TGP−POS^ and MDA-MB-231^7TGP−NEG^ cells cultured in low serum; GES2 consists of DEGs between MDA-MB-436^7TGP−POS^ and MDA-MB-436^7TGP−NEG^ cells cultured in low serum; GES3 consists of DEGs between MDA-MB-231^7TGP−POS^ and MDA-MB-231^7TGP−NEG^ cells cultured in standard serum; and GES4 consists of DEGs between MDA-MB-436^7TGP−POS^ and MDA-MB-436^7TGP−NEG^ cells cultured in standard serum. Expression of each GES was assayed in a TNBC RNA-Seq cohort.

Among the different TNBC subtypes (LAR [*n* = 137], MLIA [*n* = 121], BLIA [*n* = 199], and BLIS [*n* = 242]), MLIA tumors consistently exhibited significantly higher expression scores for GES1, GES2, and GES3 compared to LAR, BLIA, and BLIS (Fig. 7a–c). For GES4, MLIA tumors showed significantly elevated scores relative to LAR and BLIA, but not BLIS (Fig. 7d). Correlation analysis between the four gene sets and the Wnt/β-catenin signature (WBCS) defined by Lehmann et al.^6^ revealed the strongest correlation for GES2 (*r* = 0.79), followed by GES3 (*r* = 0.57), GES1 (*r* = 0.56), and GES4 (*r* = 0.45) (Supplementary Fig. 8). Together, these results demonstrate that human MLIA tumors most strongly reflect the Wnt-related transcriptional programs identified in TNBC cell lines. Moreover, the moderate correlations between GES1-GES4 and the canonical Wnt/β-catenin signature suggest that these gene sets may capture Wnt-linked but distinct transcriptional programs, potentially reflecting novel aspects of Wnt signaling in TNBC.

**Fig. 7:**
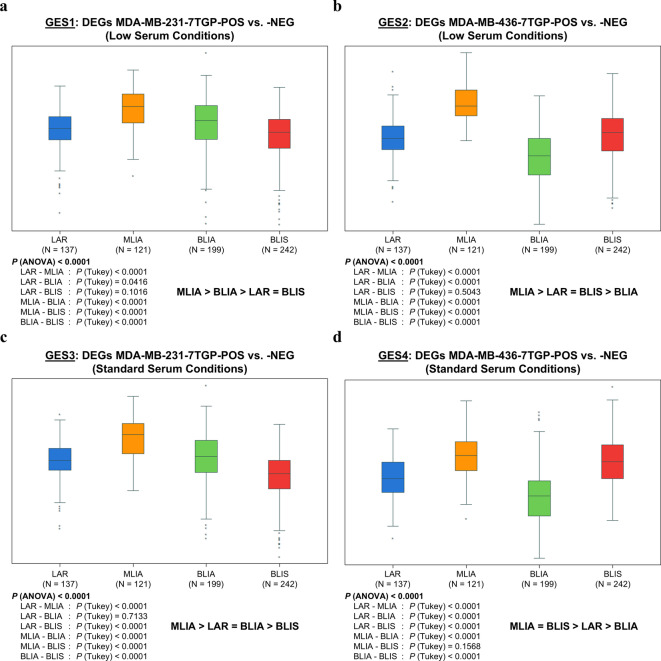
Expression of Wnt-related gene signatures across human TNBC subtypes. Four Wnt-related gene expression signatures (GES1-GES4), derived from differential expression analysis of Wnt-positive and Wnt-negative TNBC cell lines, were evaluated in a cohort of TNBC patient tumors (*n* = 699). The cohort includes four molecular TNBC subtypes: LAR, MLIA, BLIA, and BLIS. Bar plots show signature scores across subtypes for each gene expression signature: **(a)**, GES1: 687 DEGs between MDA-MB-231^7TGP-POS^ and MDA-MB-231^7TGP-NEG^ cells cultured in low serum. **(b)**, GES2: 1,278 DEGs between MDA-MB-436^7TGP-POS^ and MDA-MB-436^7TGP-NEG^ cells cultured in low serum. **c**, GES3: 848 DEGs between MDA-MB-231^7TGP-POS^ and MDA-MB-231^7TGP-NEG^ cells cultured in standard serum. **d**, GES4: 1,418 DEGs between MDA-MB-436^7TGP-POS^ and MDA-MB-436^7TGP-NEG^ cells cultured in standard serum. Statistical significance was assessed using one-way ANOVA with Tukey’s post hoc test. *P* values ≤ 0.01 were considered significant and are shown below each panel.

Heatmap visualization and hierarchical clustering of each gene set (GES1-GES4) across the TNBC RNA-Seq cohort identified subsets of genes with distinct expression patterns across TNBC subtypes (Supplementary Fig. 9). These primary clusters, referred to as H1 clusters, contained 87 genes for GES1, 56 for GES2, 72 for GES3, and 119 for GES4. An additional cluster was identified for GES2, containing 204 genes and designated H2 (Supplementary File 9). When comparing the expression of the H1 clusters across the TNBC subtypes, MLIA consistently exhibited the highest expression (Supplementary Fig. 10). Correlation analysis with the WBCS revealed strong correlations for H1 GES1 (*r* = 0.86), H1 GES4 (*r* = 0.85), H2 GES3 (*r* = 0.81), and H1 GES3 (*r* = 0.81), whereas H1 GES2 showed a weaker correlation (*r* = 0.57) (Supplementary Fig. 11). Inter-cluster comparisons showed that H2 GES2 was highly correlated with H1 GES1 (*r* = 0.94), H1 GES3 (*r* = 0.95), and H1 GES4 (*r* = 0.93) (Supplementary Fig. 11).

GO BP enrichment analysis of the H1 clusters (and H2 for GES2) revealed six core biological processes consistently enriched across all four gene sets: *vasculature development*, *circulatory system development*, *locomotion*, *cell migration*, *regulation of locomotion*, and *regulation of cell migration* (Supplementary File 9). These clusters represent transcriptionally active subsets within each Wnt-related GES, originally derived from TNBC cell lines, that most strongly capture subtype-associated variation across the tumor cohort. Their consistent enrichment in MLIA tumors underscores their potential as core Wnt-responsive modules capable of distinguishing MLIA from other TNBC subtypes.

Wnt-associated GES from TNBC cell lines were preferentially expressed in MLIA tumors, indicating subtype-specific activation of Wnt-responsive programs. Clustering identified core subsets (H1/H2) most strongly aligned with MLIA and the canonical Wnt/β-catenin signature. GO BP analysis of these clusters revealed consistent enrichment for migratory and vascular processes, supporting their relevance as functional markers of Wnt activity in MLIA.

### Tukey’s honestly significant difference test analysis: Wnt-related gene sets distinguish MLIA from other TNBC subtypes

Given the clinical and molecular heterogeneity of TNBC, we assessed whether Wnt-related gene sets could stratify tumors by subtype using a quantitative variance-based approach. We applied Tukey’s Honestly Significant Difference (HSD) analysis to eight gene sets (Table 1), derived from GES1–GES4 and subdivided based on upregulation or downregulation in 7TGP-positive versus 7TGP-negative cells.

**Table 1:** Discriminatory power of Wnt-related gene signatures across TNBC subtypes. Tukey’s Honestly Significant Difference (HSD) statistic was used to evaluate the ability of Wnt-related gene sets to distinguish the MLIA subtype (*n* = 121) from other TNBC subtypes (LAR [*n* = 137], BLIA [*n* = 199], and BLIS [*n* = 242]). For each gene set, the minimum HSD value across the three pairwise comparisons is reported. Gene sets with higher minimum HSD values were considered more discriminatory, and the top-performing gene set was selected as the optimal signature.

Gene Expression Signature	Serum Condition	HSD MLIA-LAR	HSD MLIA-BLIA	HSD MLIA-BLIS	HSD Minimum
1_MDA-MB-231^7TGP−POS^ Upregulated	Low	9.2960	12.0883	12.4921	9.2960
2_MDA-MB-231^7TGP−POS^ Downregulated	Low	7.4858	15.8397	9.2341	7.4858
3_MDA-MB-436^7TGP−POS^ Upregulated	Low	11.2013	17.8621	11.8320	11.2013
4_MDA-MB-436^7TGP−POS^ Downregulated	Low	6.1634	9.3091	7.0964	6.1634
5_MDA-MB-231^7TGP−POS^ Upregulated	Standard	9.9889	13.3504	13.5261	9.9889
6_MDA-MB-231^7TGP−POS^ Downregulated	Standard	8.1561	14.7582	5.4800	5.4800
7_MDA-MB-436^7TGP−POS^ Upregulated	Standard	10.6394	17.4561	11.3186	10.6394
8_MDA-MB-436^7TGP−POS^ Downregulated	Standard	6.0908	8.0855	10.1611	6.0908

For each gene set, the smallest HSD statistic value across MLIA vs. LAR, BLIA, and BLIS comparisons was used to summarize its ability to distinguish MLIA from other subtypes. Overall, gene sets composed of upregulated genes exhibited higher HSD statistic minimum values than their downregulated counterparts, indicating that Wnt-activated transcriptional programs more robustly distinguish MLIA tumors. For example, the upregulated gene sets from MDA-MB-231^7TGP−POS^ and MDA-MB-436^7TGP−POS^ cells yielded HSD minimum values ranging from 9.29 to 11.20, whereas corresponding downregulated gene sets ranged from 5.48 to 7.49. Notably, the upregulated gene set from MDA-MB-436^7TGP−POS^ cells cultured in low serum exhibited the highest minimum HSD value (11.20), indicating the strongest separation of MLIA from other subtypes. Although upregulated gene sets generally exhibited stronger subtype discrimination, an exception was observed for MDA-MB-231^7TGP−POS^ cells, where downregulated genes produced higher HSD values than upregulated ones in the MLIA vs. BLIA comparison. This suggests that Wnt-repressed genes may also contribute to subtype-specific transcriptional differences in certain contexts. Low serum-derived gene sets generally exhibited equal or higher HSD values compared to their standard serum counterparts, particularly in the MDA-MB-436 models, suggesting that serum deprivation may accentuate Wnt-driven transcriptional differences aligned with TNBC subtype variation.

Our findings demonstrate that Wnt-related transcriptional programs derived from TNBC cell lines are not only preserved in patient tumors but are particularly enriched in the MLIA subtype, highlighting a robust association between Wnt activation and this TNBC variant. The ability of these gene sets to stratify TNBC subtypes while capturing key pro-tumorigenic processes underscores their potential for molecular classification and therapeutic targeting in Wnt-responsive TNBC.

## Discussion

Aberrant activation of the Wnt signaling pathway in TNBC has been implicated in drug resistance, recurrence, and metastasis. In this bioinformatics study, we investigated the transcriptional consequences of endogenous Wnt activity in TNBC cells and its relationship to clinically relevant subtypes. We first measured basal Wnt activity (in the absence of exogenous Wnt ligands) using the 7TGP Tcf/Lef reporter vector, and subsequently generated Wnt activity reporter TNBC cell lines. These cellular models were then used to profile transcriptomic changes under low and standard nutrient conditions. By leveraging these paired cell lines, we identified Wnt-associated transcriptional signatures that operate under basal conditions across distinct nutrient environments.

Previously, a study using the 7TGP vector demonstrated that MDA-MB-231 cells, when overexpressing E-cadherin, exhibited higher Wnt activity (eGFP levels) compared to parental MDA-MB-231 cells^38^. Another study derived the Wnt activity reporter TNBC cell line MDA-MB-468-TOPGFP using the 7TGP vector and reported that treatment with CHIR99021 increased Wnt activity (eGFP levels) and reduced sensitivity to carboplatin^39^. Therefore, the Wnt activity cell lines generated and validated in our study could be employed to evaluate how Wnt activation could influence platinum-based compounds or other chemotherapies administered to TNBC patients, potentially contributing to drug resistance. Although identifying potent Wnt inhibitors has been challenging^40^, these cell lines may serve as valuable tools for discovering novel Wnt pathway inhibitors through compound library screening.

An important factor we considered when evaluating Wnt activity was the serum concentration in the culture media. We aimed to compare the transcriptomic profiles of Wnt-positive and Wnt-negative TNBC cell lines under nutrient-poor and nutrient-rich conditions. Serum deprivation mimics aspects of the tumor microenvironment, such as hypovascularized regions where growth factors are limited, thereby amplifying pathway-specific transcriptional responses. In a previous study, our group identified Wnt target genes in TNBC cells following Wnt3A stimulation^28^. In the current study, the 7TGP reporter enabled us to detect basal Wnt activity under both low and standard serum conditions, without requiring exogenous ligand stimulation. Our findings suggest that serum availability modulates Wnt-driven transcriptional outputs, highlighting the importance of physiological context for *in vitro* models of TNBC. Interestingly, metabolic stress induced by nutrient deprivation has been shown to modulate Wnt pathway activity and promote cancer cell plasticity in MDA-MB-231 cells^41^. Understanding how nutrient availability shapes Wnt signaling in TNBC cells may help optimize *in vitro* assays and better model Wnt-driven phenotypes relevant to the tumor microenvironment.

In addition to nutrient effects, we observed significant variability in Wnt activity both between and within cell lines. Even in clonal cell populations, a spectrum of Wnt activity exists, emphasizing the plasticity of TNBC cells and the importance of single-cell resolution approaches. The ability to isolate Wnt-positive and Wnt-negative subpopulations provided a unique opportunity to define Wnt-driven transcriptional programs under physiologically relevant serum conditions.

Gene enrichment analysis revealed that Wnt-positive TNBC cells are associated with pro-tumorigenic transcriptional programs, including cytokine responses, immune cell recruitment, EMT, and receptor tyrosine kinase signaling. Wnt-positive TNBC cells consistently exhibited enrichment of IL6/JAK/STAT3 signaling, TNFα signaling via NF-κB, and EMT hallmark gene sets under both serum conditions. These findings suggest that Wnt activity intrinsically links inflammatory responses with EMT and stemness in TNBC. Interestingly, IL-6 inhibition using Tocilizumab reduced the mesenchymal phenotype and stemness properties of MDA-MB-231 cells by inhibiting Wnt signaling and enhancing their sensitivity to cisplatin^42^.

GSEA also revealed upregulation of cholesterol homeostasis pathways in Wnt-negative TNBC cells, suggesting an inverse relationship with Wnt activity^43^. Furthermore, the Notch signaling hallmark was enriched in MDA-MB-436^7TGP−POS^ cells, while MTORC1 signaling was activated in MDA-MB-436^7TGP−NEG^ cells. These findings highlight potential crosstalk between Wnt, Notch, and mTORC1 signaling axes, with implications for combination therapy strategies for TNBC.

Furthermore, a 55-gene expression Wnt signature comprising 42 upregulated and 13 downregulated genes, captured core aspects of Wnt activation across both Wnt-positive cell lines and both serum conditions. This signature captured transcriptional programs associated with EMT, inflammation, GPCR signaling, and ECM remodeling. Network and protein-protein interaction analysis further identified chemokines, receptors, and ECM components as central hubs. PPI analysis findings linking *CXCL1*, *CXCL8*, and *CX3CL1* expression with Wnt-positive TNBC cells suggest that Wnt signaling may drive inflammatory chemokine programs that promote EMT and stemness, reinforcing aggressive phenotypes and potentially shaping an immune-altered tumor microenvironment. This notion is supported by studies showing that breast cancer stem cell properties are enhanced by *CXCL1*^44,45^ as well as *CXCL8*^46,47^ expressions.

When the Wnt-derived gene sets were assessed in a large TNBC RNA-Seq cohort (*n* = 699), MLIA tumors consistently exhibited the highest expression scores across nearly all signatures and derived clusters. The cytokine signaling enrichment observed in Wnt-positive cells may reflect the immune-altered phenotype of MLIA tumors. These parallels underscore the Wnt pathway’s role in shaping the mesenchymal identity of TNBC and suggest that targeting Wnt activity could complement existing therapeutic strategies aimed at mitigating stem-like tumor traits. Our findings support a model in which Wnt signaling contributes to the transcriptional identity of MLIA tumors and may serve as a functional marker of this molecular TNBC subtype.

Together, our findings define Wnt-responsive gene sets that stratify TNBC subtypes and reveal candidate biomarkers and therapeutic targets for Wnt-directed interventions. By integrating cell line-derived transcriptional programs with patient tumor datasets, we demonstrate that Wnt activity is particularly enriched in the MLIA molecular subtype of TNBC and associated with pro-tumorigenic features such as EMT, inflammation, and stemness. These insights lay the groundwork for therapeutic strategies aimed at modulating Wnt signaling and raise the possibility that Wnt pathway activity may influence tumor–immune interactions relevant to immunotherapy responsiveness. Ultimately, targeting Wnt-driven processes could improve treatment efficacy in TNBC.

## Methods

### Cell culture

The MDA-MB-231 cell line was a kind gift of Dr. Mina Bissell (University of California, Berkeley, CA, USA) and the MDA-MB-436 cell line was purchased from American Type Culture Collection (ATCC, LGC Promochem, Molsheim, France). Both cell lines were authenticated in 2021 by short tandem repeat profiling using the Powerplex 16 system (Promega, Charbonnières-les-Bains, France). MDA-MB-231 cells are mutated for *TP53*, *KRAS*, and *CDKN2A*, while MDA-MB-436 cells are mutated for *TP53* and *BRCA1*,* and* deficient for PTEN^6,48,49^. MDA-MB-231, MDA-MB-231^7TGP^, MDA-MB-231^7TGP−NEG^, and MDA-MB-231^7TGP−POS^ cells were maintained in complete DMEM/F-12 media (Life Technologies, Courtaboeuf, France) supplemented with 10% (vol/vol) fetal bovine serum (FBS, Life Technologies), 100 U/mL penicillin, and 100 µg/mL streptomycin (P/S, Life Technologies). MDA-MB‐436, MDA-MB-436^7TGP^, MDA-MB-436^7TGP−NEG^, and MDA-MB-436^7TGP−POS^ cells were cultured in complete RPMI‐1640 (Life Technologies) supplemented with 10% (vol/vol) FBS (Life Technologies), 100 U/mL penicillin, and 100 µg/mL streptomycin (P/S, Life Technologies).

Briefly, tumor cells were passaged by first collecting the culture supernatants, rinsing the culture flask with 1X PBS (no calcium, no magnesium), adding the 1X PBS-cell suspension to the collected culture media, and incubating the culture flasks with a corresponding amount of TrypLE Express (Life Technologies) for 2–3 min; once the cells detached, the flasks were rinsed with 1X PBS (no calcium, no magnesium) and the cell-containing TryPLE Express/PBS suspension was added to the previous supernatant collection; the resultant cell suspension was centrifuged at 1500 RPM for 5 min, the supernatant was discarded, and the pellet of harvested cells was resuspended in fresh culture media to be expanded in new flasks (referred from herein as TryPLE Express harvesting protocol). Cells were maintained at 37.5 °C, with humidity, and 5% carbon dioxide.

### Generation of MDA-MB-231^7TGP^ and MDA-MB-436^7TGP^ Tcf/Lef reporter cell lines

The 7TGP vector was a kind gift from Roel Nusse (Addgene plasmid # 24305). To expand the 7TGP vector, One Shot Stbl3 *E. coli* cells (Life Technologies) were transformed with the 7TGP vector according to the manufacturer’s instructions, and the 7TGP plasmid was isolated from transformed Stbl3 *E. coli* cells using the NucleoSpin Plasmid Mini kit for plasmid isolation (Macherey-Nagel, Hœrdt, France). Desalted plasmid stocks (> 1 µg/µl) were sequenced to verify DNA sequence integrity. The desalted 7TGP vector was then transfected into MDA-MB-231 or MDA-MB-436 cells using the MDA-MB-231 Cell Avalanche Transfection Reagent (EZ Biosystems, College Park, MD, USA) following the manufacturer’s instructions. Puromycin selection (3 µg/mL) was initiated 48 h after transfection and cells were kept under puromycin selection (3 µg/mL) for five passages. The resultant cell lines, MDA-MB-231^7TGP^ and MDA-MB-436^7TGP^, were deemed as stably transfected with the 7TGP vector.

### Flow cytometry analyses and FACS

A ZE5 Cell Analyzer (Bio-Rad, Hercules, CA, USA) was used to assess the frequency and Mean Fluorescent Intensity (MFI) of eGFP from the 7TGP reporter in the MDA-MB-231^7TGP^ and MDA-MB-436^7TGP^ cell lines, as well as to assay cell viability using a fixable viability dye (live unstained, dead stained), either Zombie Violet or Zombie NIR (Biolegend, San Diego, CA, USA). A minimum of 30,000 total events were collected for flow cytometric analyses. An S3 fluorescence-activated cell sorter (Bio-Rad) was used to enrich eGFP-negative and eGFP-positive cells to establish the following cell lines: MDA-MB-231^7TGP−NEG^, MDA-MB-231^7TGP−POS^, MDA-MB-436^7TGP−NEG^, and MDA-MB-436^7TGP−POS^ cells. The sorting strategy involved culturing MDA-MB-231^7TGP^ and MDA-MB-436^7TGP^ cells in 10% FBS complete media, isolating the top third of eGFP-positive cells (FL1 channel) and the bottom third of eGFP-negative cells (leftmost on FL1), expanding each population, and repeating this sort-and-expand cycle seven additional times.

### Cellular assays

Frequency and MFI of the eGFP from the 7TGP reporter in the MDA-MB-231^7TGP^ and MDA-MB-436^7TGP^ were first measured under standard conditions (10% FBS complete media, 37.5 °C, with humidity, and 5% carbon dioxide) using the ZE5 Cell Analyzer (Bio-Rad). To test the effects of Wnt agonist CHIR99021 (Selleck Chemicals, Houston, TX, USA) on the levels of eGFP in the MDA-MB-231^7TGP^ and MDA-MB-436^7TGP^ cells, cells were harvested from standard condition cultures using the TrypleExpres harvest protocol, and culture media serum was washed off twice with 1X PBS (no calcium or magnesium and changing each time the conical polypropylene tube); serum-free cells were then seeded at 70% confluence in 0.5% FBS complete media and incubated for 48 h in this minimal nutrient condition, after which, the Wnt agonist CHIR99021 or DMSO was added and incubated for 24 h before being harvested using the TryPLE Express harvest protocol for analyses using the ZE5 Cell Analyzer (Bio-Rad). The agonist CHIR99021 (dissolved in DMSO) was used at a concentration of 3 µM and compared to an equal volume of DMSO as a control.

### RNA-Seq and bioinformatic analyses

The established MDA-MB-231^7TGP−NEG^, MDA-MB-231^7TGP−POS^, MDA-MB-436^7TGP−NEG^, and MDA-MB-436^7TGP−POS^ cell lines were harvested from 10% FBS complete media cultures using the TryPLE Express harvest protocol and then cultured in low (0.5% FBS) or standard (10% FBS) serum complete media for subsequent RNA-Seq analyses.

For low serum cultures, harvested cells were rinsed twice with 1X PBS (no calcium or magnesium and changing each time the conical polypropylene tube), and cells were then seeded in T75 culture flasks at 70% confluency in low serum media (0.5% FBS). On day 3 post-seeding, cells were harvested by collecting the supernatant, gently scraping the cell layer in 1X PBS (no calcium, no magnesium), adding the PBS-cell suspension to the collected supernatant, centrifuging the resultant cell suspension at 1500 RPM for 5 min, and aspirating the supernatant to freeze the cell pellets.

For standard serum cultures, harvested cells were seeded at low density in T75 culture flasks using standard serum media (10% FBS) until reaching 70% confluency by day 6 post-seeding. Cells were then harvested by collecting the supernatant, gently scraping the cell layer in 1X PBS (no calcium, no magnesium), adding the PBS-cell suspension to the collected supernatant, centrifuging the resultant cell suspension at 1500 RPM for 5 min, and aspirating the supernatant and freezing the cell pellets.

Cell pellets were stored at −80 °C until RNA extraction was performed using the RNAeasy Mini Kit (Qiagen, Courtaboeuf, France), according to the manufacturer’s instructions. RNA quantity and quality (260/280, 260/230 ratios) were measured using a NanoDrop UV-Vis spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and verified using a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). All samples were subjected to quality control on a Bioanalyzer instrument and most total RNA used for sequencing showed a RIN (RNA Integration Number) > 7. RNA-Seq analyses for each experimental condition were done on biological duplicates.

Total RNA was extracted from low serum cultures and sent to MedGenome (Bangalore, India) for RNA sequencing. Libraries were prepared using 1 µg of RNA and the NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit for Illumina (NEB #E7775). Ribosomal RNA was removed from 500 ng of total RNA using biotinylated, target-specific oligos and magnetic beads (RiboCop rRNA Depletion Kit, Lexogen). The rRNA-depleted RNA was fragmented using divalent cations under elevated temperature and reverse transcribed into first-strand cDNA using random hexamer primers and reverse transcriptase. Second-strand synthesis was performed using DNA Polymerase I and RNase H. End repair, A-tailing, and adaptor ligation were then performed. Adapter-ligated fragments were PCR-amplified under the following conditions: initial denaturation at 98 °C for 30 s; 12 cycles of 98 °C for 10 s and 65 °C for 75 s; and final extension at 65 °C for 5 min. Final libraries were purified, analyzed on the Fragment Analyzer using the High Sensitivity NGS Fragment Kit (Agilent, DNF-474–1000), and quantified using the Qubit dsDNA HS Assay Kit (Invitrogen, Q32854). Libraries were pooled, diluted to optimal loading concentrations, and sequenced on the Illumina HiSeq X system using 2 × 150 bp paired-end reads, generating around 80 million clusters per sample.

From standard serum cultures, RNA sequencing libraries were prepared from 1 µg of total RNA using the Illumina TruSeq Stranded mRNA Library preparation kit which enables strand-specific RNA sequencing. A first step of polyA selection using magnetic beads was done to sequence polyadenylated transcripts. After fragmentation, cDNA synthesis was performed, and resulting fragments were used for dA-tailing and then ligated to the TruSeq indexed adapters. PCR amplification was finally achieved to create the final cDNA library. Individual library quantification and quality assessment were performed using Qubit fluorometric assay (Invitrogen) with dsDNA HS (High Sensitivity) Assay Kit and LabChip GX Touch using a High Sensitivity DNA chip (Perkin Elmer). Libraries were then equimolarly pooled and quantified by qPCR using the KAPA library quantification kit (Roche). Sequencing was carried out on the NovaSeq 6000 instrument from Illumina using paired-end 2 × 100 bp, to obtain around 50 million clusters per sample. The Q30 value for each RNA sample sequenced was above 80%.

The overall quality of the reads was first checked using FastQC (v0.11.8) and the sequencing orientation, also known as strandness, was assessed using RseQC (v2.6.4). Those reads were then aligned on both a ribosomal RNAs database using Bowtie (v1.2) and on the human reference genome (hg19 assembly) using STAR (v2.6.1b). Raw counts were generated using STAR gene quantification mode on the Gencode v19 gene database. Coding genes with almost null expression (less than 10 reads among all samples) were filtered out. Filtered counts were then normalized using the R package DESeq2 (v1.26.0)^50^. We were able to detect the expression of a total of 15,512 genes for the low serum samples and 14,899 genes for the standard serum samples. Variance-stabilizing transformation was then applied to perform exploratory analysis using the R package FactoMineR (v1.42)^51^ and heat map visualizations were created using the R package pheatmap (v1.0.12). Differential expression files were also generated with the R package DESeq2 (v1.26.0) using an adjusted *P* value of 5% and an absolute log_2_ fold change of 1. Gene Ontology (GO) enrichment analysis was performed on deregulated genes (up- and down-deregulated mixed) with an absolute log_2_ fold change of 1 for biological process (BP) and molecular function (MF) ontologies using the R package clusterProfiler (v3.14.0). For GO BP analyses, bubble plots, bar graphs, and Venn diagrams were generated in Python (Matplotlib v3.8). In addition, GO MF and pathway analyses were performed using Metascape^52^. Overlapping gene expression was visualized using UpSet plots^62^. KEGG pathway analysis^53^ was also performed on the deregulated genes using ShinyGO 0.82 (http://bioinformatics.sdstate.edu/go/)^54^. KEGG pathway mapping was performed using KEGG Mapper to visualize differentially expressed genes within curated signaling pathways for *Homo sapiens* (hsa)^55,56^. Gene Set Enrichment Analysis (GSEA) software^57,58^ and the Hallmark gene sets from Molecular Signature Database (MSigDB)^59,60^ were used to analyze all the genes (15,512 genes for low serum conditions and 14,899 genes for standard serum conditions) that were pre-ranked by log_2_ fold change, as it is recommended to perform GSEA using unfiltered gene lists.

### TNBC cohort analyses

The enrichment of the gene expression signatures derived from the Wnt-negative and Wnt-positive TNBC cell lines was tested in a RNA-Seq TNBC cohort (*n* = 699), which is comprised of four molecular subtypes (Luminal Androgen Receptor, Mesenchymal-like Immune-Altered, Basal-like Immune-Activated, Basal-like Immune-Suppressed)^9^. Gene expression scores were calculated using the formula:

$$\text{Gene expression signature (GES) score} = \frac{\sum_{i=1}^{n} x_i}{n}$$

where *i* represents a gene indicator, *x* is the expression value of each gene, and *n* is the total number of genes in the signature. This formula averages the expression values of all genes within a given signature to determine the GES score for each sample.

Heatmap visualizations were generated to depict the expression patterns of Wnt-related gene signatures across the four TNBC molecular subtypes and determine differential gene clusters amongst the four molecular subtypes of the RNA-Seq TNBC cohort. Differential gene clusters were analyzed using gene ontology enrichment analyses (GOEA)^61^ for GO BP.

### Statistical analyses

For the cellular assays, the significance of the results was tested in GraphPad Prism (GraphPad) using an unpaired two-tailed Student’s *t*-test; significance was represented as * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, and error bars represent standard deviation. For the gene enrichment signature score analyses, statistical analysis was performed using one-way analysis of variance (ANOVA) with Tukey post hoc test; *P* values ≤ 0.01 were considered significant. Stouffer’s method was used to combine *P* values across low and standard serum conditions, allowing identification of the top GO BP categories consistently enriched in both. In order to identify differential gene clusters, hierarchical clustering with centered Pearson’s correlation and Ward’s linkage method, and with Euclidean distance and Ward’s linkage method, was performed for genes and samples, respectively. Pearson correlation analyses were conducted to evaluate associations between Wnt-related gene expression signatures and lists of differential gene clusters. Tukey’s Honestly Significant Difference (HSD) statistic was used to identify significant differences in expression of gene expression signatures derived from Wnt-negative and Wnt-positive TNBC cell lines across the four molecular TNBC subtypes.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

## Data Availability

The RNA-Seq datasets have been deposited in Gene Expression Omnibus (GSE301107): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE301107. Gene Ontology data are provided in the supplementary files.

# Supplementary material for: Wnt signaling promotes inflammation and EMT-associated gene expression in mesenchymal TNBC
**Source:** Sci Rep. 2026 Apr 2;16:15798. doi: 10.1038/s41598-026-43678-3
**Supplement:** Supplementary file 1 — Supplementary Material 1

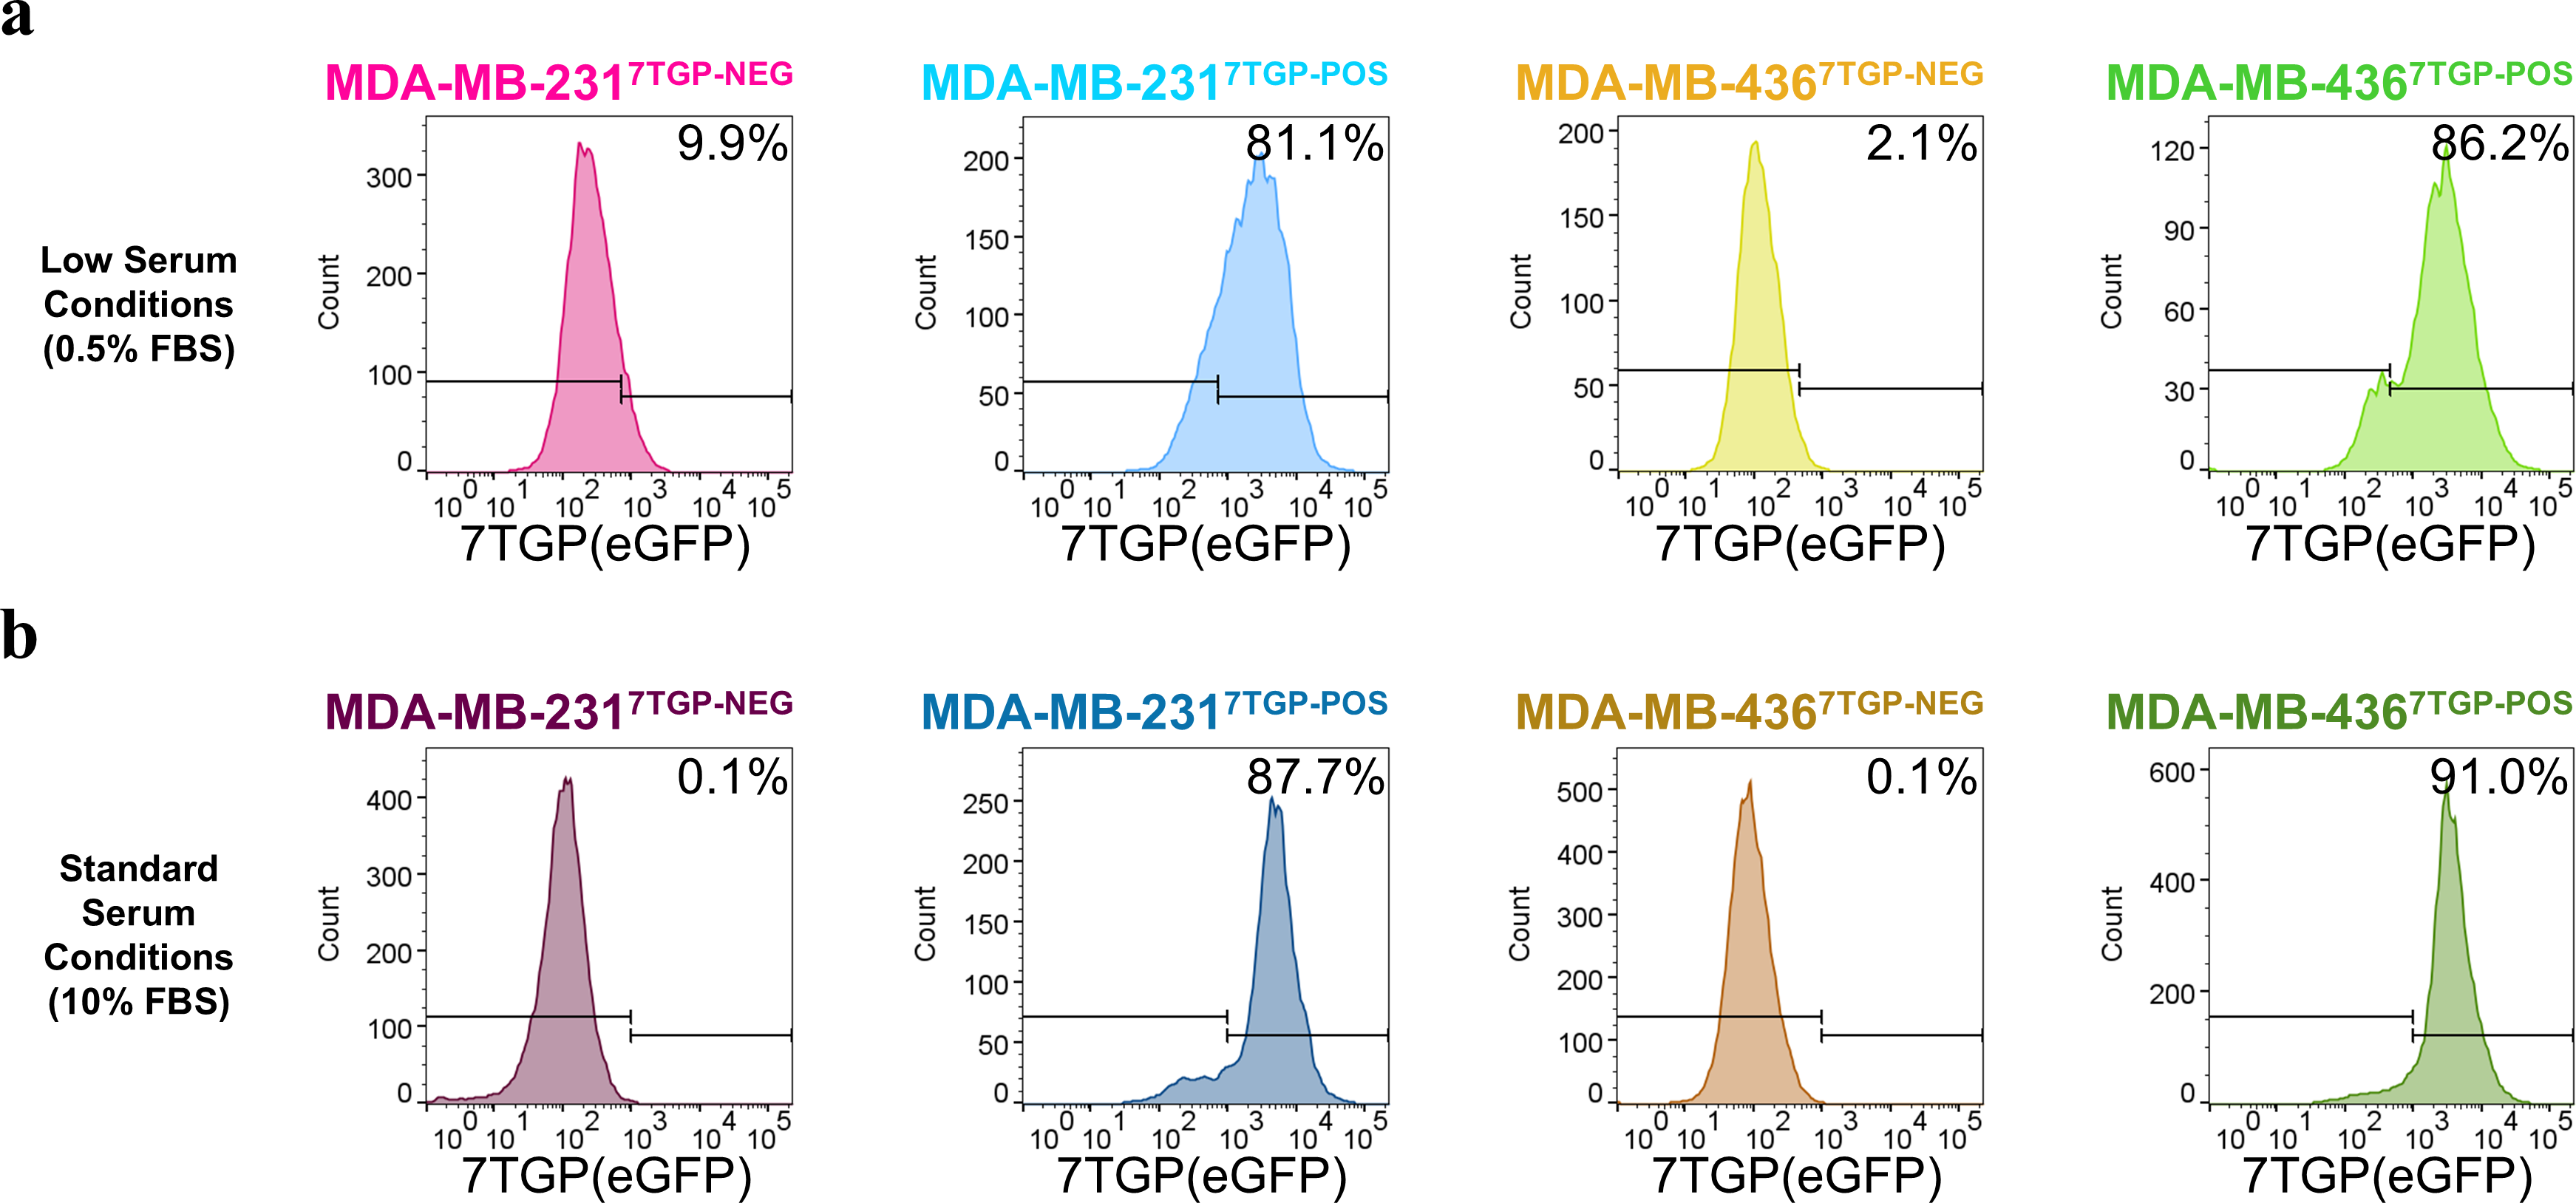

**Supplementary Fig. 1 | eGFP fluorescence profiles of Wnt-negative and Wnt-positive TNBC cell lines cultured in low or standard serum conditions. a, b** Representative flow cytometry histograms showing eGFP fluorescence in MDA-MB-231^7TGP-NEG^, MDA-MB-231^7TGP-POS^, MDA-MB-436^7TGP-NEG^, and MDA-MB-436^7TGP-POS^ cell lines after culture for 3 days in low serum (a) or 6 days in standard serum (b).

**
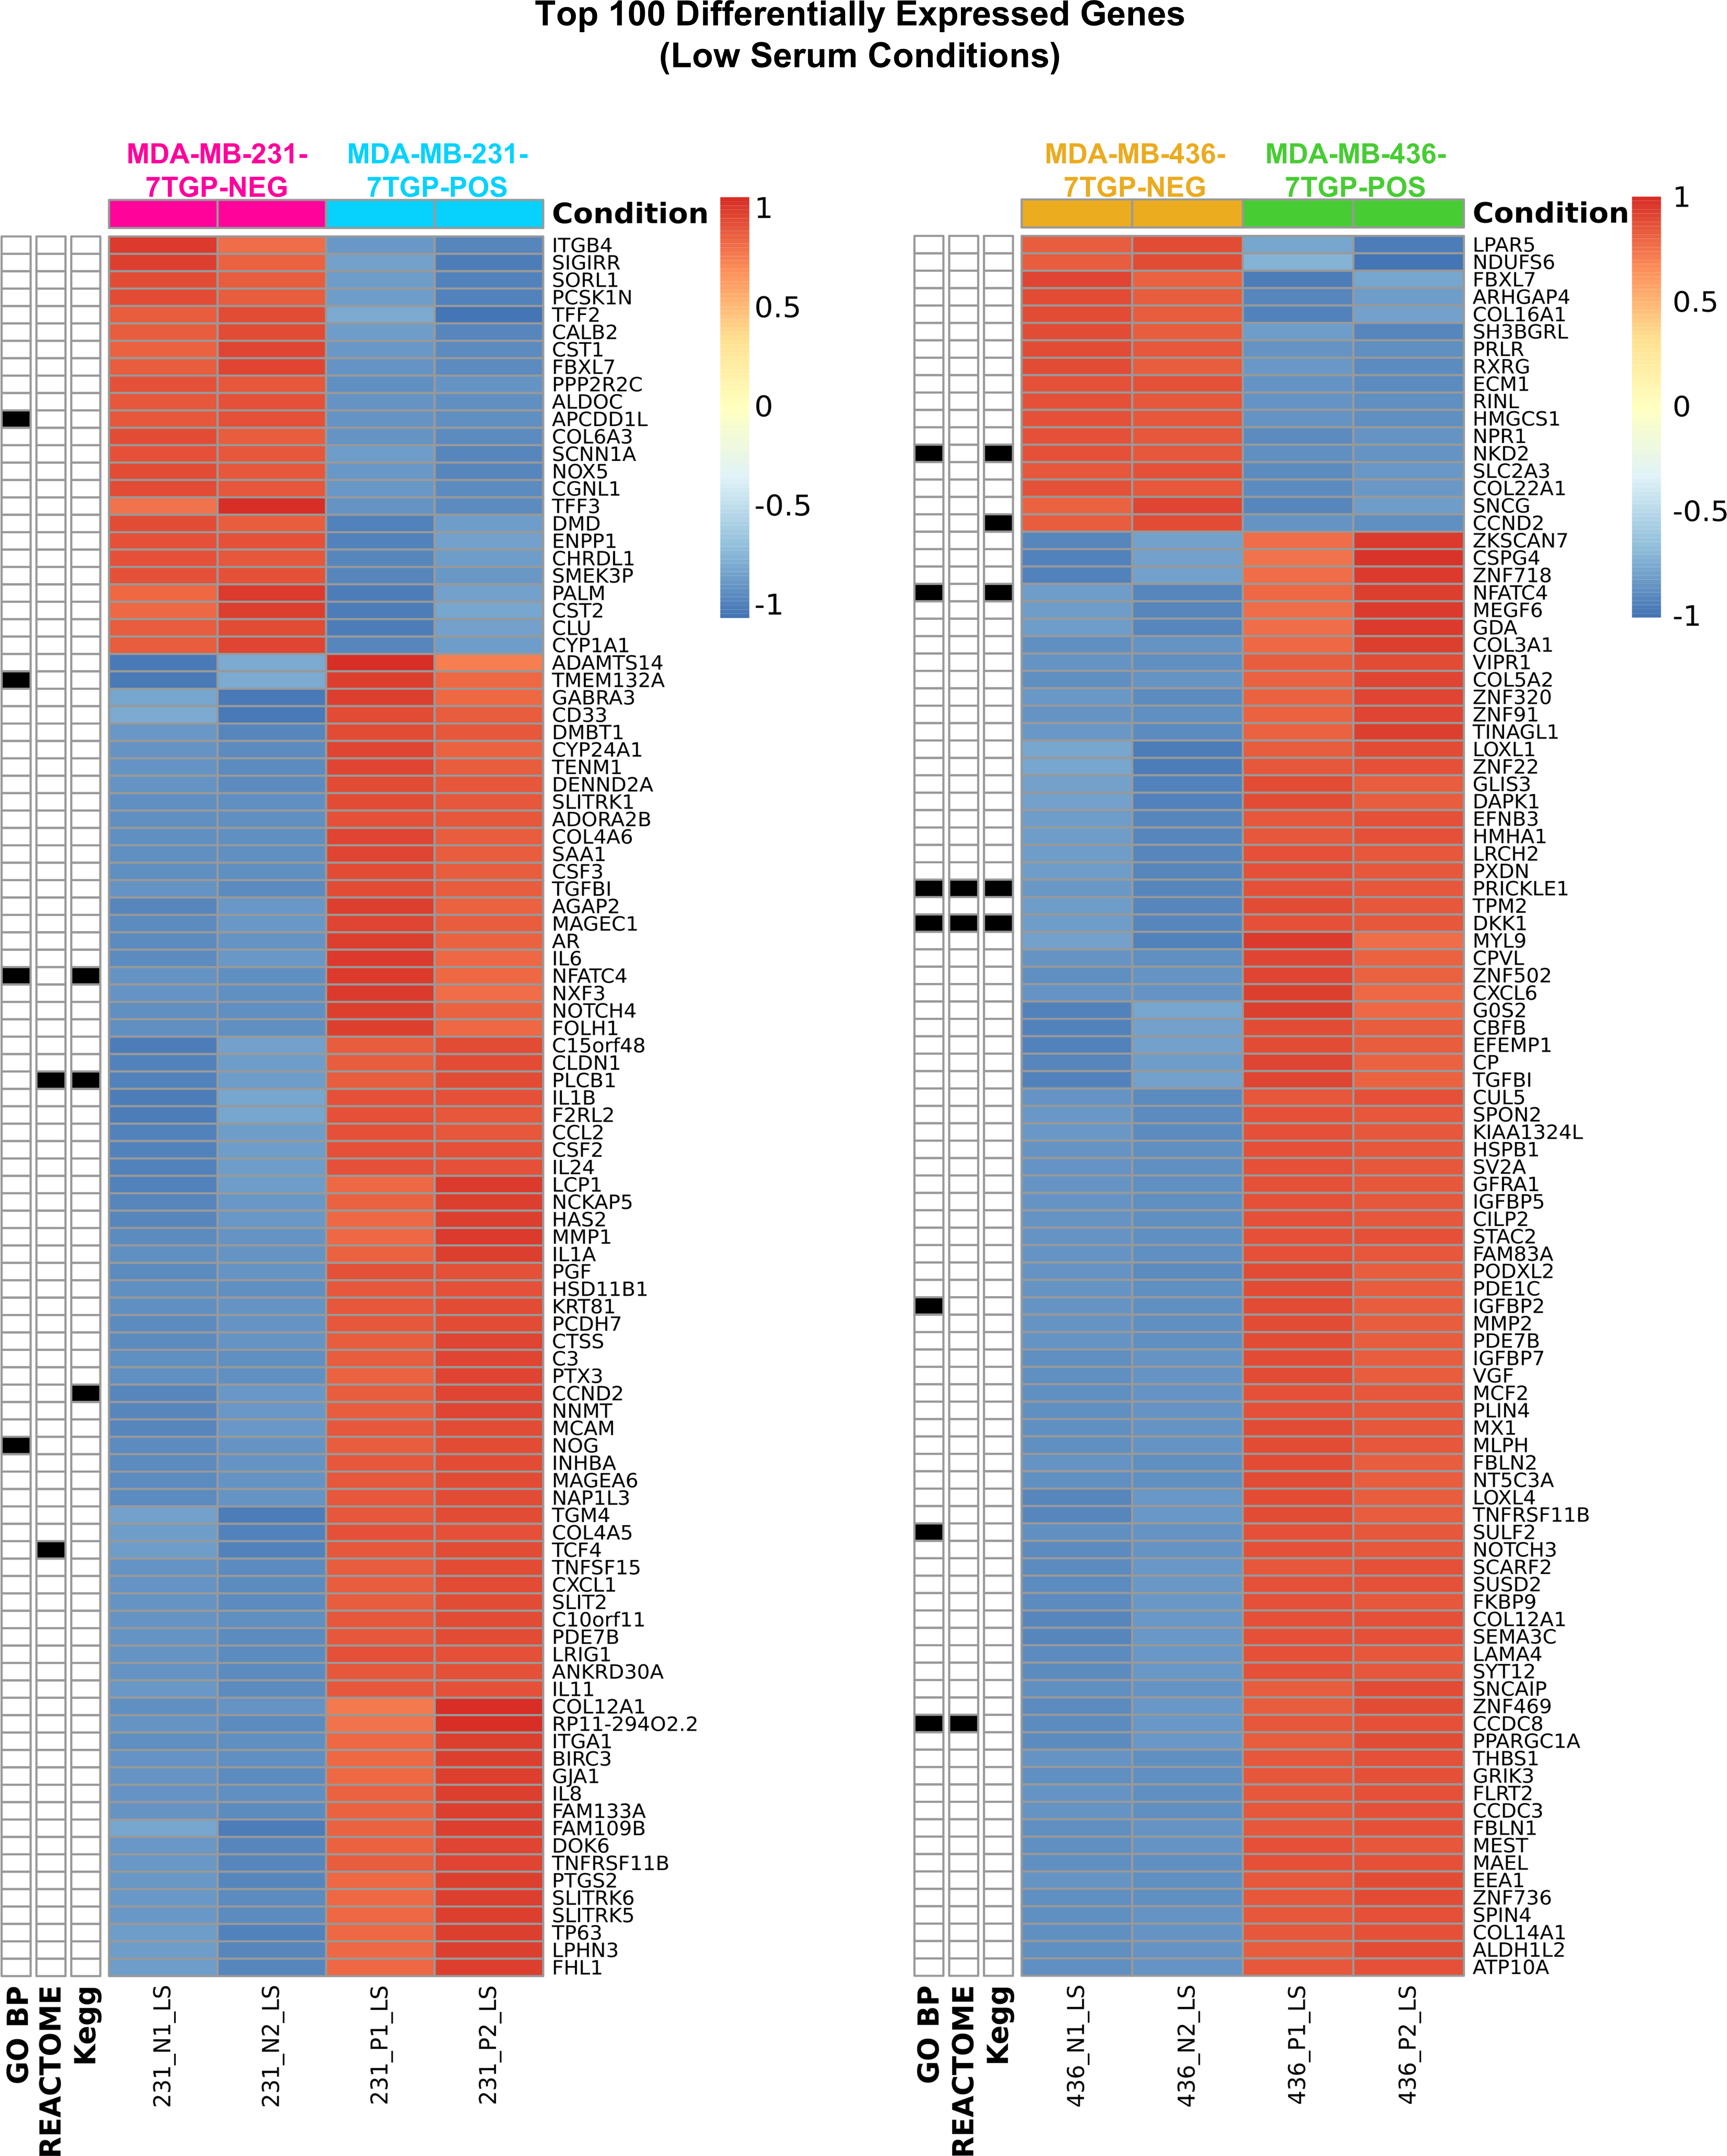
**

**Supplementary Fig. 2 | Differential mRNA expression between Wnt-positive and Wnt-negative TNBC cell lines cultured under low serum conditions.** Heat maps generated from RNA-Seq data showing the top 100 DEGs between MDA-MB-231^7TGP-POS^ and MDA-MB-231^7TGP-NEG^ cells (left panel) and between MDA-MB-436^7TGP-POS^ and MDA-MB-436^7TGP-NEG^ cells (right panel), following culture for 3 days in low serum conditions (0.5% FBS, LS). Genes previously annotated as Wnt-related, based on three gene sets (GO Biological Process: cell-cell signaling by Wnt; Reactome: signaling by Wnt; KEGG: Wnt signaling pathway), are marked in black along the y-axis. Each column represents a sample: MDA-MB-231 (231) or MDA-MB-436 (436); Wnt-negative (N) or Wnt-positive (P); replicate number (1, 2).

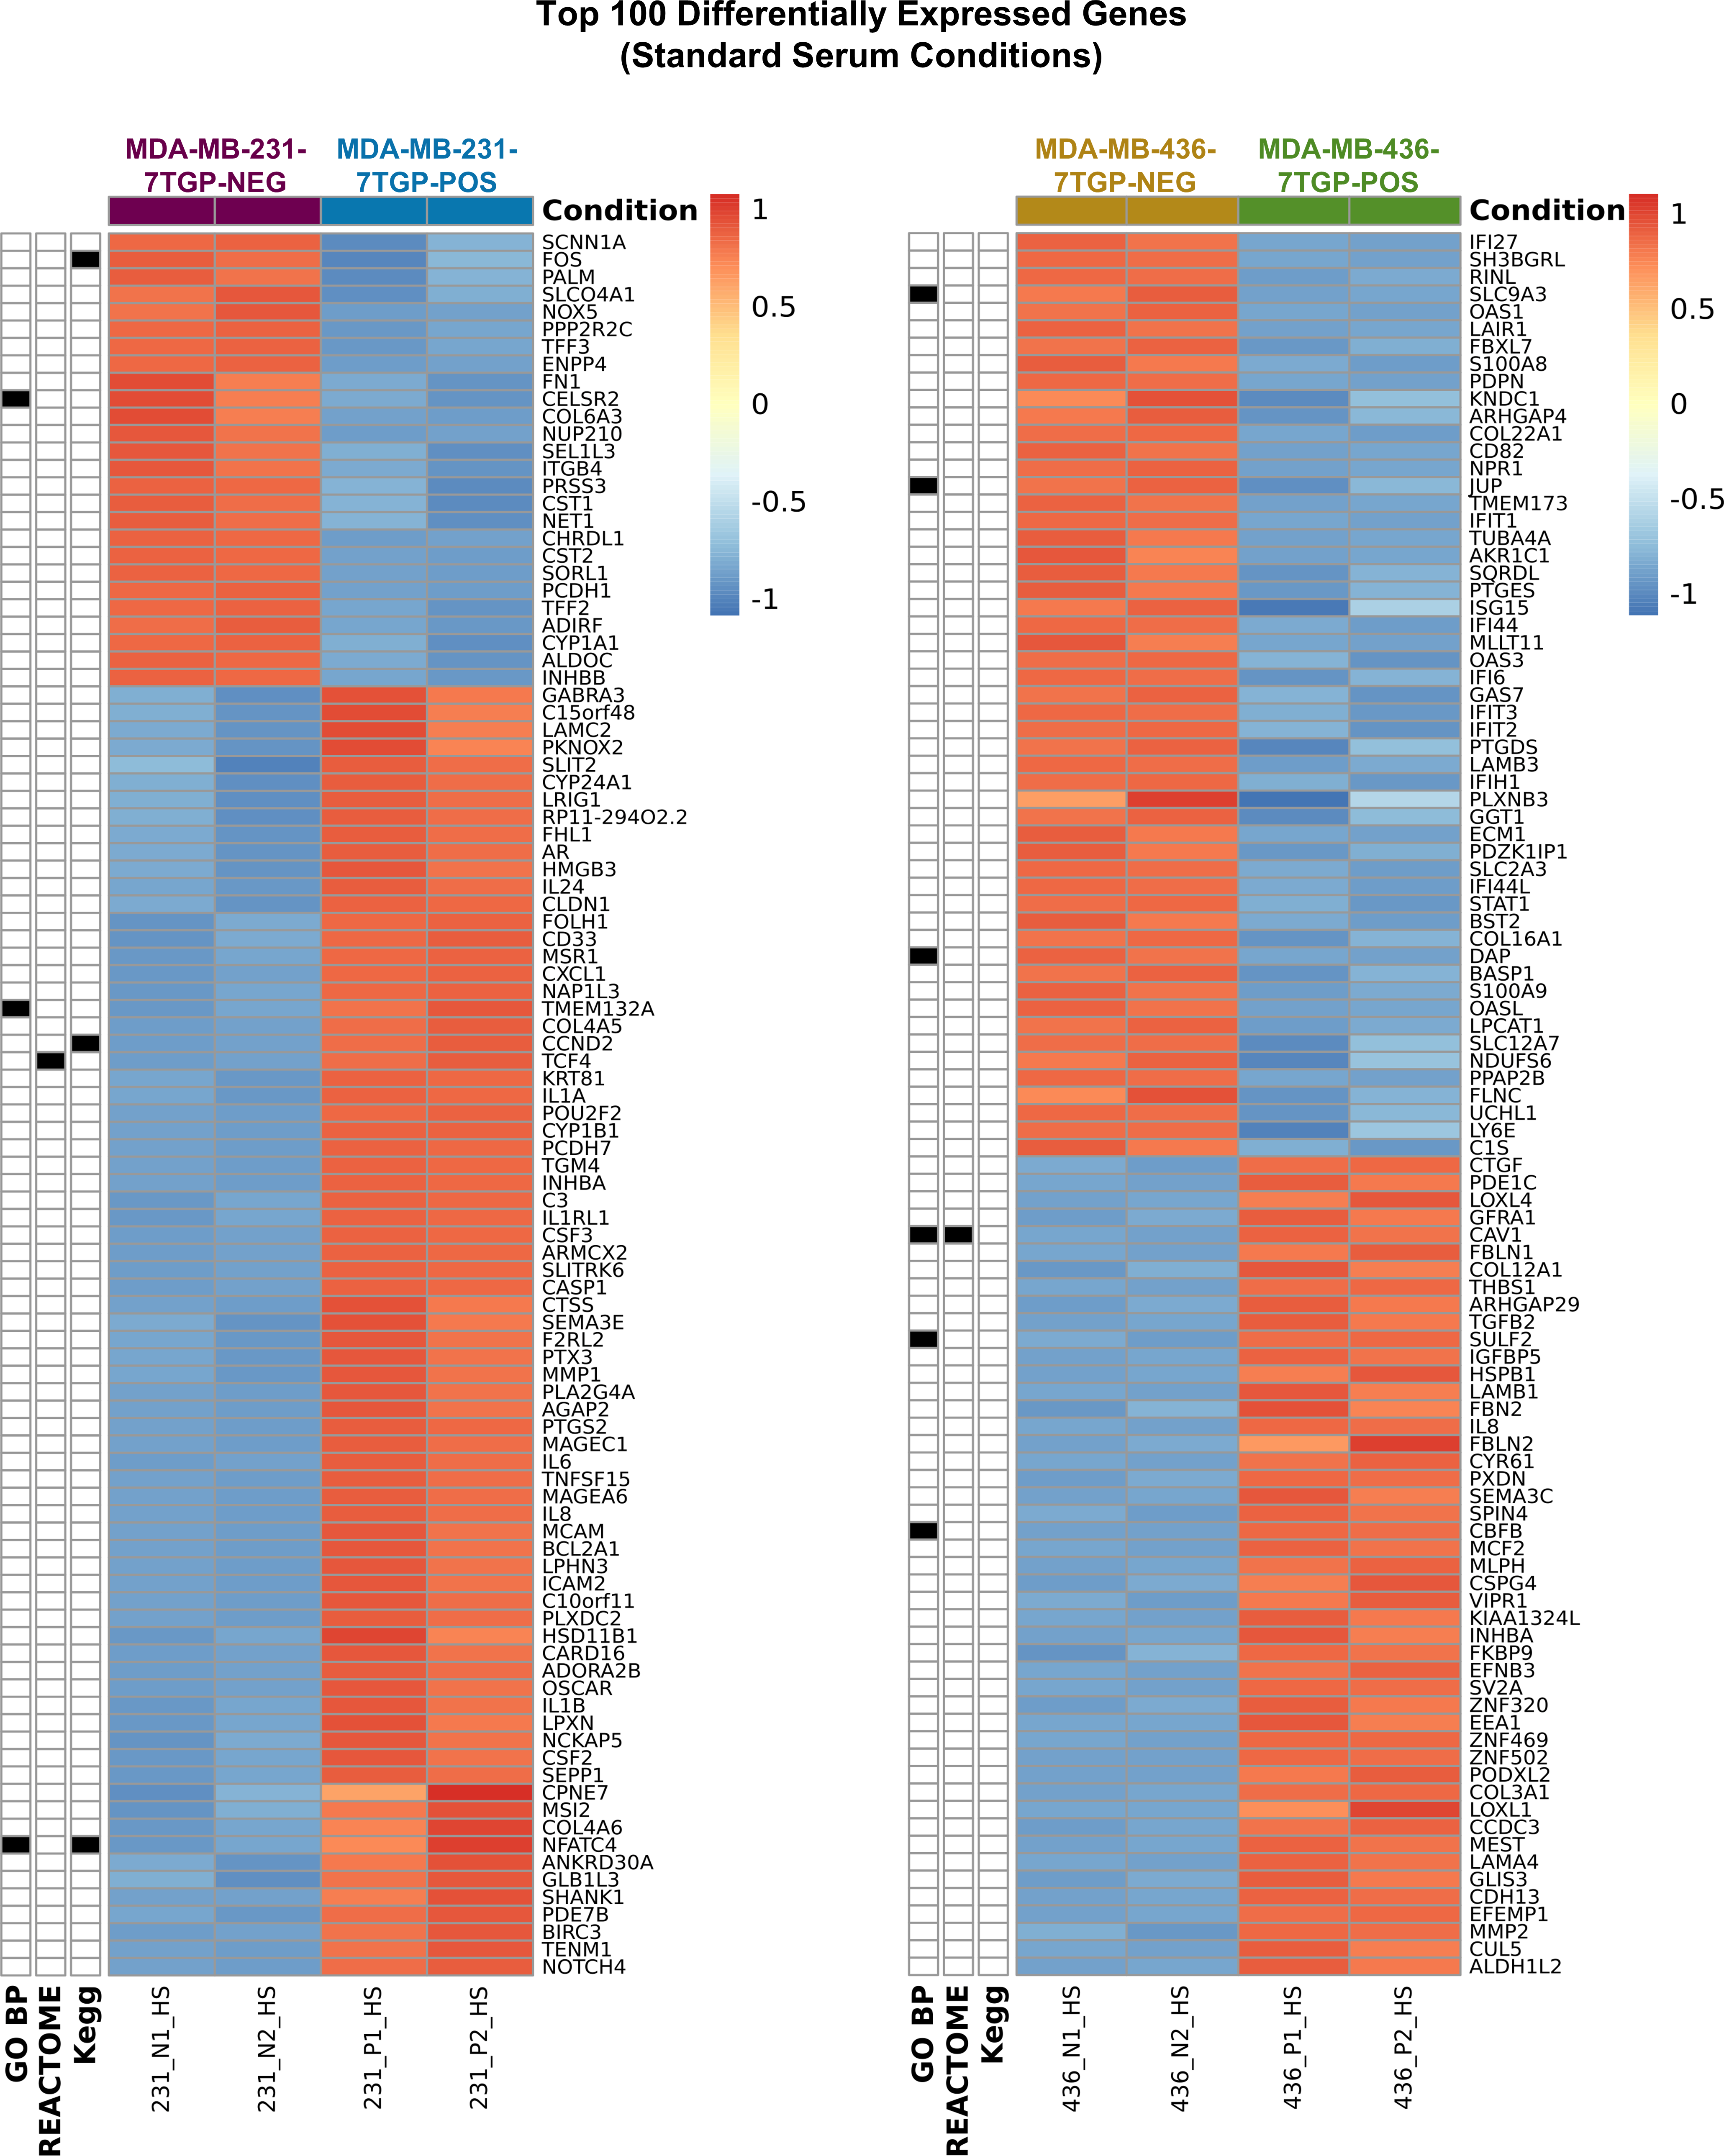

**Supplementary Fig. 3 | Differential mRNA expression between Wnt-positive and Wnt-negative TNBC cell lines cultured under standard serum conditions.** Heat maps generated from RNA-Seq data showing the top 100 DEGs between MDA-MB-231^7TGP-POS^ and MDA-MB-231^7TGP-NEG^ cells (left panel) and between MDA-MB-436^7TGP-POS^ and MDA-MB-436^7TGP-NEG^ cells (right panel), following culture for 3 days in standard serum conditions (10% FBS, HS). Genes previously annotated as Wnt-related, based on three gene sets (GO Biological Process: cell–cell signaling by Wnt; Reactome: signaling by Wnt; KEGG: Wnt signaling pathway), are marked in black along the y-axis. Each column represents a sample: MDA-MB-231 (231) or MDA-MB-436 (436); Wnt-negative (N) or Wnt-positive (P); replicate number (1, 2).

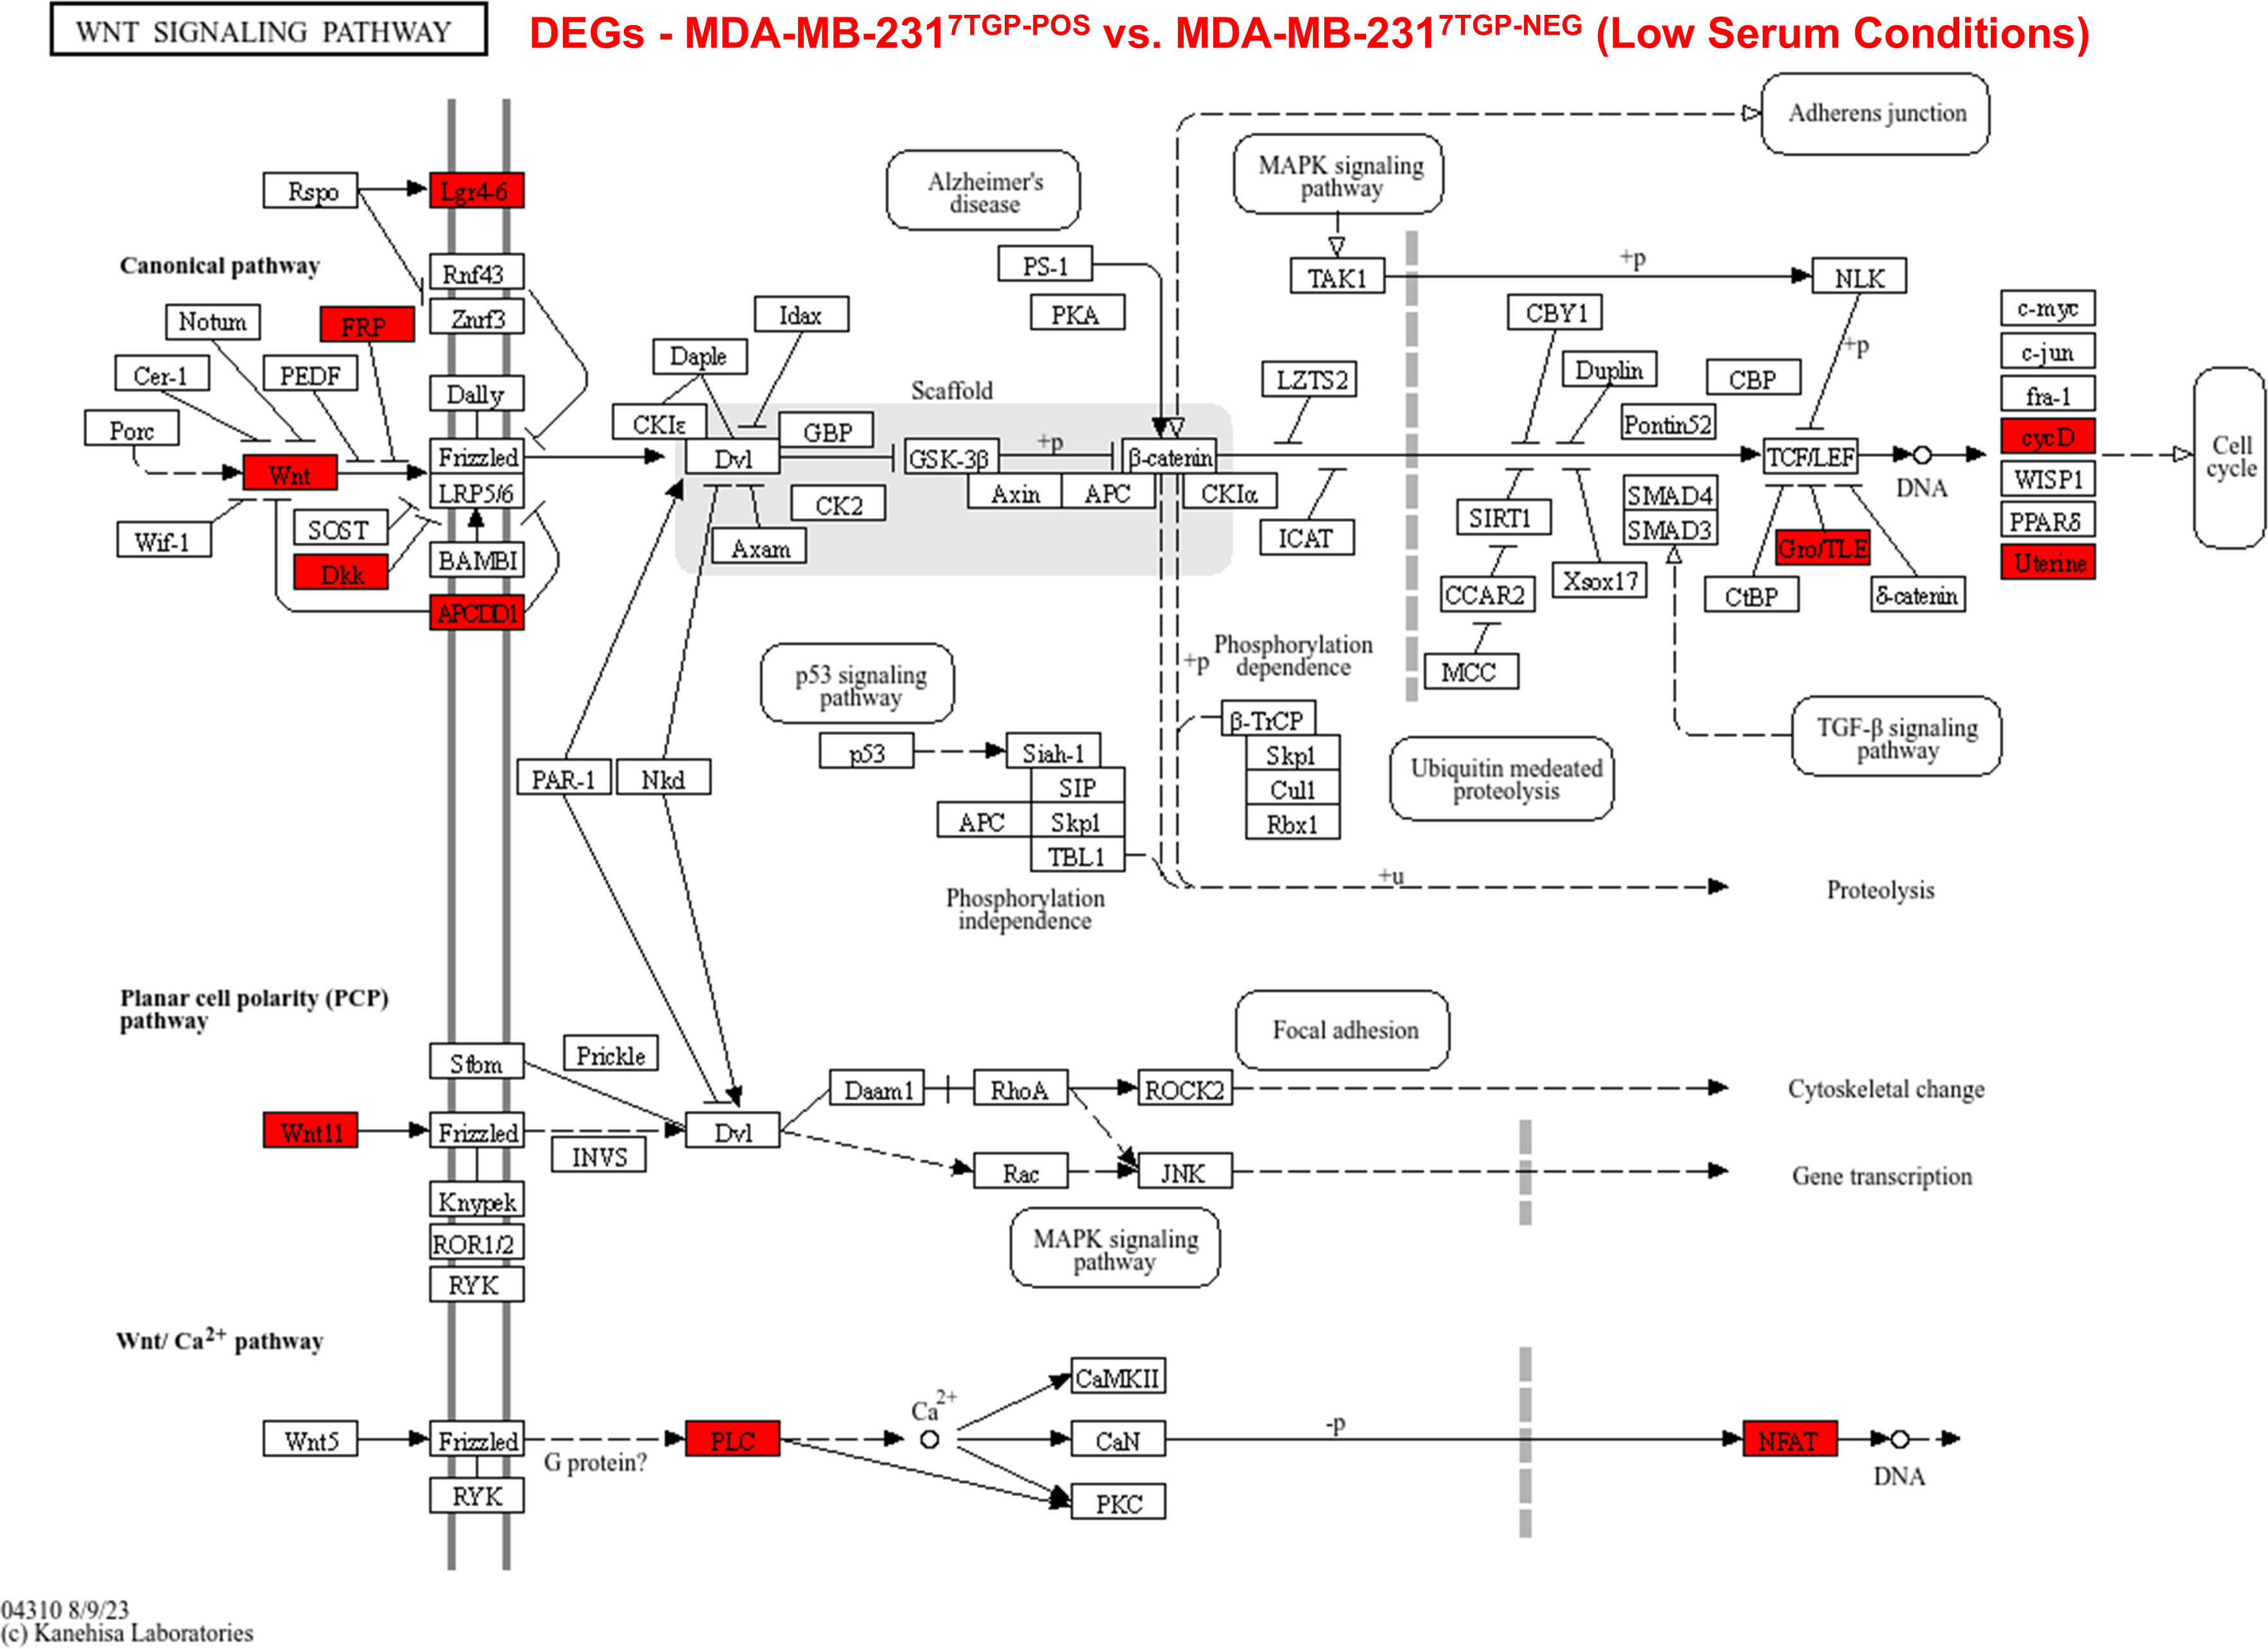

**Supplementary Fig. 4 | KEGG pathway map of Wnt signaling enriched by DEGs between MDA-MB-231^7TGP-POS^ and MDA-MB-231^7TGP-NEG^ cells.** The KEGG Wnt signaling pathway diagram (KEGG: hsa04310) highlights in red the genes or gene clusters differentially expressed between MDA-MB-231^7TGP-POS^ and MDA-MB-231^7TGP-NEG^ cells cultured in low serum. Pathway mapping was performed using KEGG Mapper (www.kegg.jp/kegg/mapper.html).

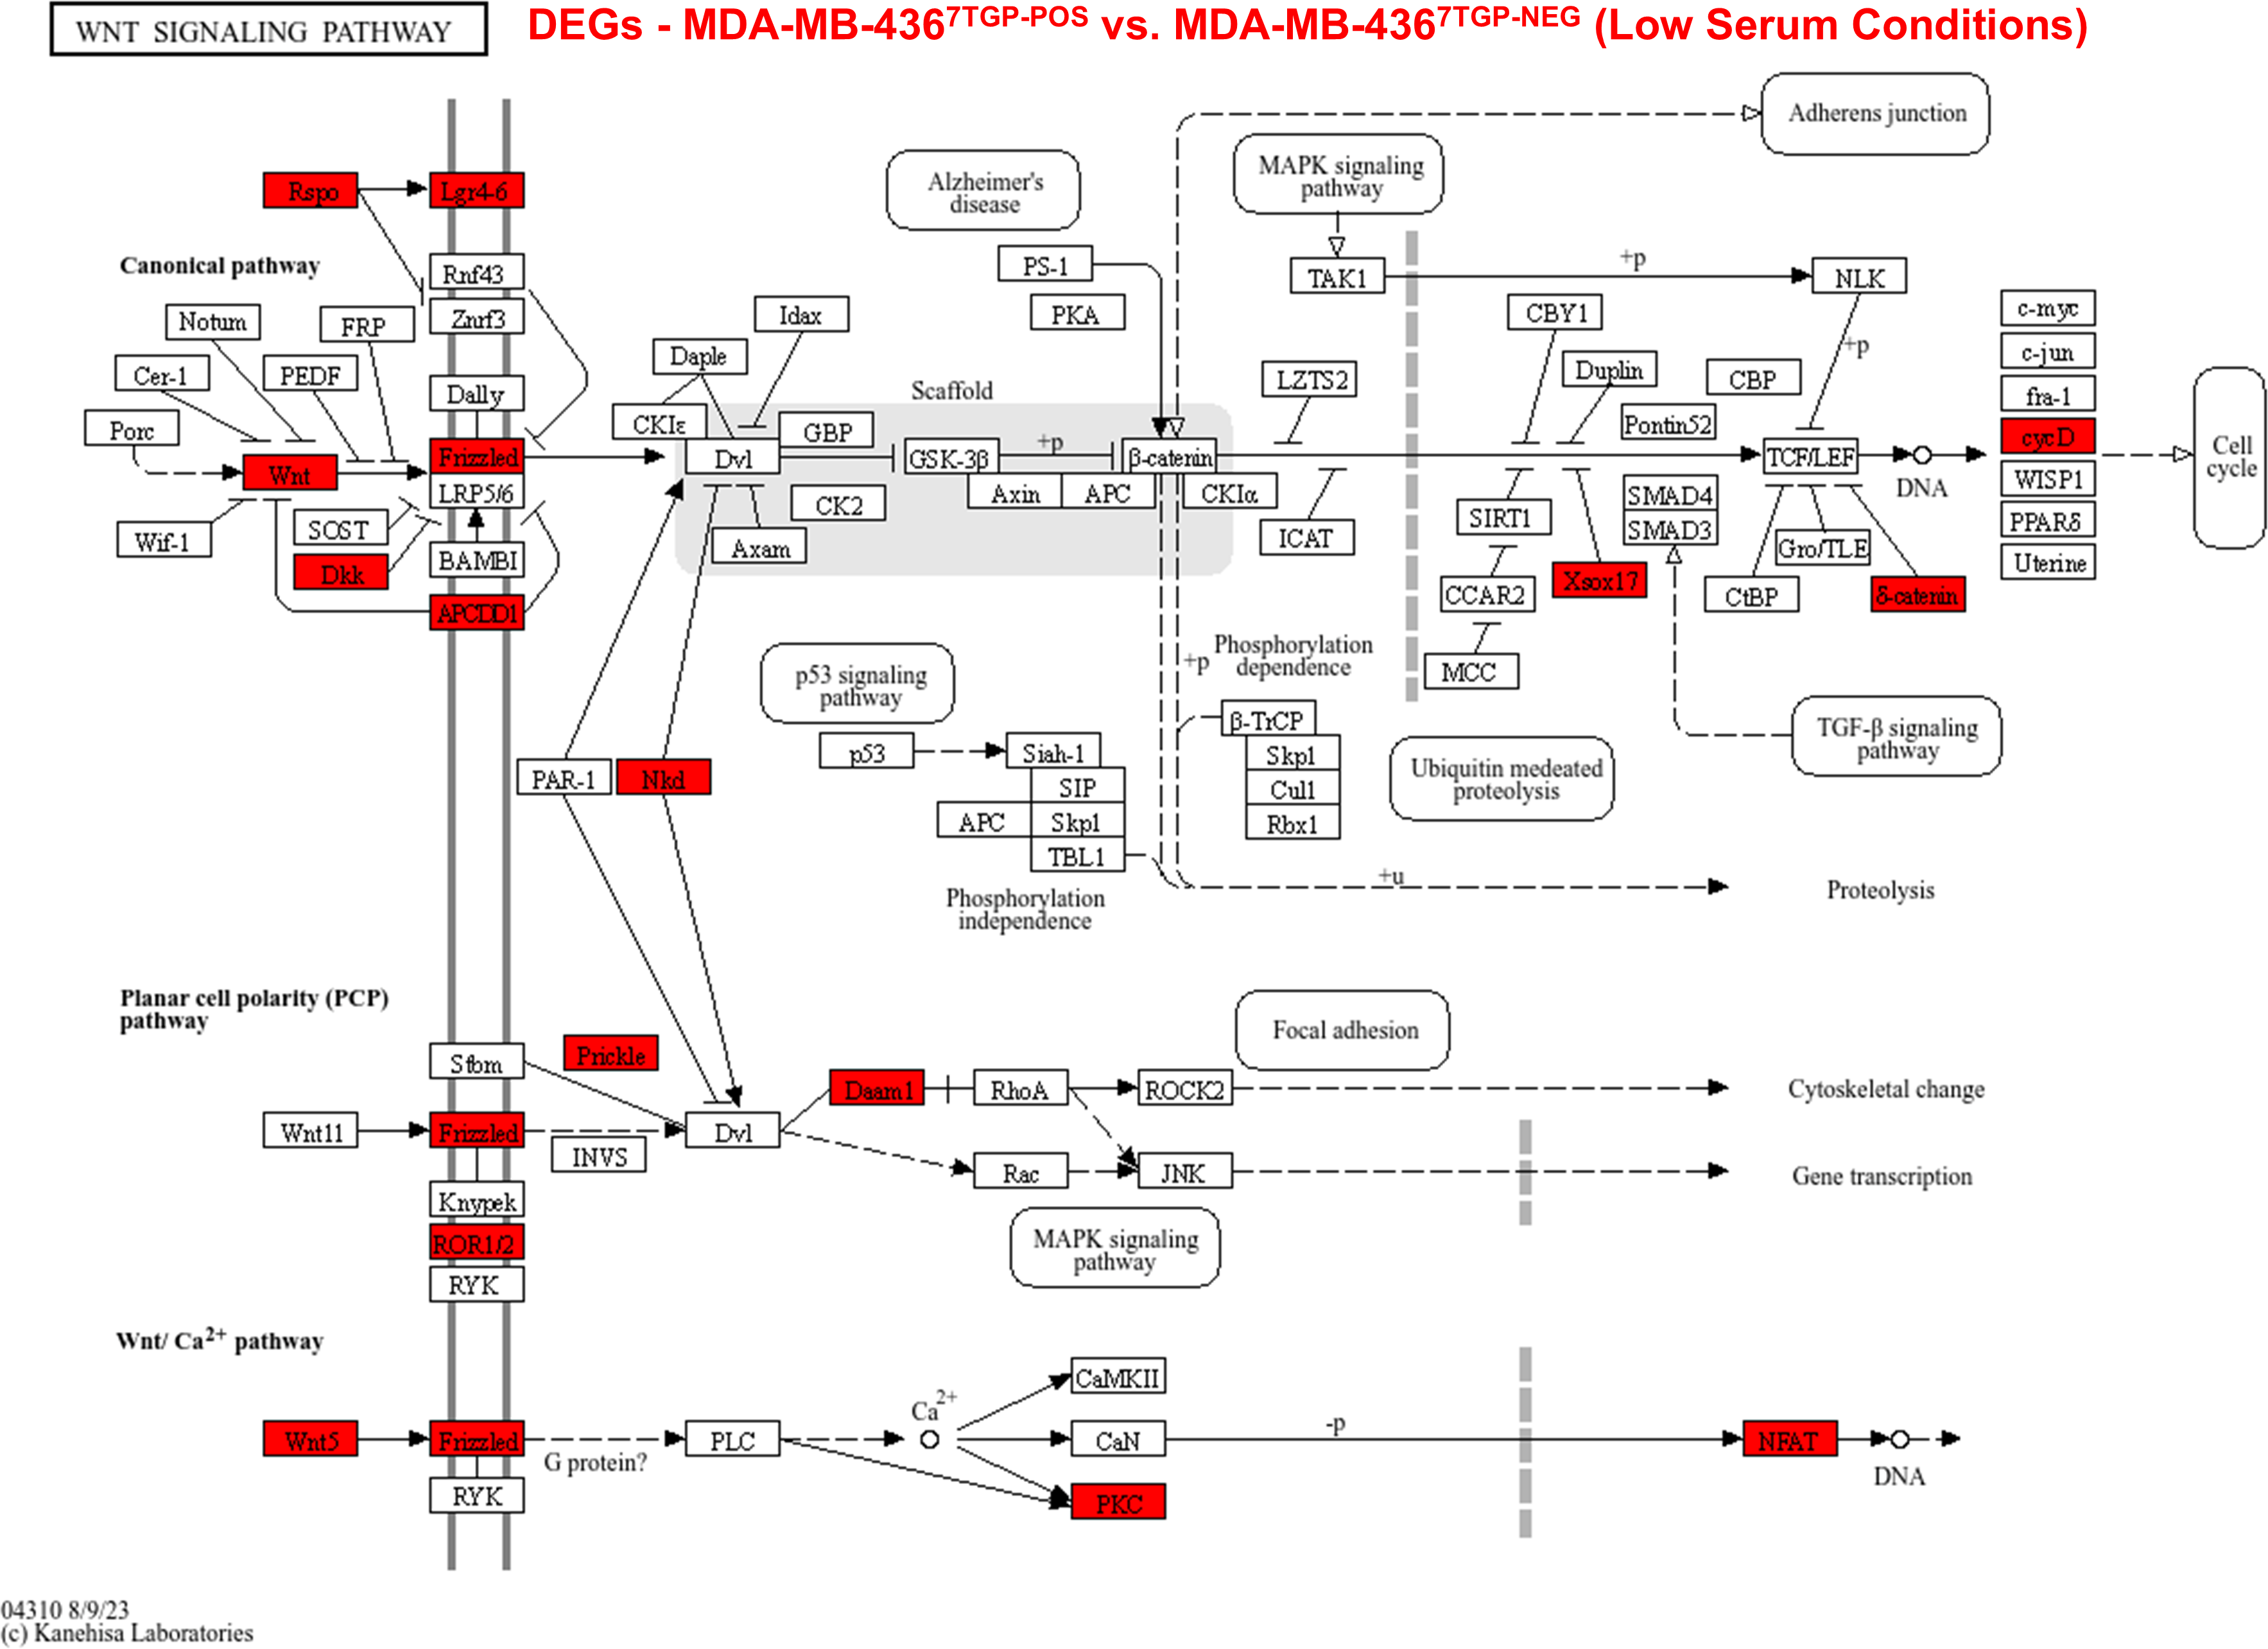

**Supplementary Fig. 5 | KEGG pathway map of Wnt signaling enriched by DEGs between MDA-MB-436^7TGP-POS^ and MDA-MB-436^7TGP-NEG^ cells.** The KEGG Wnt signaling pathway diagram (KEGG: hsa04310) highlights in red the genes or gene clusters differentially expressed between MDA-MB-436^7TGP-NEG^ and MDA-MB-436^7TGP-POS^ cells cultured in low serum. Pathway mapping was performed using KEGG Mapper (www.kegg.jp/kegg/mapper.html).

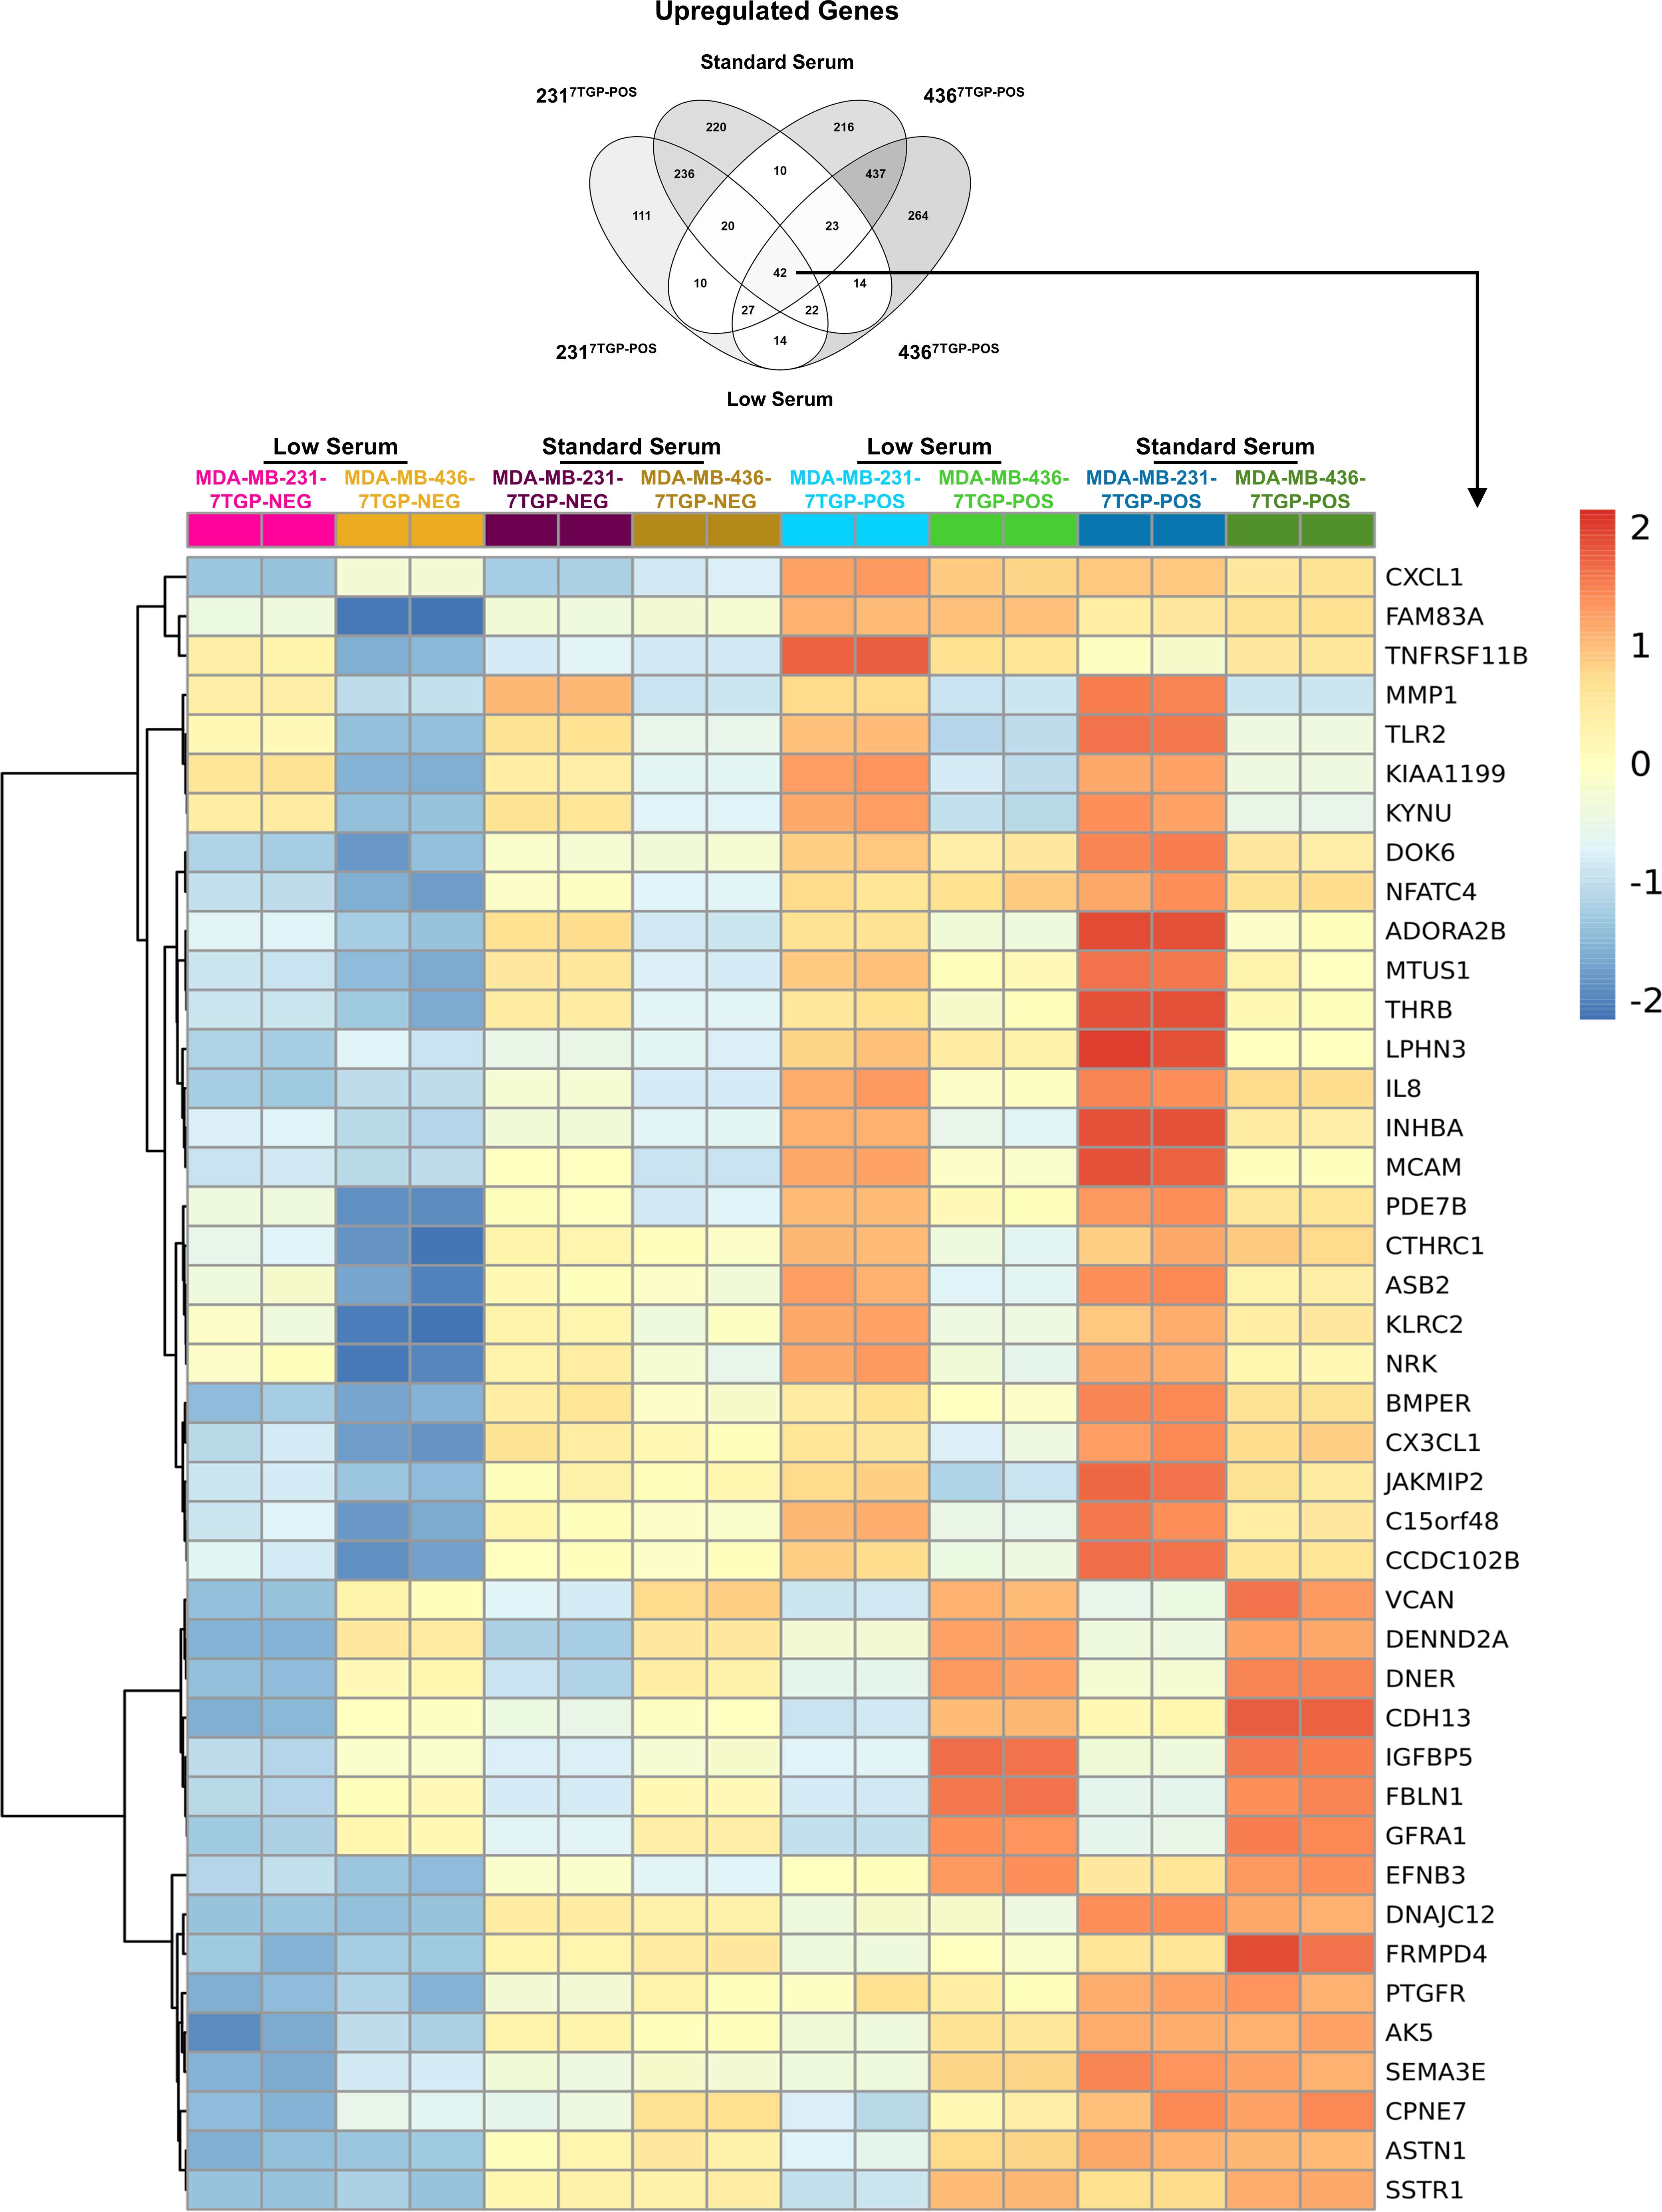

**Supplementary Fig. 6 | Shared upregulated genes across Wnt-positive TNBC cell lines and serum conditions.** Venn diagram showing the overlap of genes upregulated in Wnt-positive compared to Wnt-negative TNBC cells under both low and standard serum conditions. The heat map displays the expression patterns of the 42 genes consistently upregulated across all four comparisons. Differential expression was defined using an absolute log₂ fold change ≥ 1

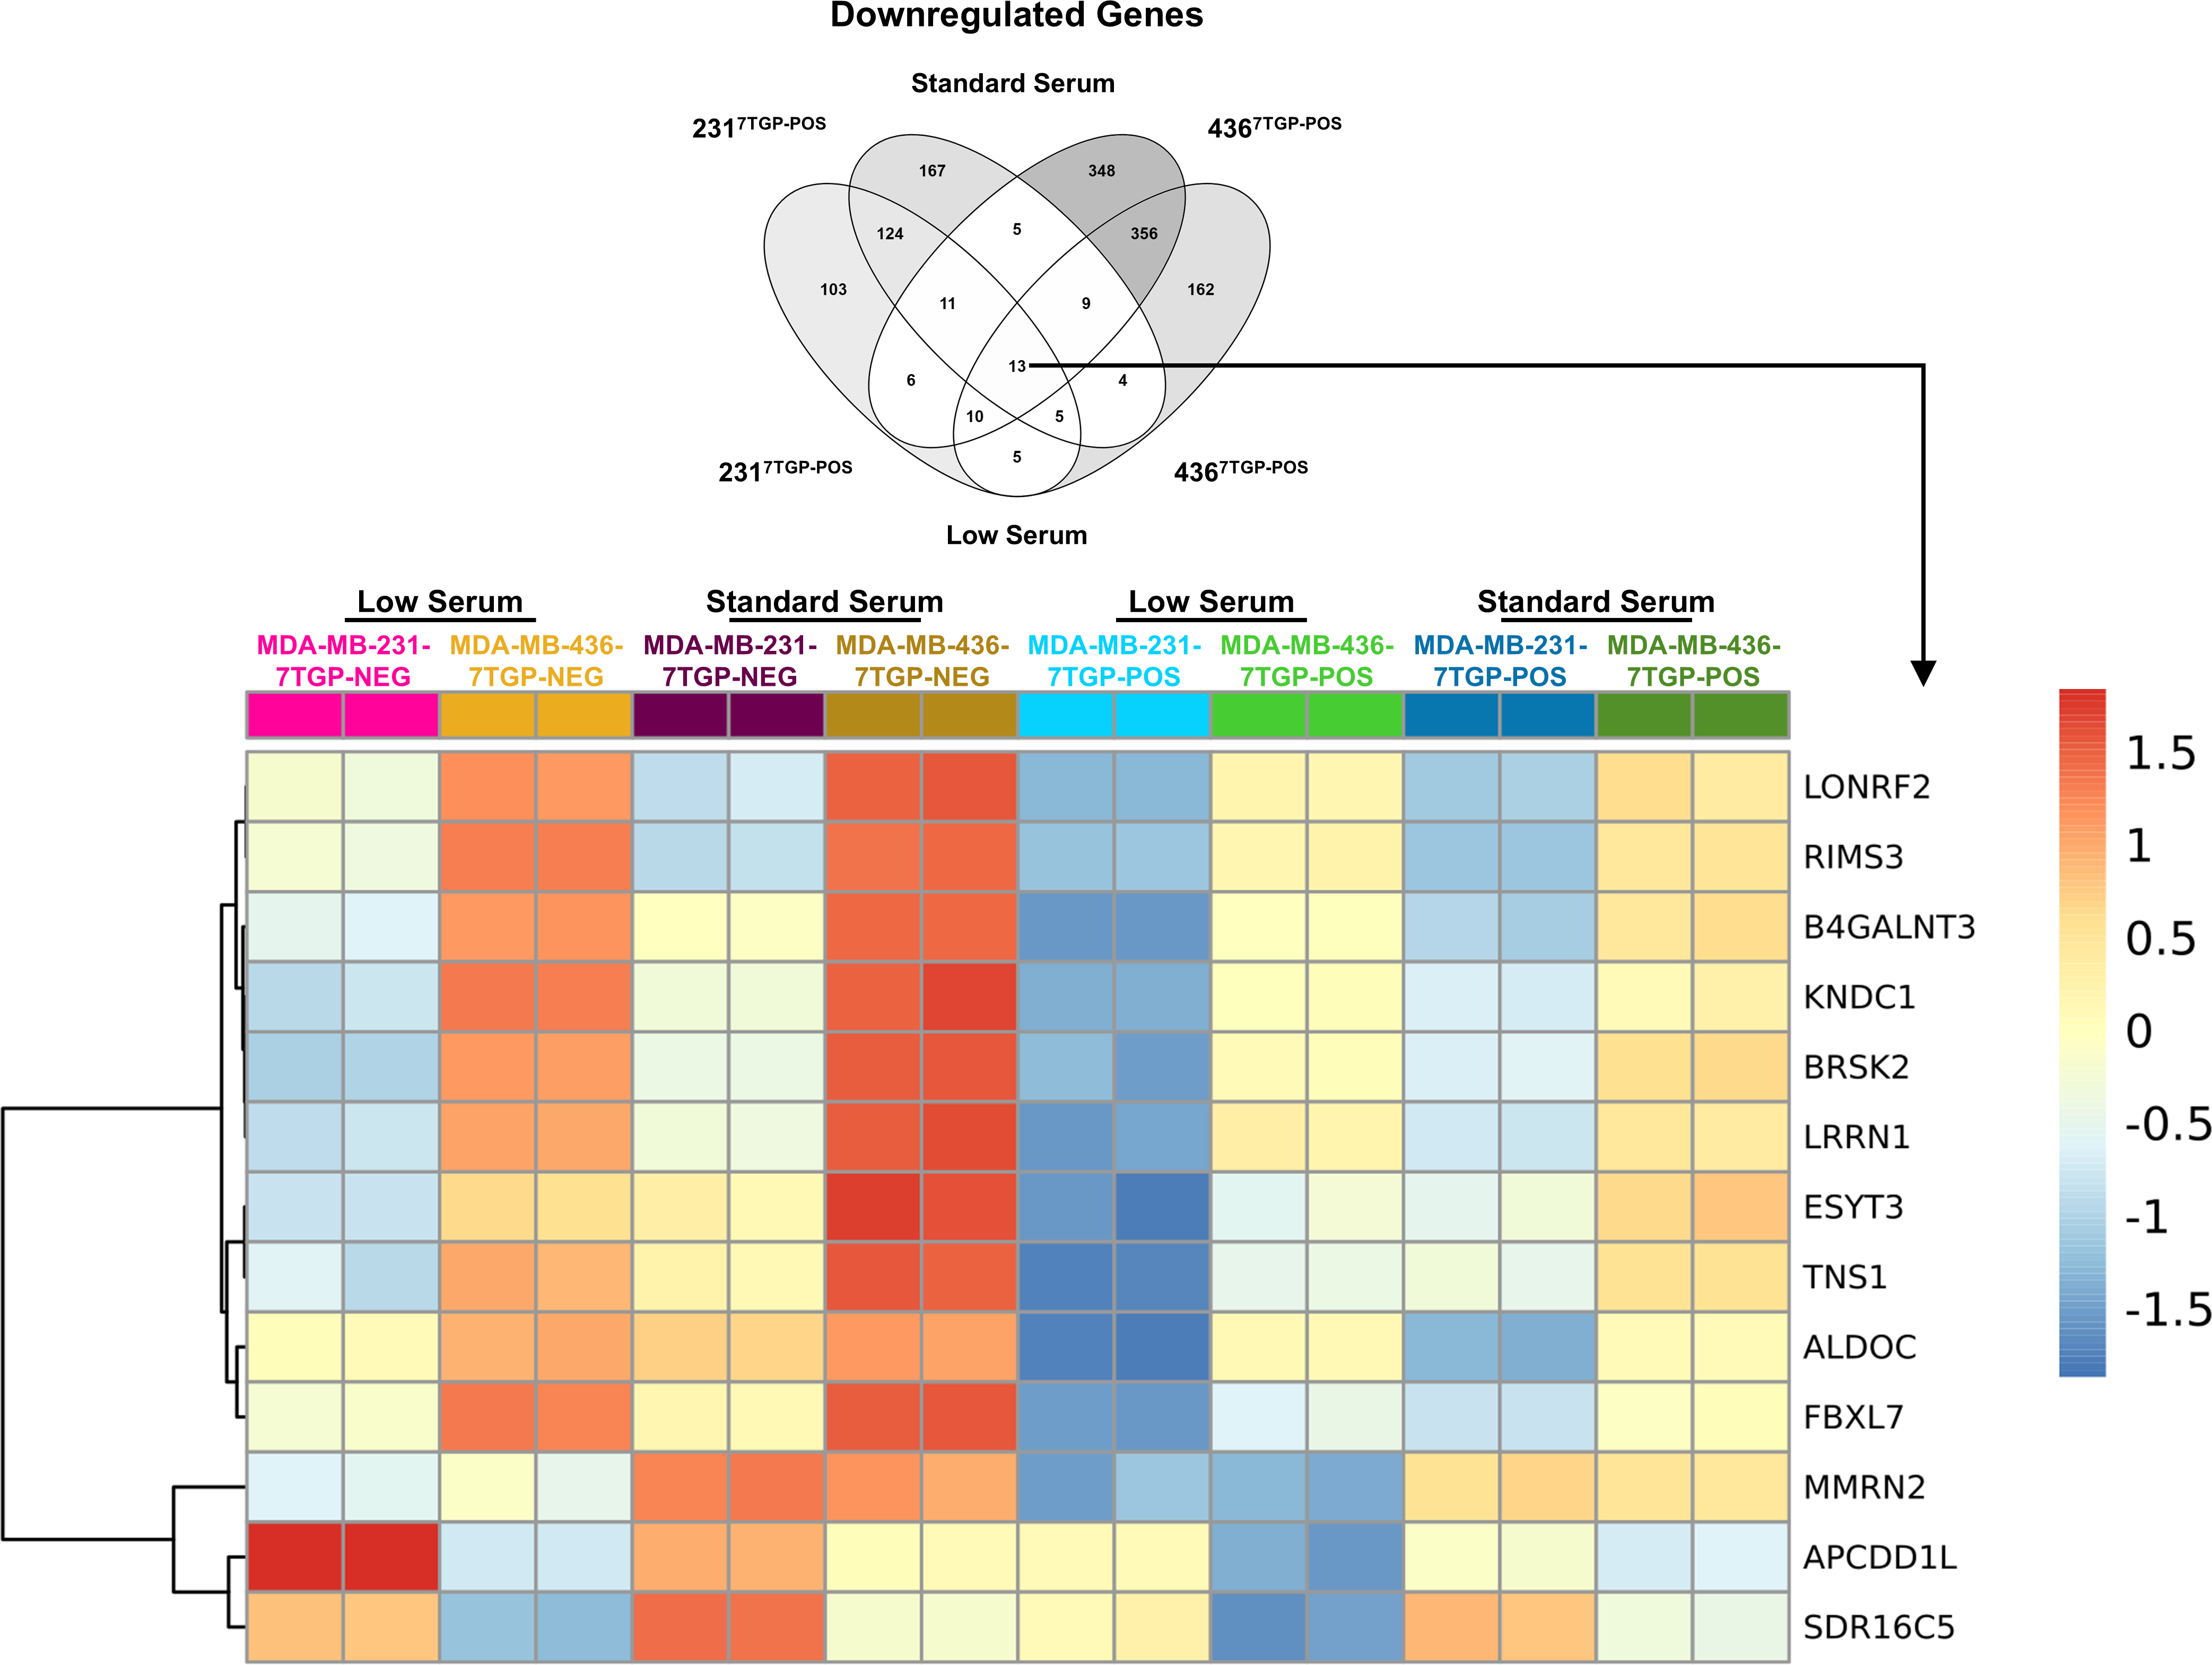

**Supplementary Fig. 7 | Shared downregulated genes across Wnt-positive TNBC cell lines and serum conditions.** Venn diagram showing the overlap of genes downregulated in Wnt-positive compared to Wnt-negative TNBC cells under both low and standard serum conditions. The heat map displays the expression patterns of the 13 genes consistently downregulated across all four comparisons. Differential expression was defined using an absolute log₂ fold change ≥ 1

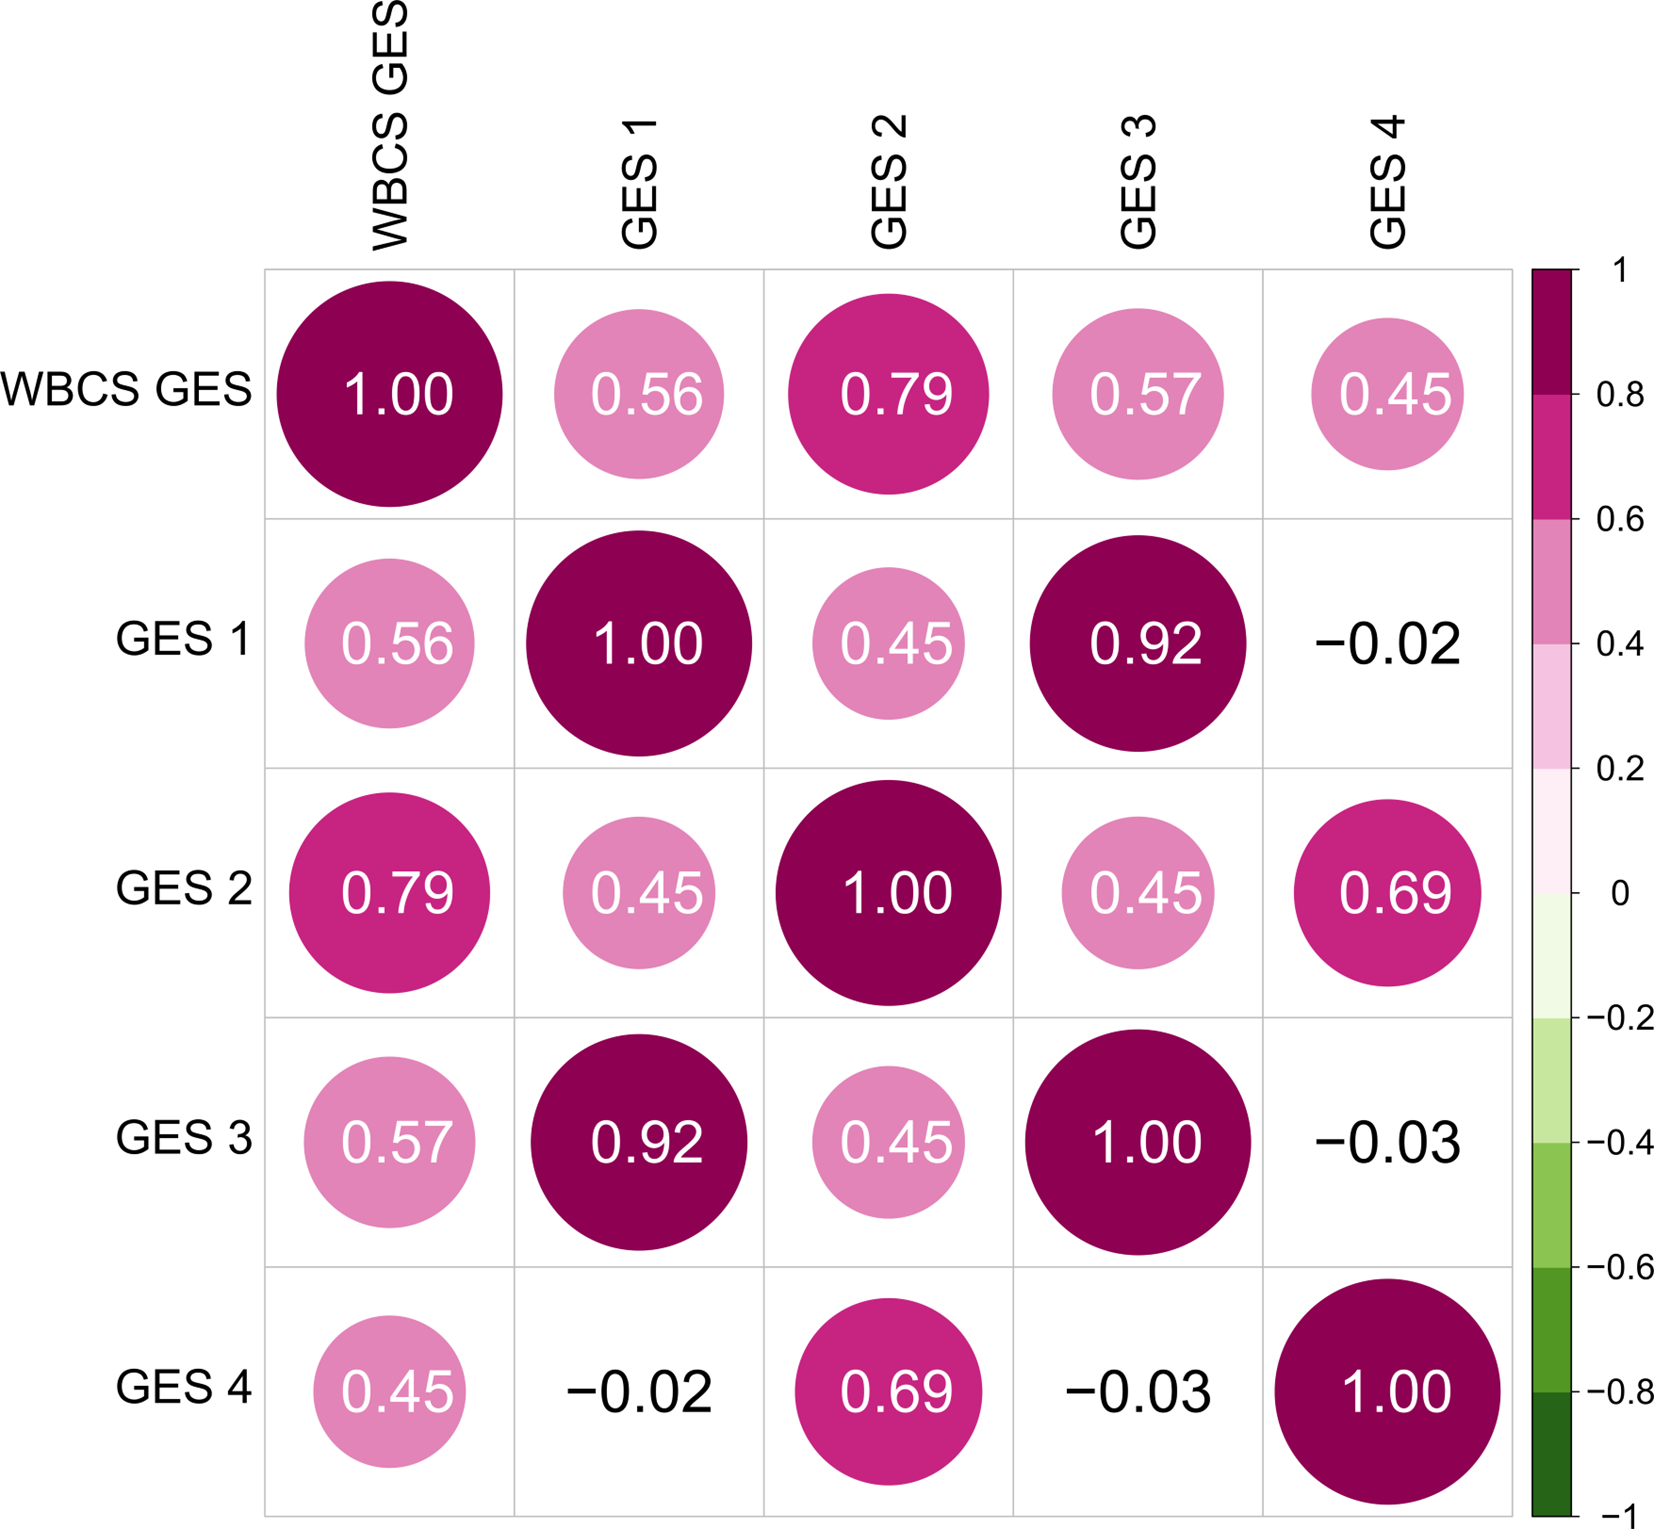

**Supplementary Fig. 8 | Correlation of Wnt-related gene expression signatures.** Spearman’s correlation analysis was performed to assess the relationship between the Wnt/β-catenin signature (WBCS) and four Wnt-related gene expression signatures (GES1-GES4). The matrix displays Pearson correlation coefficients, indicating the strength of association between signatures. WBCS: Wnt β-catenin signature from Lehmann *et al*.; GES1: 687 DEGs between MDA-MB-231^7TGP-POS^ and MDA-MB-231^7TGP-NEG^ cells cultured in low serum; GES2: 1,278 DEGs between MDA-MB-436^7TGP-POS^ and MDA-MB-436^7TGP-NEG^ cells cultured in low serum; GES3: 848 DEGs between MDA-MB-231^7TGP-POS^ and MDA-MB-231^7TGP-NEG^ cells cultured in standard serum; GES4: 1,418 DEGs between MDA-MB-436^7TGP-POS^ and MDA-MB-436^7TGP-NEG^ cells cultured in standard serum.

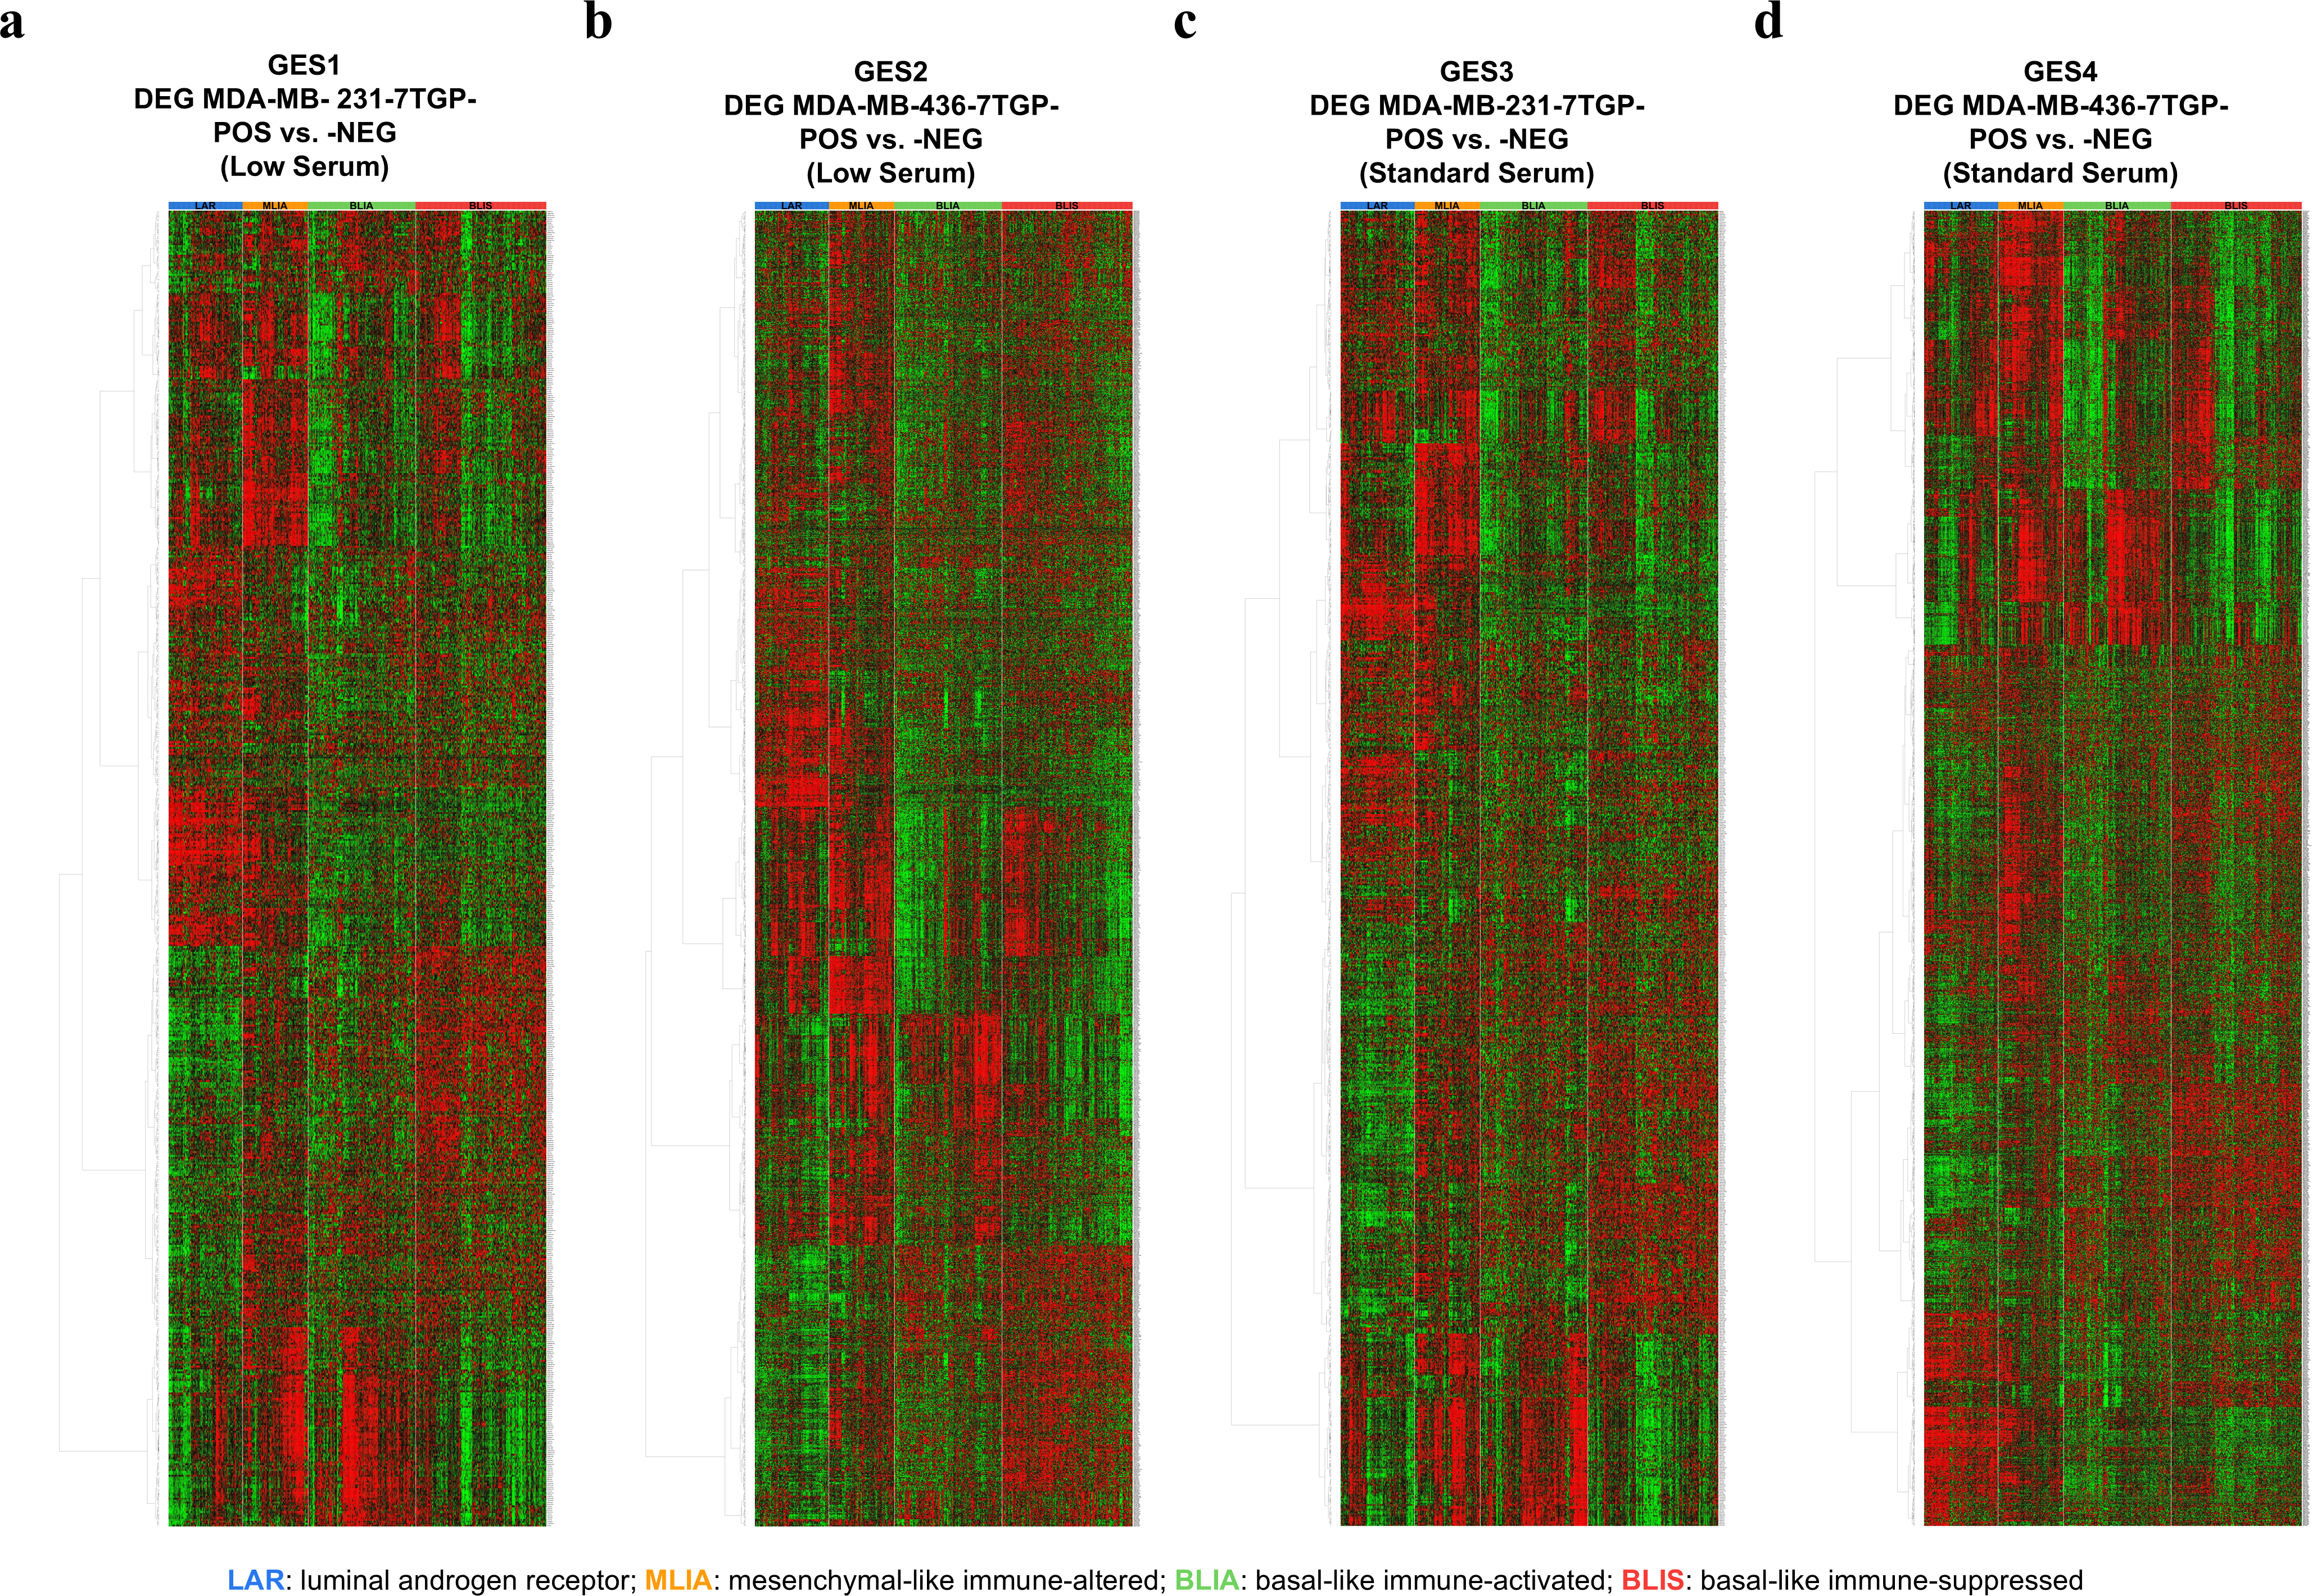

**Supplementary Fig. 9 | Expression of Wnt-related gene signatures across TNBC molecular subtypes.** Heat maps showing the expression of four Wnt-related gene expression signatures (GES1–GES4), derived from comparisons between Wnt-positive (POS) and Wnt-negative (NEG) TNBC cell lines, in a TNBC RNA-Seq cohort (n = 699). Samples are categorized into four molecular subtypes: LAR (n = 137), MLIA (n = 121), BLIA (n = 199), and BLIS (n = 242). **a**, GES1: 687 DEGs from MDA-MB-231^7TGP-POS^ vs. MDA-MB-231^7TGP-NEG^ under low serum. **b**, GES2: 1,278 DEGs from MDA-MB-436^7TGP-POS^ vs. MDA-MB-436^7TGP-NEG^ under low serum. **c**, GES3: 848 DEGs from MDA-MB-231^7TGP-POS^ vs. MDA-MB-231^7TGP-NEG^ under standard serum. **d**, GES4: 1,418 DEGs from MDA-MB-436^7TGP-POS^ vs. MDA-MB-436^7TGP-NEG^ under standard serum. Gene expression was clustered using hierarchical clustering with centered Pearson’s correlation and average linkage.

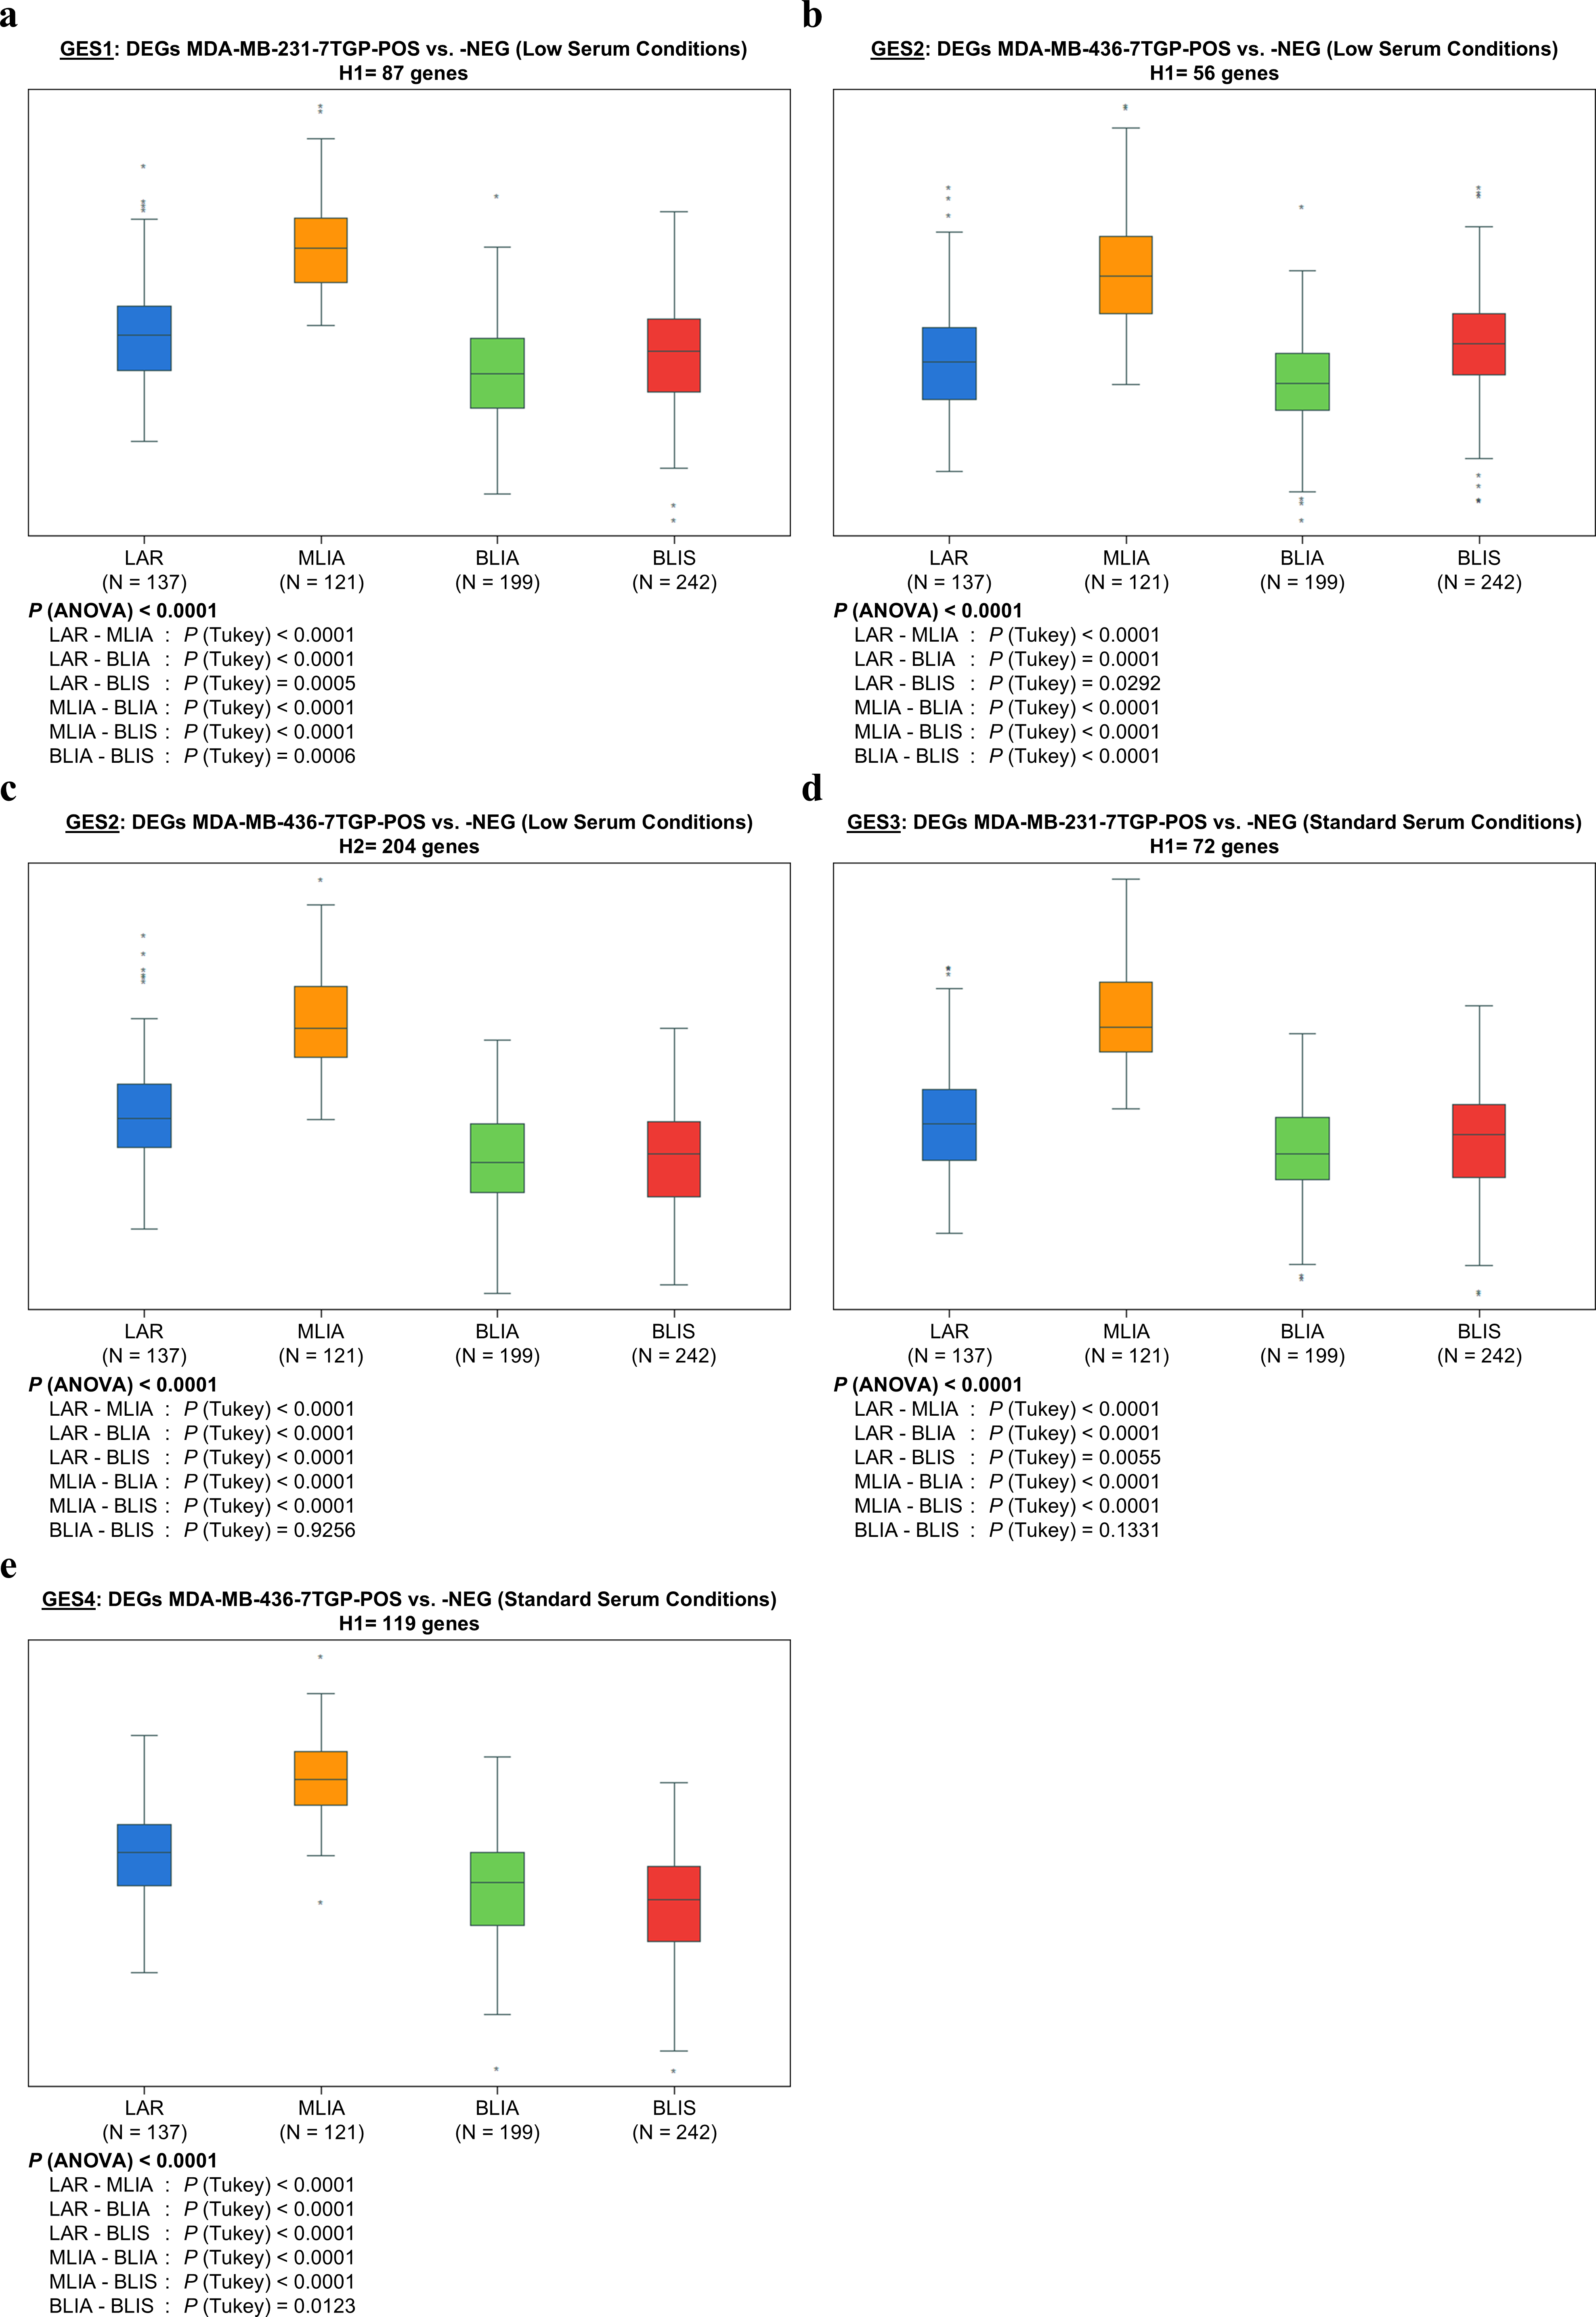

**Supplementary Fig. 10 | H1 and H2 clusters from Wnt-related gene signatures are differentially enriched across TNBC subtypes.** H1 and H2 gene clusters derived from Wnt-related gene expression signatures were evaluated in a TNBC RNA-Seq cohort (n = 699) comprising four molecular subtypes: luminal androgen receptor (LAR), mesenchymal-like immune-altered (MLIA), basal-like immune-activated (BLIA), and basal-like immune-suppressed (BLIS). Clusters were identified by hierarchical clustering using centered Pearson’s correlation. Bar plots show enrichment scores for each cluster across TNBC subtypes:

**a**, H1 GES1 (87 genes), from MDA-MB-231^7TGP-POS^ vs. MDA-MB-231^7TGP-NEG^ under low serum. **b**, H1 GES2 (56 genes), and **c**, H2 GES2 (204 genes), from MDA-MB-436^7TGP-POS^ vs. MDA-MB-436^7TGP-NEG^ under low serum. **d**, H1 GES3 (72 genes), from MDA-MB-231^7TGP-POS^ vs. MDA-MB-231^7TGP-NEG^ under standard serum. **e**, H1 GES4 (119 genes), from MDA-MB-436^7TGP-POS^ vs. MDA-MB-436^7TGP-NEG^ under standard serum. Statistical significance was assessed using one-way ANOVA with Tukey’s post hoc test. *P* values ≤ 0.01 were considered significant and are shown below each panel.

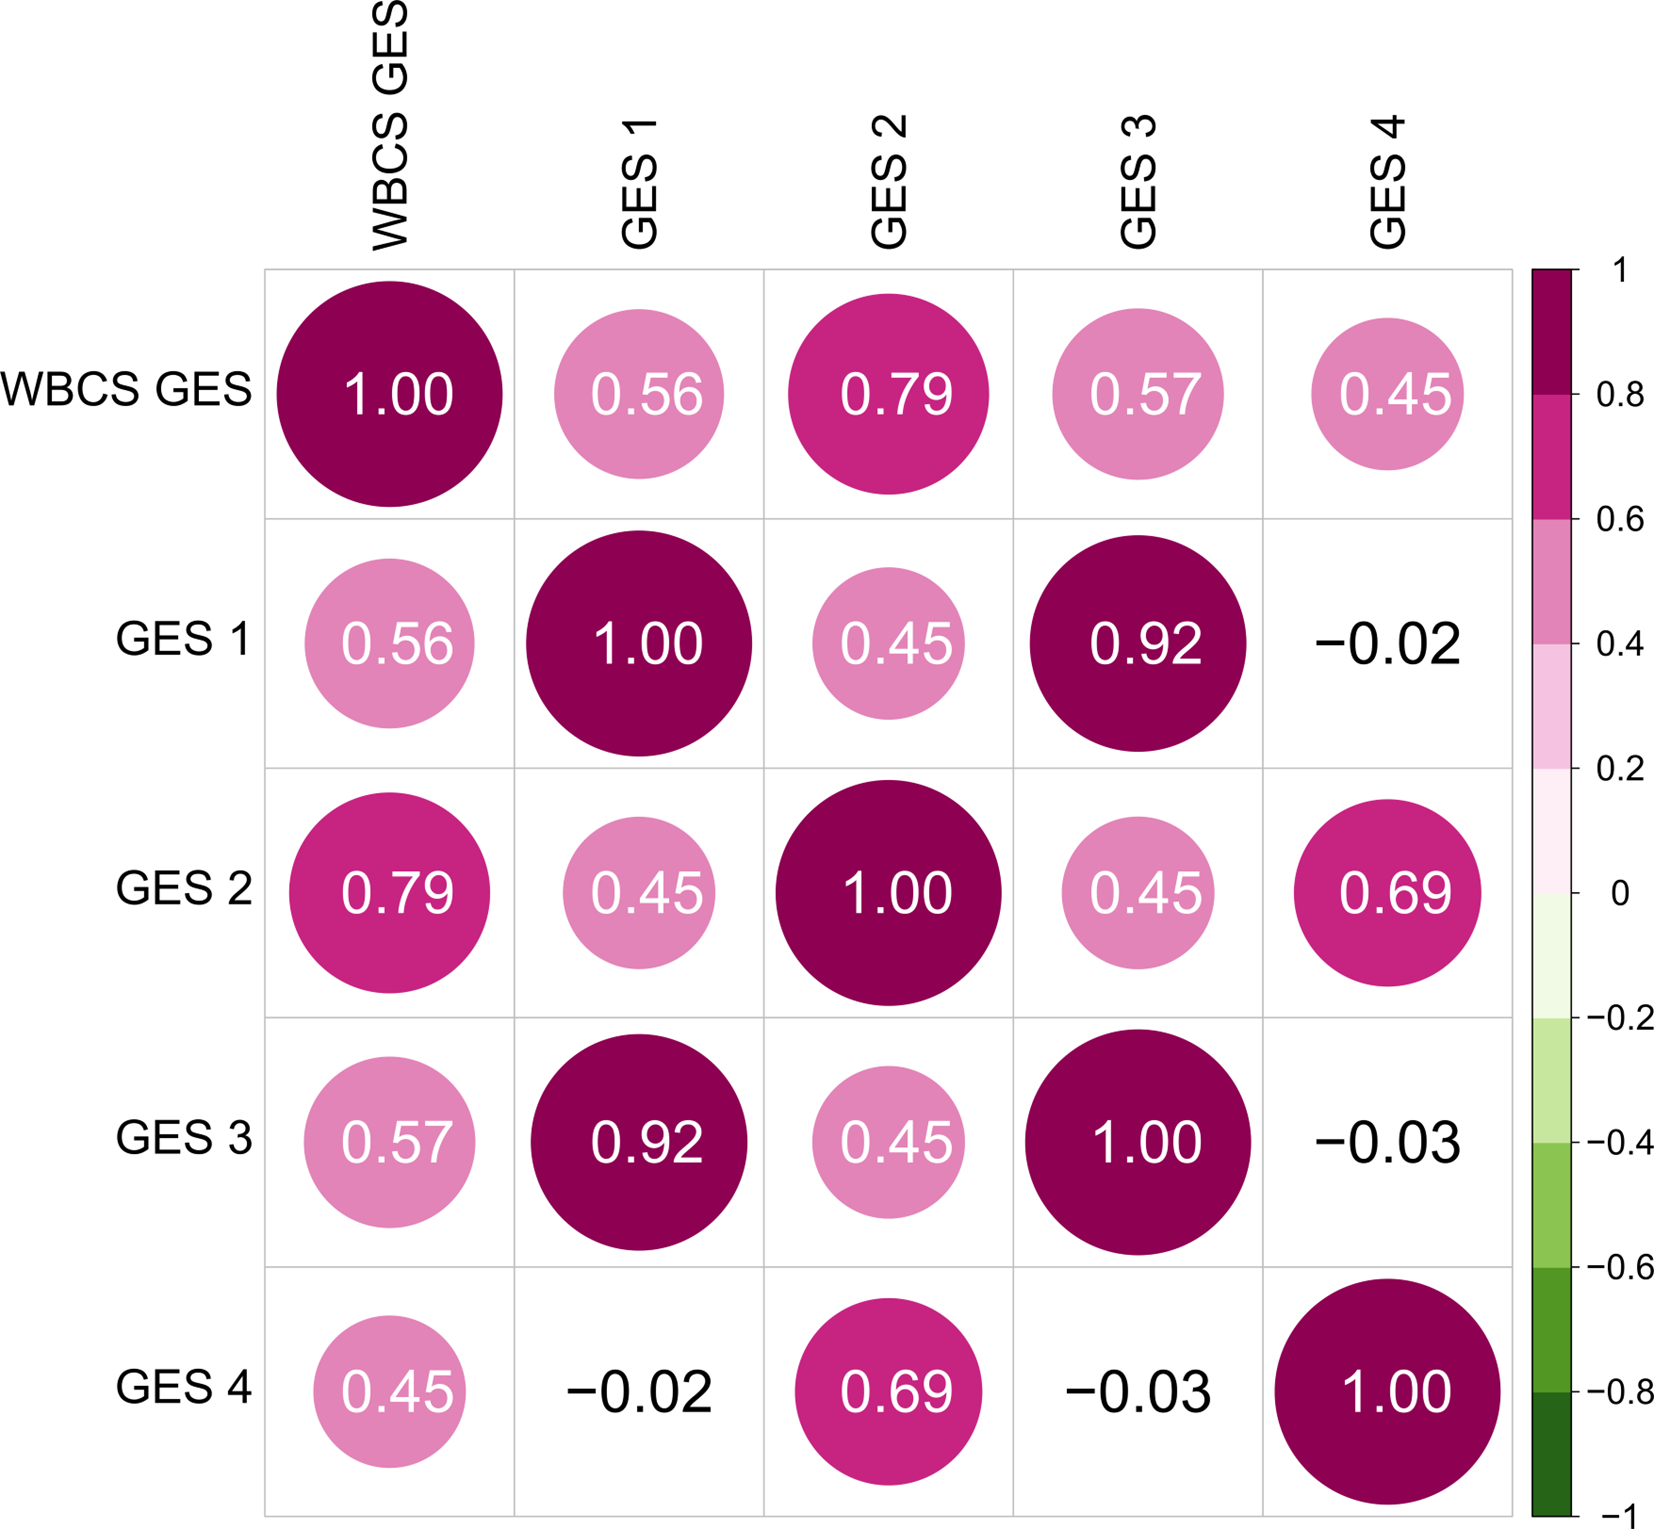

**Supplementary Fig. 11 | Correlation of H1 and H2 clusters from Wnt-driven gene signatures with the Wnt/β-catenin signature.** Spearman’s correlation analysis was used to assess the relationship between the Wnt/β-catenin signature (WBCS) from Lehmann *et al*. and five Wnt-related H1 and H2 gene clusters derived from hierarchical clustering of gene expression in a TNBC RNA-Seq cohort (n = 699). The matrix displays Pearson correlation coefficients, reflecting the degree of association between each cluster and the WBCS. H1 GES1: 87 DEGs between MDA-MB-231^7TGP-POS^ and MDA-MB-231^7TGP-NEG^ cells cultured in low serum; H1 GES2: 56 DEGs between MDA-MB-436^7TGP-POS^ and MDA-MB-436^7TGP-NEG^ cells cultured in low serum; H2 GES2: 204 DEGs between MDA-MB-436^7TGP-POS^ and MDA-MB-436^7TGP-NEG^ cells cultured in low serum; H1 GES3: 72 DEGs between MDA-MB-231^7TGP-POS^ and MDA-MB-231^7TGP-NEG^ cells cultured in standard serum; H1 GES4: 119 DEGs between MDA-MB-231^7TGP-POS^ and MDA-MB-231^7TGP-NEG^ cells cultured in standard serum.

How the deposited data were processed for this re-analysis (not part of the article)

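The count values are whole read pairs per gene as deposited by the authors: per the paper, reads were aligned to a ribosomal RNA database with Bowtie and to hg19 with STAR, and pairs were counted on Gencode v19 genes, without normalization or filtering. The TPM values were also made by the authors and deposited with the counts; how TPM was calculated is not stated, and each column sums to 1e+06. Serum conditions were processed separately, with 8 libraries in each. Gene symbols and biotypes were taken from Gencode v44 lifted to GRCh37, and protein-coding genes with at least 10 counts summed over the 8 libraries were tested.

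Counts were normalized with TMM factors and fitted with edgeR's robust quasi-likelihood model with 4 groups, and each 7TGP-positive group was compared with its 7TGP-negative group. A DEG has an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 1. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. A group in which each library holds 3 counts or fewer is at the floor. Interactions are the difference of the log2 fold changes of the cell lines in the same model. Fits were also made with DESeq2, with its size factors, with other filters, prior counts and biotypes, with the replicate number as a block, and with limma-trend on log2 TPM.

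Gene lists were tested with limma's camera at a preset correlation of 0.01, with fry, and with an estimated correlation, with adjustment over 56 tests. The interactions were tested only with camera at the preset correlation and with fry, with adjustment over 28 tests. They were not tested with an estimated correlation. There are 11 hand-written lists: canonical Wnt targets, cholesterol synthesis, DNA replication with E2F targets, mesenchymal genes, G2/M and mitosis, IL6/JAK/STAT3, interferon-stimulated genes, NF-κB targets, Notch, oxidative phosphorylation, and ribosome biogenesis with MYC targets. There are 3 Wnt lists from KEGG, GO and Reactome, which were also tested for over-representation with Fisher's exact test.

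Principal components used DESeq2's variance-stabilizing transformation with genes scaled. Position tests used genes with a mean of at least 1 CPM, with log2 fold changes limited to 2, and 1000 shuffles of position; GC trends were removed over 20 groups of genes. Regional medians were taken over 50 neighbouring genes. In a simulation with 200 genes changed 4-fold, 96.5% were called in low serum and 95% in standard serum, with 1 of 15698 and 0 of 15080 other genes called. The changed genes had a mean of at least 1 CPM, and the simulated spread depended only on expression level. The simulation therefore does not show how well changes of genes with fewer counts, or with more spread than that, are called.

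The text names genes by a rule: genes the paper names, canonical Wnt targets, list members among the DEGs (at most 8 per list and comparison by adjusted p), the 5 largest changes in each direction per comparison among genes with at least 10 counts in every library, and the 5 strongest interaction genes with opposite directions per serum condition. The genes printed are a subset of these, chosen after their values were seen. One gene that the rule selects is not reported here.

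Versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.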

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

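The tests of neighbouring genes, canonical Wnt targets, library preparation and depth were chosen before the results they measure were seen, and the other tests in this part were chosen after.

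The response of many genes differed between the cell lines. In the interaction test, 1884 genes in low serum and 2132 in standard serum had log2 fold changes that differed between MDA-MB-231 and MDA-MB-436 by at least 1 (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 42 genes changed in all 4 comparisons with opposite directions in the cell lines. With DESeq2, the interaction genes numbered 1670 and 1939. Depth does not account for the greater number of DEGs in MDA-MB-436: with all libraries thinned to equal depth, the ratio of DEGs in MDA-MB-436 to MDA-MB-231 was 1.76 in low serum and 1.61 in standard serum, against 1.79 and 1.63 at full depth. Exchanged labels in 1 serum condition of a cell line would make its log2 fold changes correlate negatively between serum conditions, and the lowest correlation was 0.504. Labels exchanged in both serum conditions of a cell line would not show in this test. Of the 42 genes, 35 had a regional median, and 30 of them kept opposite directions and an absolute log2 fold change of at least 1 with the regional median subtracted.

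Sublines with different copy numbers or clones would show as neighbouring genes that change together, as would neighbours that are regulated together, and copy number was not measured. Neighbouring genes did change together: the lowest correlation of adjacent genes over the 4 comparisons was 0.204, where the central 95% of shuffles reached at most 0.018. With the trend on GC content removed the lowest was 0.179, so GC content is not the whole cause. Of the DEGs with a regional median, at least 76.4% kept an absolute log2 fold change of at least 1 after it was subtracted, so such regions do not account for most of these. The other DEGs had no regional median and were not tested in this way. When they are counted as lost, at least 52.0% of all DEGs of a comparison kept this change. Among the replicate pairs, adjacent genes correlated by 0.320 in MDA-MB-436 7TGP-POS in standard serum before the GC trend was removed and by 0.0231 after, and by at most 0.0690 in the others before. The 7TGP-positive and 7TGP-negative cells were sorted and then cultured as separate sublines, so for any single gene reporter activity and subline cannot be told apart. Whether the reporter state follows canonical Wnt activity could not be decided from the canonical target list, for which the smallest adjusted p over the 4 comparisons was 0.133 (limma's camera test).

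Gene lists also differed between the cell lines (interaction contrast, limma's camera test with adjustment over 28 tests; the values are median differences of log2 fold change, MDA-MB-231 minus MDA-MB-436). In low serum they were 0.51 for cholesterol synthesis, -0.60 for mesenchymal genes, 0.59 for G2/M, 0.35 for IL6/JAK/STAT3, 1.59 for NF-κB targets and -0.75 for Notch. In standard serum they were -0.36 for DNA replication, -0.96 for mesenchymal genes, 0.33 for G2/M, 0.65 for IL6/JAK/STAT3, 2.25 for interferon-stimulated genes, 0.98 for NF-κB targets and 0.31 for oxidative phosphorylation. GC content, gene length and expression level do not account for these: against 10000 random lists matched on all 3, the largest permutation p was 0.0129 in low serum and 0.0127 in standard serum. With regional medians subtracted, over the genes that had one, the differences in low serum were 0.51 for cholesterol synthesis, -0.36 for mesenchymal genes, 0.69 for G2/M, 0.26 for IL6/JAK/STAT3, 1.57 for NF-κB targets and -0.61 for Notch. In standard serum they were -0.43 for DNA replication, -0.70 for mesenchymal genes, 0.52 for G2/M, 0.36 for IL6/JAK/STAT3, 2.03 for interferon-stimulated genes, 0.996 for NF-κB targets and 0.38 for oxidative phosphorylation. Regions do not account for the NF-κB and interferon differences, and a regional part of the smaller mesenchymal and IL6/JAK/STAT3 differences stays open. Reads shared between CXCL paralogs do not account for the NF-κB difference, which was 1.56 and 1.16 without the CXCL genes. A biological difference between the cell lines in these programs remains a hypothesis, and with 1 pair of sublines per cell line it could also be a difference between clones, which nothing here measured directly (neighbouring genes changed together with a correlation of at least 0.204, and neighbours regulated together would give this as well).

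Genes outside the protein-coding set, which the paper does not report on, also differed. Among lncRNA genes, 254 of 4979 were DEGs in MDA-MB-231 in low serum (153 higher, 101 lower), 305 of 4105 in standard serum (240 higher, 65 lower), 409 of 4979 in MDA-MB-436 in low serum (276 higher, 133 lower) and 476 of 4105 in standard serum (334 higher, 142 lower). Of these, 168 and 192 in MDA-MB-231 and 214 and 229 in MDA-MB-436 (low, standard serum) overlap no annotated coding gene. For the 86, 113, 195 and 247 that do overlap one, in the same order, reads of the coding gene were not excluded. The lncRNA DEGs overlapped coding genes less often than other lncRNA genes, which says nothing about single overlapping genes: 33.9% against 60.0% and 37.0% against 58.3% in MDA-MB-231, and 47.7% against 59.7% and 51.9% against 57.4% in MDA-MB-436 (low, standard serum). Fisher's exact test, one-sided for more frequent overlap among the DEGs, gave a smallest p of 0.990. Less frequent overlap was not tested. No biological explanation was tested.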

How the results depend on the processing

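The alternatives were chosen before the data were examined, except the crossed pairing of replicate numbers, a test chosen after the correlation of replicates was seen, and the Fisher's exact test of the directions of shared DEGs, chosen after their shares were seen and given in place of the planned binomial test against equal shares, which ignores how many genes rose in each cell line. Of the values of single genes under the alternatives, 603 kept their direction and their side of the threshold, 41 lost the call and 3 gained it, and 38 of the losses were with log2(TPM + 1), where the added 1 shrinks changes of genes with low TPM. For the gene lists, 300 values kept both, and for the other results 272 did. For each value below that crossed a threshold or moved, the cause was not tested unless it is named.

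With a test against a fold change of 2, which asks for more than a point estimate past 1, the numbers of DEGs were 352 (243 higher, 109 lower) for MDA-MB-231 in low serum, 521 (346 higher, 175 lower) for MDA-MB-231 in standard serum, 922 (606 higher, 316 lower) for MDA-MB-436 in low serum and 975 (538 higher, 437 lower) for MDA-MB-436 in standard serum. The cell lines shared 79 in low serum (52 with the same direction, 27 opposite) and 98 in standard serum (61 with the same direction, 37 opposite). In all 4 comparisons, 27 genes changed in 1 direction (24 higher, 3 lower), and 26 of the paper's 55 signature genes were called.

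With limma-trend on log2(TPM + 1), the numbers of DEGs were 302 (140 higher, 162 lower) for MDA-MB-231 in low serum, 522 (354 higher, 168 lower) for MDA-MB-231 in standard serum, 793 (322 higher, 471 lower) for MDA-MB-436 in low serum and 941 (542 higher, 399 lower) for MDA-MB-436 in standard serum. The cell lines shared 46 in low serum (27 with the same direction, 19 opposite) and 76 in standard serum (47 with the same direction, 29 opposite). In all 4 comparisons, 17 genes changed in 1 direction (14 higher, 3 lower), and 17 of the paper's 55 signature genes were called. The first components held 62.0% and 17.8% of the variance in low serum. The correlations across genes were 0.766 and 0.763 between serum conditions (MDA-MB-231, MDA-MB-436), and 0.0671 and 0.0157 between cell lines (low, standard serum).

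Without a filter on log2(TPM + 1), the numbers of DEGs were 303 (140 higher, 163 lower) for MDA-MB-231 in low serum, 520 (352 higher, 168 lower) for MDA-MB-231 in standard serum, 794 (323 higher, 471 lower) for MDA-MB-436 in low serum and 940 (542 higher, 398 lower) for MDA-MB-436 in standard serum. The cell lines shared 46 in low serum (27 with the same direction, 19 opposite) and 76 in standard serum (47 with the same direction, 29 opposite). In all 4 comparisons, 17 genes changed in 1 direction (14 higher, 3 lower), and 17 of the paper's 55 signature genes were called.

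With log2(TPM + 0.1), the split of higher against lower genes moved by over 10 percentage points in low serum: 376 higher and 505 lower in MDA-MB-231 against 563 and 385 with TMM, and 723 and 927 in MDA-MB-436 against 1047 and 647.

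With an adjusted p alone, the numbers of DEGs were 6250 (3060 higher, 3190 lower) for MDA-MB-231 in low serum, 5084 (2593 higher, 2491 lower) for MDA-MB-231 in standard serum, 8348 (4277 higher, 4071 lower) for MDA-MB-436 in low serum and 7631 (4028 higher, 3603 lower) for MDA-MB-436 in standard serum. The cell lines shared 3772 in low serum (1906 with the same direction, 1866 opposite) and 2895 in standard serum (1484 with the same direction, 1411 opposite). In all 4 comparisons, 728 genes changed in 1 direction (385 higher, 343 lower). The adjusted Fisher p for the GO Wnt list was 0.00814 and 0.0413 in MDA-MB-231 (low, standard serum) and 9.4e-07 and 0.000729 in MDA-MB-436. For the KEGG list in MDA-MB-436 it was 0.00470 in low serum and 0.0413 in standard serum. In standard serum the list changed from fewer DEGs than expected to more. For the Reactome list the adjusted Fisher p was 0.571 and 0.762 in MDA-MB-231 and 4.81e-05 and 0.173 in MDA-MB-436, each on the other side of the expected count. With the DESeq2 Wald test the Reactome list also changed side in MDA-MB-231 (adjusted Fisher p 0.716 and 0.781).

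Without scaling of genes, the first 3 components held 87.5%, 6.87%, 3.83% in low serum and 88.2%, 6.38%, 4.29% in standard serum, and with the 500 most variable genes 95.0%, 3.49%, 1.29% in low serum and 94.9%, 3.05%, 1.96% in standard serum. With no filter, component 1 held 59.6% and 61.6%. The correlation of log2 fold changes between serum conditions was 0.591 in MDA-MB-231 and 0.807 in MDA-MB-436 with filterByExpr, 0.712 and 0.809 with a prior count of 2, 0.550 in MDA-MB-231 with DESeq2, and 0.639 in MDA-MB-436 with Spearman's rank correlation. Between the cell lines it was 0.0597 in low serum with filterByExpr, 0.0274 in standard serum with a prior count of 2, and 0.0109 and 0.0118 with Spearman's.

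With fry, 35 list tests passed. Those that passed there and not with camera had these mean log2 fold changes: canonical Wnt targets -0.11 in MDA-MB-231 low serum, 0.16 in MDA-MB-436 low serum, 0.068 in MDA-MB-436 standard serum, DNA replication 0.13 in MDA-MB-231 low serum, 0.18 in MDA-MB-436 standard serum, G2/M -0.17 in MDA-MB-436 standard serum, IL6/JAK/STAT3 0.50 in MDA-MB-231 standard serum, interferon 0.30 in MDA-MB-436 low serum, ribosome biogenesis 0.059 in MDA-MB-231 low serum, -0.093 in MDA-MB-231 standard serum, 0.10 in MDA-MB-436 standard serum, GO Wnt 0.21 in MDA-MB-436 low serum, 0.16 in MDA-MB-436 standard serum, KEGG Wnt 0.20 in MDA-MB-436 low serum, 0.20 in MDA-MB-436 standard serum. The ribosome biogenesis list in MDA-MB-436 in low serum (mean 0.0015) changed its direction.

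With an estimated correlation, 7 tests passed. The lists no longer past the threshold had these means: cholesterol synthesis -0.21 in MDA-MB-231 low serum, -0.17 in MDA-MB-436 standard serum, DNA replication -0.27 in MDA-MB-231 standard serum, mesenchymal 0.38 in MDA-MB-231 low serum, G2/M 0.16 in MDA-MB-231 low serum, -0.44 in MDA-MB-436 low serum, IL6/JAK/STAT3 0.44 in MDA-MB-231 low serum, -0.061 in MDA-MB-436 low serum, -0.54 in MDA-MB-436 standard serum, interferon 0.38 in MDA-MB-231 standard serum, NF-κB 0.35 in MDA-MB-436 standard serum, Notch 1.44 in MDA-MB-436 standard serum, oxidative phosphorylation -0.33 in MDA-MB-436 standard serum. The DNA replication list in MDA-MB-231 in low serum passed with DESeq2's size factors (0.15) and with only the 4 libraries of the comparison (0.16).

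Deviations of same-numbered replicates of the compared groups correlated with r = -0.000271 in MDA-MB-231 and -0.114 in MDA-MB-436 in low serum, so the replicate numbers do not pair these samples. In standard serum, r was 0.213 and 0.166, and between groups of different cell lines it lay between -0.0312 and 0.148, so whether the numbers mark something shared is not settled there. With the replicate block, the numbers of DEGs were 926 and 1170 in MDA-MB-231 and 1667 and 1938 in MDA-MB-436. Under the block these list tests passed: DNA replication 0.13 in MDA-MB-231 low serum, G2/M 0.18 in MDA-MB-231 standard serum, oxidative phosphorylation -0.16 in MDA-MB-436 low serum. The NF-κB list in MDA-MB-436 in standard serum (0.35) did not pass, and the Reactome Wnt list in MDA-MB-436 in low serum (0.14) changed its direction. With crossed replicate numbers, MDA-MB-436 in low serum had 1695 DEGs, 1050 higher and 645 lower.

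Across the fits that each left out 1 library, the first 3 components ranged over 65.9 to 67.01, 12.5 to 16.3, 8.74 to 11.8 percent in low serum and 66.2 to 68.4, 12.6 to 16.5, 8.96 to 12.2 percent in standard serum. The correlations ranged over 0.413 to 0.506 and 0.705 to 0.743 between serum conditions (MDA-MB-231, MDA-MB-436) and over 0.0248 to 0.0491 and 0.0281 to 0.0498 between cell lines (low, standard serum). Ranges of list means are given for a subset of the lists and comparisons, so a mean not given here may also have moved. Canonical Wnt targets: -0.31 to -0.074 in MDA-MB-231 low serum, 0.044 to 0.48 in MDA-MB-231 standard serum, -0.043 to 0.22 in MDA-MB-436 low serum, -0.071 to 0.090 in MDA-MB-436 standard serum. Cholesterol synthesis: -0.056 to -0.011 in MDA-MB-231 standard serum, -0.77 to -0.67 in MDA-MB-436 low serum, -0.30 to -0.12 in MDA-MB-436 standard serum. DNA replication: -0.088 to -0.019 in MDA-MB-436 low serum. Mesenchymal: 0.32 to 0.54 in MDA-MB-231 low serum, 0.40 to 0.57 in MDA-MB-231 standard serum, 1.30 to 1.84 in MDA-MB-436 low serum, 1.54 to 1.67 in MDA-MB-436 standard serum. G2/M: -0.50 to -0.44 in MDA-MB-436 low serum, -0.23 to -0.13 in MDA-MB-436 standard serum. IL6/JAK/STAT3: 0.48 to 0.54 in MDA-MB-231 standard serum, -0.13 to -0.055 in MDA-MB-436 low serum, -0.59 to -0.53 in MDA-MB-436 standard serum. Interferon: -0.037 to 0.017 in MDA-MB-231 low serum, 0.21 to 0.48 in MDA-MB-231 standard serum, 0.25 to 0.31 in MDA-MB-436 low serum, -2.12 to -2.07 in MDA-MB-436 standard serum. NF-κB: 1.67 to 1.73 in MDA-MB-231 standard serum, -0.095 to -0.045 in MDA-MB-436 low serum. Notch: -0.46 to 0.12 in MDA-MB-231 low serum, -0.30 to 0.43 in MDA-MB-231 standard serum, 1.30 to 1.55 in MDA-MB-436 low serum. Oxidative phosphorylation: -0.017 to 0.031 in MDA-MB-231 low serum, -0.056 to 0.043 in MDA-MB-231 standard serum, -0.28 to -0.11 in MDA-MB-436 low serum. Ribosome biogenesis: -0.13 to -0.063 in MDA-MB-231 standard serum, -0.054 to -0.00028 in MDA-MB-436 low serum. GO Wnt: -0.094 to 0.063 in MDA-MB-231 low serum, -0.0086 to 0.11 in MDA-MB-231 standard serum, 0.16 to 0.23 in MDA-MB-436 low serum, 0.11 to 0.19 in MDA-MB-436 standard serum. KEGG Wnt: -0.042 to 0.067 in MDA-MB-231 low serum, -0.056 to 0.074 in MDA-MB-231 standard serum, 0.14 to 0.21 in MDA-MB-436 low serum, 0.17 to 0.22 in MDA-MB-436 standard serum. Reactome Wnt: 0.0026 to 0.082 in MDA-MB-231 low serum, -0.066 to 0.023 in MDA-MB-231 standard serum, 0.066 to 0.17 in MDA-MB-436 low serum, 0.14 to 0.20 in MDA-MB-436 standard serum. The fits leave 1 library in a group, so no call is given for them.

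Fewer DEGs were called at lower depth. At a depth of 0.5 of the smallest library, there were 818 and 1541 in low serum (MDA-MB-231, MDA-MB-436). In standard serum there were 1035 and 1710. Whether the lost DEGs were genes with few counts was not tested.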

Differences from the paper's values

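No test here was chosen to come closer to the paper's values.

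The paper states about 80 M clusters per library in low serum, and the median number of read pairs counted on genes was 29.9 M. These are different quantities, clusters sequenced and pairs counted on genes, and none of the alternatives set before the data were examined applies to them. The log2 fold change of *CXCL8* in MDA-MB-436 in low serum is 1.42 in the paper and was 1.46 here. With DESeq2's size factors, the DESeq2 Wald test and filterByExpr it was 1.43, nearer to the paper's value. With only the 4 libraries of the comparison (1.46), the replicate block (1.46) and log2(TPM + 1) (1.204) it was no nearer. The log2 fold change of *FBLN1* in MDA-MB-436 in low serum is 3.26 in the paper and was 3.30 here. With DESeq2's size factors, the DESeq2 Wald test and filterByExpr it was 3.26, and with only the 4 libraries (3.30), the replicate block (3.30) and log2(TPM + 1) (2.92) it still differed.

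The paper calls the KEGG Wnt pathway enriched in both cell lines in low serum. Here the adjusted Fisher p was 0.503 in MDA-MB-231 and 0.417 in MDA-MB-436, and of the settings run only DEGs by an adjusted p alone gave one under the threshold in low serum, in MDA-MB-436 (0.0047). The list tested comes from the paper's supplement and lacks 4 and 5 of the 13 and 20 members that the paper's enrichment names, all of which were DEGs here. The paper reports EMT and IL6/JAK/STAT3 gene sets enriched in MDA-MB-231 7TGP-POS cells. In standard serum, the hand-written mesenchymal and IL6/JAK/STAT3 lists had adjusted p of 0.648 and 0.142 (limma's camera test), and the latter passed with fry (0.00457). It reports MYC targets enriched in MDA-MB-231 7TGP-NEG cells in standard serum, where the ribosome biogenesis list had a mean of -0.09 and an adjusted p of 0.255, and passed with fry (0.044). It reports E2F targets enriched in MDA-MB-436 7TGP-NEG cells in low serum, where the DNA replication list had a mean of -0.03 (-0.088 without replicate 1 of MDA-MB-436 7TGP-POS) and an adjusted p of 0.648 and passed with no setting. The hand-written lists are not the paper's gene sets.

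Of the paper's signature genes, *LRRN1* and *ESYT3* were not called in MDA-MB-436 in low serum. Both were called with DESeq2's size factors and with the DESeq2 Wald test, where all 55 genes of the signature were called, and with an adjusted p alone. *LRRN1* was also called with log2(TPM + 1), and *ESYT3* with the replicate block and with filterByExpr. With no filter, 54 of the 55 were called. The paper gives a low variance between replicates. Here it was 9.75% in low serum and 8.64% in standard serum over all components, and component 4 alone held 3.07% and 3.24%.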

Other observations

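The test of library preparation below was chosen before its result was seen, and no test here was chosen after.

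Replication-dependent histone genes, whose transcripts lack a poly(A) tail, took 0.247% to 0.418% of counts in the low serum libraries and 0.0158% to 0.0333% in the standard serum libraries. The lowest share in low serum was 7.44 times the highest in standard serum. This is consistent with ribosomal RNA depletion in low serum and poly(A) selection in standard serum, as in the paper's methods, and not with a single kit for all libraries. *RN7SK* took 0.603% to 1.63% of counts in low serum and at most 0.000631% in standard serum.

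Protein-coding genes took 89.0% to 94.0% of counts in low serum and 96.8% to 97.8% in standard serum, and mitochondrial genes 0.331% to 0.938% and 0.957% to 2.28%.

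The other list tests had these mean log2 fold changes, none past the threshold (limma's camera test with Benjamini-Hochberg adjustment). In MDA-MB-231 in low serum: DNA replication 0.13, Notch -0.20, oxidative phosphorylation 0.01, ribosome biogenesis 0.06, GO Wnt -0.01, KEGG Wnt 0.01 and Reactome Wnt 0.04. In MDA-MB-231 in standard serum: G2/M 0.18, cholesterol synthesis -0.03, Notch -0.13, oxidative phosphorylation -0.01, GO Wnt 0.04, KEGG Wnt 0.01 and Reactome Wnt -0.02. In MDA-MB-436 in low serum: interferon 0.30, ribosome biogenesis 0.0015, GO Wnt 0.21, KEGG Wnt 0.20 and Reactome Wnt 0.14. In MDA-MB-436 in standard serum: DNA replication 0.18, G2/M -0.17, ribosome biogenesis 0.10, GO Wnt 0.16, KEGG Wnt 0.20 and Reactome Wnt 0.18. Among the tests that passed and are not given above, G2/M genes in MDA-MB-231 in low serum had a mean of 0.16 (24 of 28 higher, adjusted p = 0.031), IL6/JAK/STAT3 genes in MDA-MB-436 in low serum had -0.06 (16 of 25 lower, adjusted p = 0.0136), and cholesterol synthesis genes in MDA-MB-436 in standard serum had -0.17 (15 of 23 lower, adjusted p = 0.0136). Without replicate 2 of MDA-MB-436 7TGP-POS the last 2 were -0.13 and -0.30. With genes at the floor set to their bound, the IL6/JAK/STAT3 mean in MDA-MB-436 in low serum was -0.24, and the median was -0.16. Several of the means near 0 changed their sign without 1 library, among them Notch in MDA-MB-231, which reached 0.12 in low serum without replicate 2 and 0.43 in standard serum without replicate 1 of MDA-MB-231 7TGP-NEG.

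The Reactome Wnt list held 15 DEGs of 281 genes in MDA-MB-231 in low serum and 24 of 276 in standard serum, and 29 and 20 in MDA-MB-436, against 16.6, 21.2, 29.6 and 34.6 expected.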
